# Single-cell analysis of skeletal muscle macrophages reveals age-associated functional subpopulations

**DOI:** 10.7554/eLife.77974

**Published:** 2022-10-19

**Authors:** Linda K Krasniewski, Papiya Chakraborty, Chang-Yi Cui, Krystyna Mazan-Mamczarz, Christopher Dunn, Yulan Piao, Jinshui Fan, Changyou Shi, Tonya Wallace, Cuong Nguyen, Isabelle A Rathbun, Rachel Munk, Dimitrios Tsitsipatis, Supriyo De, Payel Sen, Luigi Ferrucci, Myriam Gorospe

**Keywords:** muscle-resident macrophages, single-cell analysis, flow cytometry, aging, Lyve1, MHCII, Mouse

## Abstract

Tissue-resident macrophages represent a group of highly responsive innate immune cells that acquire diverse functions by polarizing toward distinct subpopulations. The subpopulations of macrophages that reside in skeletal muscle (SKM) and their changes during aging are poorly characterized. By single-cell transcriptomic analysis with unsupervised clustering, we found 11 distinct macrophage clusters in male mouse SKM with enriched gene expression programs linked to reparative, proinflammatory, phagocytic, proliferative, and senescence-associated functions. Using a complementary classification, membrane markers LYVE1 and MHCII identified four macrophage subgroups: LYVE1−/MHCII^hi^ (M1-like, classically activated), LYVE1+/MHCII^lo^ (M2-like, alternatively activated), and two new subgroups, LYVE1+/MHCII^hi^ and LYVE1−/MHCII^lo^. Notably, one new subgroup, LYVE1+/MHCII^hi^, had traits of both M2 and M1 macrophages, while the other new subgroup, LYVE1−/MHCII^lo^, displayed strong phagocytic capacity. Flow cytometric analysis validated the presence of the four macrophage subgroups in SKM and found that LYVE1− macrophages were more abundant than LYVE1+ macrophages in old SKM. A striking increase in proinflammatory markers (*S100a8* and *S100a9* mRNAs) and senescence-related markers (*Gpnmb* and *Spp1* mRNAs) was evident in macrophage clusters from older mice. In sum, we have identified dynamically polarized SKM macrophages and propose that specific macrophage subpopulations contribute to the proinflammatory and senescent traits of old SKM.

## Introduction

Macrophages are heterogeneous innate immune cells (Shapouri-Moghaddam et al., 2018) that provide the first line of defense against pathogens, but are also deeply involved in inflammation, dead cell removal, wound healing, and tissue remodeling (Mills et al., 2014; Ross et al., 2021; Shapouri-Moghaddam et al., 2018). Macrophages adapt to individual tissues and acquire specific tissue-dependent functions (Wynn et al., 2013). Upon transplantation, tissue-resident macrophages quickly lose their original gene expression patterns and gain host organ markers (Lavin et al., 2014). The tissue environment contributes to determining the tissue-specific protein production by macrophages and thereby establishes tissue-dependent expression patterns and functions (Gautier et al., 2012; Lavin et al., 2014). Hence, the function of macrophages should be studied in the context of their tissue of residence.

Macrophages play diverse functions in tissues by differentiating into specific functional subgroups, a process usually defined as macrophage polarization (Yao et al., 2019). Most macrophages are known to polarize to proinflammatory M1 or anti-inflammatory M2 subgroups (Martinez et al., 2008; Mills et al., 2000; Rath et al., 2014). While such dichotomy largely explains the strikingly different actions of macrophages commonly seen in many tissues, macrophages appear to be more functionally heterogeneous than simply M1 or M2. In this regard, recent flow cytometry and single-cell studies have identified several new macrophage subgroups in arteries, lung interstitium, heart, adipose tissue, and other tissues and organs (Chakarov et al., 2019; Dick et al., 2022; Jaitin et al., 2019; Lim et al., 2018; Schyns et al., 2019) with distinct tissue-dependent polarization status. Dissecting polarization in each tissue is thus critical to elucidating shared and tissue-specific macrophage functions.

Skeletal muscle (SKM) contains large numbers of macrophages that play critical roles in injury repair and regeneration (Arnold et al., 2007; Tidball, 2011; Tidball, 2017). Macrophages assume different polarization to play distinct functions at different stages of repair after injury (Scala et al., 2021; Yang and Hu, 2018). In the absence of injury or infection, most macrophages residing in human and mouse SKM were shown to be MRC1 (CD206)+, M2-like macrophages (Cui et al., 2019; Wang et al., 2015). However, the full range of macrophage subgroups and their age-related changes in SKM is poorly understood (Cui and Ferrucci, 2020).

To better understand the complexity of the macrophage polarization status and their changes with aging in mouse SKM, we carried out single-cell transcriptomic analysis. We present evidence that SKM macrophages comprise 11 distinct clusters associated with specific proposed functions. Using a complementary classification based on the presence of membrane markers, SKM macrophages were divided into two large populations based on the presence of LYVE1 and was further classified into four functional subgroups by introducing MHCII as an additional surface marker. We further show that mRNAs that encode proinflammatory proteins and senescence- and aging-related proteins were significantly upregulated in specific macrophage clusters in old SKM. Our findings reveal a dynamic polarization of functional subpopulations of mouse SKM macrophages, including changes toward proinflammatory and senescent phenotypes with aging.

## Results

### Isolation of macrophages from mouse SKM and single-cell RNA sequencing

To isolate macrophages from SKM, we collected all muscles from hind limbs, including quadriceps, gastrocnemius, tibialis, and soleus, from C57BL/6JN male mice, combined and minced them into small cubes, and isolated mononuclear cells by digesting them with enzymes including collagenase and other proteases (Krasniewski et al., 2022; Liu et al., 2015; Figure 1A). To identify macrophage-rich fractions from the mononuclear cell preparation, we carried out flow cytometric analysis based on the presence of CD45, a pan-leukocyte marker, and CD11b, a pan-myeloid lineage marker. As we found previously, CD11b+ cells clearly separated from the rest of the mononuclear cell population (Krasniewski et al., 2022).

**Figure 1.**
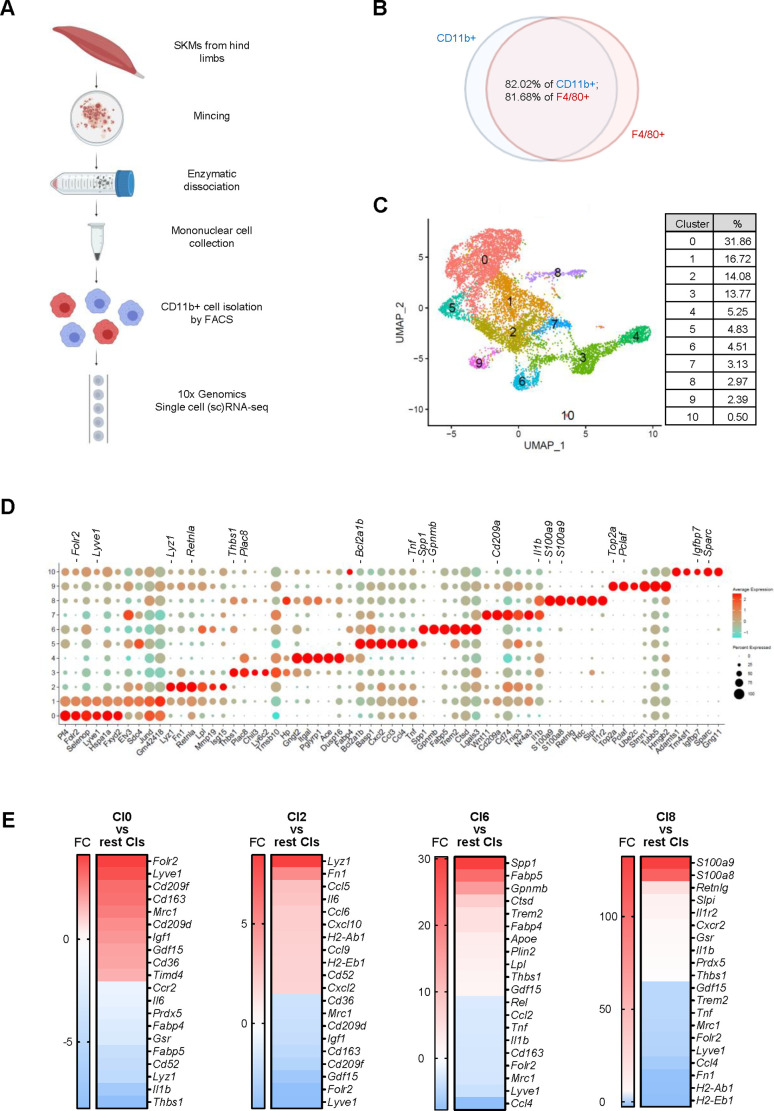
Macrophage isolation from mouse skeletal muscle (SKM) and single-cell RNA-seq analysis. (**A**) Workflow of mononuclear cell collection from mouse SKM, CD11b+ cell isolation by FACS, and single-cell RNA-seq analysis using the 10× Genomics platform. (**B**) Cells isolated from mouse SKM that were CD11b+ and F4/80+. (**C**) Unsupervised clustering of SKM macrophages revealed 11 clusters. %, proportion of each cluster. (**D**) Dot plot shows featured mRNAs in each cluster. (**E**) Heat maps show enriched genes in Cl0, 2, 6, and 8.

**Figure 1—figure supplement 1.**
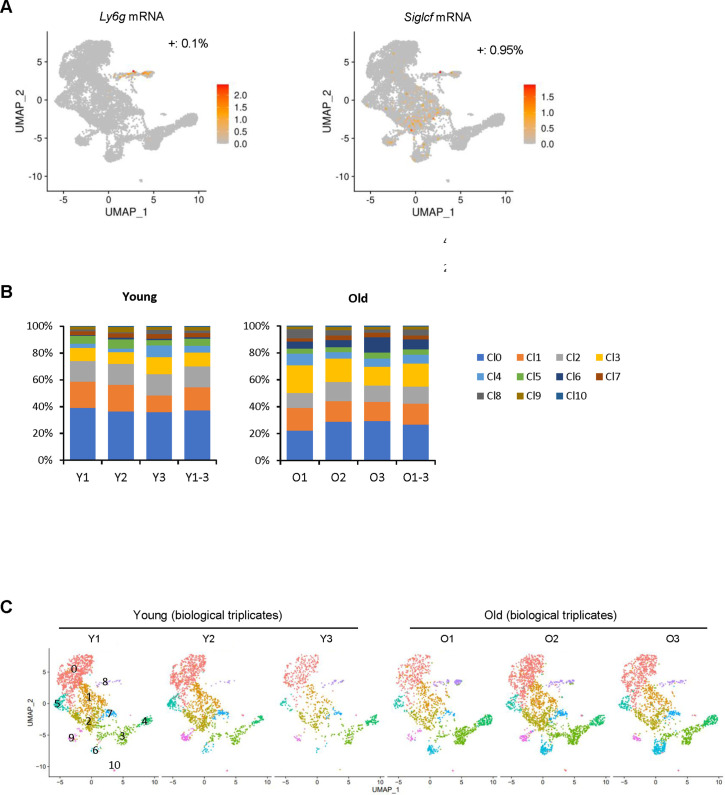
Quality control experiments for the skeletal muscle (SKM) macrophage, single-cell RNA-seq analysis. (**A**) Uniform Manifold Approximation and Projection (UMAP) analysis to assess possible contamination of neutrophils and eosinophils in the CD11b+/F4/80+double-positive macrophage population. (**B**) Percentages of macrophages in each cluster and each biological replicate in young (**Y**) SKM and old (**O**) SKM. (**C**) UMAP representation of three biological replicates of macrophages from young (**Y**) SKM and old (**O**) SKM.

**Figure 1—figure supplement 2.**
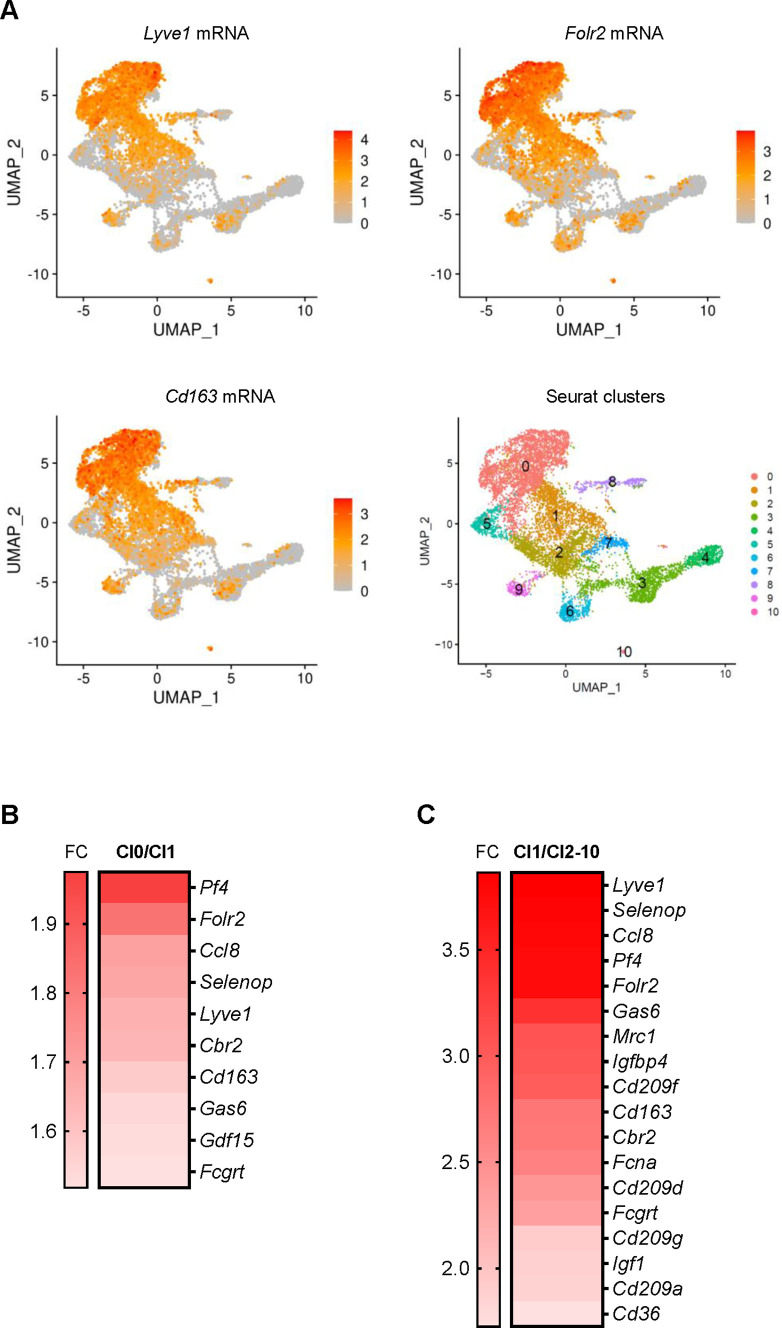
M2-like features of Cl1 in unsupervised clustering. (**A**) Uniform Manifold Approximation and Projection (UMAP) representation of *Lyve1*, *Folr2*, and *Cd163* mRNAs, encoding M2 markers in Cl0 compared to Cl1. Bottom right, designation of unsupervised clusters. (**B**) Expression levels of M2 marker genes in Cl0 to Cl1. (**C**) Enrichment of mRNAs encoding M2 markers in Cl1 relative to Cl2-10.

For single-cell RNA-sequencing (scRNA-seq) analysis, we collected CD11b+ cells from three young (3 months old [3 m.o.]) and three old (23 m.o.) male mice as biological triplicates by fluorescence-activated cell sorting (FACS). From each mouse, 5000–10,000 CD11b+ cells were used for single-cell library preparation using the 3’ gene expression pipeline from 10× Genomics followed by RNA-seq analysis. We successfully obtained sequences from 2000 to 5000 single cells from each mouse, and a mean of ~80,000 RNA-seq reads per cell corresponding to a median of >2000 genes per cell (Materials and methods; GEO identifier GSE195507). 

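The data are 6 libraries of CD11b+ cells, 1 for each of 3 young and 3 old male mice, in which each barcode stands for a droplet that mostly held 1 cell. The authors counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger 3.0.2 on the genome build mm10, and the files hold these raw counts with no normalization. Young mice 1 and 2 were collected in week 1, old mice 1 and 2 in week 2, and the third mouse of each age in week 3, so that only week 3 holds both ages. From the raw counts, barcodes with 300 to 7000 genes, 500 to 60000 UMIs and less than 7.5% mitochondrial UMIs were kept, as in the study, which left 17777 of 21914 barcodes. Barcodes with at least 1 UMI of both *Itgam*, which encodes CD11b, and *Adgre1*, which encodes F4/80, were taken as macrophages, 9469 in all, with a median of 2824 genes and 11689 UMIs. Young mouse 1 gave 3108 barcodes after these limits, 1869 macrophages and a median of 11514 UMIs per macrophage. Young mouse 2 had 2619 barcodes after these limits, 1617 macrophages and a median of 11883 UMIs per macrophage. Young mouse 3 gave 1275 barcodes after these limits, 733 macrophages and a median of 12559 UMIs per macrophage. Old mouse 1 had 2960 barcodes after these limits, 1349 macrophages and a median of 12333 UMIs per macrophage. Old mouse 2 gave 4388 barcodes after these limits, 2104 macrophages and a median of 11150.5 UMIs per macrophage. Old mouse 3 had 3427 barcodes after these limits, 1797 macrophages and a median of 11303 UMIs per macrophage. Over all genes and all barcodes of the files, before these limits, a library held from 18774015 to 46333280 UMIs. Scrublet, which scores each barcode against simulated doublets, marked 7 barcodes as doublets at its own threshold, and none was left out. Age was tested on sums of raw counts per mouse with edgeR's quasi-likelihood test and TMM normalization, because cells of 1 mouse are not independent replicates. The p-values were adjusted over all genes tested in a comparison by the Benjamini-Hochberg method, with a threshold of 0.05. Shares of cells were compared by a two-sided exact permutation test over mice, whose smallest p with 3 mice against 3 is 0.1. Levels are given as CPM, the counts of a sum per mouse scaled to its total. Lists of genes by function and by cell type were fixed before the counts were examined. The study's published fold changes on these mice had been seen by then, so counts of list members are not independent evidence. A list was also tested as a whole with limma's camera. As a measure of free RNA in the droplets, shares of cells with a UMI of a gene were also taken in barcodes without *Itgam* and *Adgre1* UMIs that carried endothelial markers (215 barcodes, median 6030 UMIs) or neutrophil markers (627 barcodes, median 1989 UMIs).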

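Of 12897 barcodes with a UMI of *Itgam* (ENSMUSG00000030786, chromosome 7 of mm10 from 128062640 to 128118491), 73.7% ± 6.41 (SD, n = 6 mice) also had a UMI of *Adgre1* (ENSMUSG00000004730, chromosome 17 of mm10 from 57358691 to 57483527). This share lay between 65.0% and 82.3% per mouse. It was 73.7% in the young mouse and 72.4% in the old mouse of week 3. In the other direction, 80.6% ± 2.43 (SD, n = 6 mice) of 11823 barcodes with *Adgre1* also had *Itgam*. When each barcode was thinned at random to 5200 UMIs, which leaves out barcodes with fewer, the pooled share of *Itgam*+ barcodes with *Adgre1* was 64.7%, compared with 73.4% at full depth.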

Sequencing analysis showed that >80% of cells expressing *Cd11b* mRNA were also positive for F4/80 mRNA (*Adgre1* mRNA), another common marker for mouse macrophages (Figure 1B). Those cells expressing both *Cd11b* mRNA and *Adgre1* mRNA were considered SKM macrophages. Very few cells were positive for *Ly6g* mRNA or *Siglecf* mRNA (specific markers for neutrophils and eosinophils, respectively; Figure 1—figure supplement 1A), indicating minimal contamination from these cells in our macrophage population.

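*Ly6g* encodes a surface protein of neutrophils and *Siglecf* a lectin of eosinophils. A UMI of *Ly6g* was found in 0.371% ± 0.282 (SD, n = 6 mice) of macrophages, with a pooled share of 0.349% (95% confidence interval 0.240% to 0.489%), exact binomial. For *Siglecf* the share was 1.46% ± 0.352 (SD, n = 6 mice), pooled 1.52% (95% confidence interval 1.28% to 1.79%). Among the barcodes with endothelial markers (median 6030 UMIs), which should lack both mRNAs, 0 of 215 had either, which allows a share of up to 1.40%. The *Ly6g* share differed between macrophages. It was 10.5% (95% confidence interval 7.12% to 14.7%) in the 277 cells (median 9734 UMIs) that match Cl8 of the study, and 0 of 3026 cells (median 8487.5 UMIs) in the largest group, which allows up to 0.0991%. Even the barcodes with neutrophil markers outside the macrophage gate, at a low depth, had *Ly6g* in only 6.22%, so that this mRNA alone finds few neutrophils. All 15 neutrophil markers on the list, among them *Retnlg*, *Csf3r* and *Cxcr2*, were at least 2-fold higher in those 277 cells than in the other macrophages.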

### Identification of 11 macrophage clusters in SKM by unsupervised classification

To gain insight into the subpopulations of SKM macrophages, we pooled scRNA-seq data from young and old mice and performed unsupervised classification. 

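The clustering was rebuilt from the raw counts with Seurat, from the 2000 most variable genes of each library, integration of the 6 libraries and 30 principal components. It gave 11 clusters at a resolution of 0.3, 10 at 0.2 and 14 at 0.5. Without integration, the merged libraries gave 12 clusters. Each rebuilt cluster was given the name of the study cluster whose leading mRNAs it expressed most, and is called rebuilt Cl0 to rebuilt Cl10. In rebuilt Cl0 and in each of rebuilt Cl2 to Cl8, 20 of the 20 mRNAs with the highest fold change in the study's list were at least 1.5-fold higher than in the other macrophages. Rebuilt Cl1 took its name by elimination, since the study's leading mRNAs of Cl0 were also the highest there, and 15 of 40 mRNAs of the 2 lists for Cl1 were at least 1.5-fold higher. Under the other settings, between 80.2% and 95.4% of macrophages kept the name of their cluster.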

By using FindClusters at a resolution of 0.3, we found 11 clusters (Cl0-10; Figure 1C). Given that we isolated macrophages on three different dates due to technical limitations (lengthy procedure) and mouse availability (Materials and methods), we compared the different datasets to ensure there were no batch effects. 

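Each of rebuilt Cl0 to Cl9 held cells of all 6 mice. Over the 6 mice, rebuilt Cl0 made up from 22.3% to 39.1% of macrophages and rebuilt Cl1 from 12.6% to 19.5%. The shares of smaller clusters spread more in proportion, from 8.60% to 20.8% in rebuilt Cl3, from 2.78% to 8.82% in rebuilt Cl4, from 0.535% to 11.4% in rebuilt Cl6 and from 0.742% to 6.82% in rebuilt Cl8. Across genes, the log2 CPM of the macrophage sums of 2 mice of the same age had a Pearson correlation between 0.979 and 0.990, where genes are not independent replicates. In each age, the pair of mice collected in the same week had the highest of the 3 correlations.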

Overall, the distribution of macrophages across the 11 clusters was comparable among the biological replicates (Figure 1—figure supplement 1B), and the patterns of transcriptomes were also comparable among the replicates (Figure 1—figure supplement 1C). Those mRNAs that were expressed >1.5-fold higher in a given cluster relative to the other 10 clusters, p<0.05, and were expressed in >25% of macrophages in that cluster are shown in Supplementary file 1. 

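Every rebuilt cluster except rebuilt Cl1 had mRNAs at least 4-fold above the other macrophages. Among the leading ones were *Ccl8*, a chemokine, in rebuilt Cl0 (965 ± 438 CPM, SD over 6 mice, 4.61-fold), *Lyz1*, a lysozyme, in rebuilt Cl2 (7.20-fold), *Vcan* in rebuilt Cl3 (16.0-fold) and *Cd300e* in rebuilt Cl4 (49.5-fold). *Col14a1* led rebuilt Cl5 (17.6-fold) after muscle mRNAs whose SD over mice exceeded their mean. *Gpnmb* led rebuilt Cl6, *Retnlg* rebuilt Cl8, *Pclaf* rebuilt Cl9 (132-fold) and *Col20a1* rebuilt Cl10. In rebuilt Cl7, *Klrd1* (168 ± 18.1 CPM, 14.4-fold) came after *Cd7* (56.3-fold), whose SD over mice was close to its mean. In rebuilt Cl1, *Klrb1b* was the leading mRNA (34.5 ± 5.60 CPM, 3.49-fold). These genes took part in the clustering, so their levels describe the clusters and are no test of a difference between them.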

Each cluster showed a distinct gene expression pattern (Figure 1D).

To investigate the functional features of these clusters, we carried out gene ontology (GO) enrichment analysis using g:Profiler (Materials and methods). Although all clusters shared functional terms general to macrophages, including ‘immune system process,’ ‘defense response,’ ‘response to stress,’ ‘cell migration,’ and ‘cell death,’ each cluster also displayed distinct functional associations (Table 1). The largest cluster, Cl0, showed a more reparative function, with high expression of M2-type genes (*Mrc1, Cd163, Lyve1*, and *Folr2* mRNAs) and reduced proinflammatory function compared to the other clusters (Figure 1E and Table 1). 

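Rebuilt Cl0 held 32.0% of macrophages (3026 cells, median 8487.5 UMIs). Its M2-type mRNAs encode scavenger and uptake receptors of the cell surface. *Mrc1*, the mannose receptor (ENSMUSG00000026712, chromosome 2 of mm10 from 14229392 to 14332057), was at 1639 ± 185 CPM (SD, n = 6 mice), 2.68-fold above the other clusters. *Cd163*, the haemoglobin scavenger receptor, was at 582 ± 51.7 CPM (3.64-fold), *Lyve1*, a hyaluronan receptor (ENSMUSG00000030787, chromosome 7 of mm10 from 110850607 to 110863239), at 778 ± 154 CPM (4.22-fold) and *Folr2*, a folate receptor, at 1037 ± 231 CPM (4.26-fold). By list, 22 of 23 M2-like markers were at least 1.5-fold higher than in the other clusters, compared with 0 at least 1.5-fold lower (median 3.38-fold). In the same cluster, 1 of 16 inflammatory cytokines and alarmins were higher and 11 lower by that measure (median 0.238-fold), 19 of 22 mRNAs of vasculature and wound healing were higher and 3 lower by that measure (median 2.80-fold) and 13 of 14 endocytosis receptors were higher and 0 lower by that measure (median 3.52-fold). The lists for M2-like markers and vasculature hold mRNAs that the study had chosen on these mice, so they are not independent evidence. Immediate early and heat shock mRNAs, which can rise during tissue dissociation, went the same way, with 15 of 23 at least 1.5-fold higher. So did markers of myofibres, of which 4 of 6 were detected and all 4 were at least 2-fold higher.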

The second largest cluster, Cl1, showed a similar expression pattern as Cl0 (Figure 1D), including the expression of M2-type mRNAs (*Lyve1* and *Folr2* mRNAs), but the expression levels of these mRNAs were lower in Cl1 than in Cl0 (Figure 1—figure supplement 2A, B). This resulted in fewer unique genes in Cl1 when compared to the other 10 clusters (Supplementary file 1). 

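In rebuilt Cl1 (1582 cells, 16.7% of macrophages), *Lyve1* was at 425 ± 75.1 CPM (SD, n = 6 mice) and *Folr2* at 541 ± 120.0 CPM, which is 1.47-fold and 1.37-fold the level in all other macrophages. *Mrc1* was at 1119 ± 158 CPM and *Cd163* at 327 ± 27.3 CPM. Among the fixed lists, 7 of 23 M2-like markers were at least 1.5-fold higher than in the other clusters, compared with 0 at least 1.5-fold lower (median 1.42-fold). CPM divides by the total of a sum, and cells of rebuilt Cl1 had a median of 21705 UMIs, more than double the depth of rebuilt Cl0. In UMIs per cell, rebuilt Cl0 and Cl1 had 8.25 ± 1.77 and 9.97 ± 1.89 for *Lyve1*, 11.1 ± 3.02 and 12.7 ± 2.84 for *Folr2* and 17.4 ± 2.86 and 26.3 ± 3.98 for *Mrc1* (SD, n = 6 mice).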

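From rebuilt Cl2 to rebuilt Cl10, mean levels of M2-type mRNAs over the mice used were below those of rebuilt Cl1. *Mrc1* ran from 42.1 CPM in rebuilt Cl4 to 806 CPM in rebuilt Cl10, *Cd163* from 20.9 CPM in rebuilt Cl4 to 307 CPM in rebuilt Cl10, *Lyve1* from 7.48 CPM in rebuilt Cl7 to 354 CPM in rebuilt Cl10 and *Folr2* from 19.0 CPM in rebuilt Cl7 to 467 CPM in rebuilt Cl10, each a mean over the mice with at least 10 cells. For rebuilt Cl10 these are 2 old mice, and in old mice alone *Folr2* was at 467 CPM there and at 442 CPM in rebuilt Cl1. In young mice alone *Lyve1* was at 490.1 CPM in rebuilt Cl8 and 473 CPM in rebuilt Cl1. Of the vasculature and wound healing list, 4 of 22 mRNAs were at least 1.5-fold higher than in the other clusters, compared with 1 at least 1.5-fold lower (median 1.29-fold) in rebuilt Cl1, where the other clusters include rebuilt Cl0. For the endocytosis receptors in rebuilt Cl1, these numbers were 4 and 0 of 14.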

When we excluded Cl0 and compared Cl1 with Cl2-10 (Supplementary file 1, ‘Cl1 vs Cl2-10’), Cl1 showed strong enrichment of M2-type mRNAs (Figure 1—figure supplement 2C) and strong association with reparative functions (Table 1). Thus, the two largest clusters, Cl0 and Cl1, account for nearly one-half of total macrophages and displayed M2-like gene expression patterns.

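Together, rebuilt Cl0 and rebuilt Cl1 held 4608 cells, 48.4% ± 7.45 (SD, n = 6 mice) of macrophages. The paper reasons from the M2-type mRNAs and the GO terms of both clusters that they are reparative macrophages.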

**Table 1.** Gene ontology (GO) annotation of unsupervised clusters.

	GO annotation		
**Clusters**	**Elevated**	**Reduced**	**Featured membrane proteins**
**Cl0**	Vasculature development (7.8) Amoeboidal-type cell migration (3.7) Endocytosis (3.4) Response to wounding (2.1)	Cytokine production (3.6) Positive regulation of inflammatory response (1.9) Cellular detoxification (1.5)	↑: LYVE1, FOLR2, MRC1, CD163 ↓: H2-AB1, H2-DMB1
**Cl1**	Vasculature development (6.7) Amoeboidal-type cell migration (4.3) Endocytosis (2.9) Response to wounding (1.6)	Translation (4.2)	↑: LYVE1, FOLR2, MRC1, CD163
**Cl2**	Antigen processing and presentation via MHC class II (6.7) Cytokine-mediated signaling pathway (4.3) Cellular response to IL-1 (3.3) Chemotaxis (2.2) Defense response to virus (2.2)	Vasculature development (5.3) Endocytosis (3.4) Muscle cell proliferation (2.5) Amoeboidal-type cell migration (1.4)	↑: H2-AB1, H2-EB1, H2- DMB1, CCR2 ↓: LYVE1, FOLR2, MRC1, CD163
**Cl3**	Cellular detoxification (4.0) Lymphocyte activation (1.6)	Vasculature development (6.9) Muscle cell proliferation (3.9) Response to wounding (1.7)	↑: CCR2 ↓: LYVE1, FOLR2, MRC1, CD163
**Cl4**	Fc receptor signaling pathway (4.2) Regulation of phagocytosis (3.5) Antigen processing and presentation via MHC class I (2.5) Cell killing (1.5)	Angiogenesis (8.6) IL-1 production (5.2) Muscle cell proliferation (2.2) Antigen processing and presentation via MHC class II (2.2)	↑: H2-K1, H2-D1 ↓: LYVE1, FOLR2, MRC1, CD163, H2-AB1, H2- EB1, H2-DMB1, CCR2
**Cl5**	Response to LPS (6.4) TLR signaling pathway (2.9) TNF production (2.0)	Viral entry into host cell (2.3)	↑: TREM2 ↓: LYVE1, FOLR2, MRC1, CD163
**Cl6**	Response to lipoprotein particle (3.3) ATP metabolic process (2.6) Long-chain fatty acid transport (2.0)	Regulation of transcription from RNA polymerase II promoter in response to stress (7.3) Cell chemotaxis (5.1)	↑: GPNMB, TREM2 ↓: LYVE1, FOLR2, MRC1, CD163, CCR2
**Cl7**	Translation (12.4) Antigen processing and presentation via MHC class II (5.2) Ribosome assembly (2.2)	Vasculature development (8.3) IL-1β production (3.9) Response to wounding (2.1)	↑: H2-AB1, H2-EB1, H2- DMB1 ↓: LYVE1, FOLR2, MRC1, CD163
**Cl8**	Positive regulation of cell death (4.2) Phagocytosis (2.2) Autocrine signaling (1.9)	Antigen processing and presentation via MHC class II (4.4) response to IFN-γ (3.3)	↓: LYVE1, FOLR2, MRC1, CD163, H2-AB1, H2- EB1, H2-DMB1, CCR2
**Cl9**	Cell cycle (20.3) DNA replication (4.5) DNA repair (3.2)	Myeloid cell differentiation (3.6) IL-1 production (1.4)	↓: LYVE1, FOLR2
**Cl10**	Vasculature development (19.9) Extracellular matrix organization (9.2) Response to wounding (2.2)		↑: LY6C1

Parenthesis: negative log10 of adjusted p-value. ↑:elevated in the cluster. ↓:reduced in the cluster.

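Of the M2-like markers measured in each cluster, those at least 1.5-fold lower than in the other macrophages were 19 of 23 in rebuilt Cl2, 23 of 23 in rebuilt Cl3, 23 of 23 in rebuilt Cl4, 21 of 23 in rebuilt Cl5, 19 of 24 in rebuilt Cl6, 19 of 23 in rebuilt Cl7 and 20 of 23 in rebuilt Cl9. The median fold of the list in these clusters lay between 0.0591 and 0.500. Rebuilt Cl8 differed, with 5 of 23 lower and a median of 0.771-fold. A UMI of *Mrc1* was found in 44.8% of its cells (median 9734 UMIs), compared with 6.63% in rebuilt Cl4 (median 6031.5 UMIs) and 1.40% of the barcodes with endothelial markers.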

Clusters Cl2-9 showed very low expression of M2 marker genes (Table 1) and instead displayed more diverse functional associations. Cl2 expressed mRNAs related to inflammation and to the functions of antigen processing and presentation (Figure 1E and Table 1). 

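Rebuilt Cl2 (1358 cells) had high mRNA levels of the MHC class II molecules that present antigen, of *Il6*, a cytokine, and of the lysozyme *Lyz1*. *Il6* was at 293 ± 135 CPM (SD, n = 6 mice, 4.75-fold above the other clusters), and *Lyz1* was at 4935 ± 975 CPM. Counted by list, 8 of 9 MHC class II mRNAs were at least 1.5-fold higher than in the other clusters, compared with 1 at least 1.5-fold lower (median 1.81-fold). For NF-kB signalling, 6 of 18 mRNAs were higher and 0 lower. Chemokine mRNAs were split, with 8 higher and 7 lower of 20, as were inflammatory cytokines and alarmins, with 3 higher and 7 lower of 16.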

The mRNAs present in Cl3 were associated with cellular detoxification, and Cl4 was associated with phagocytosis and expressed elevated MHC class I (MHCI) mRNAs. 

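In rebuilt Cl3 (1309 cells), mRNAs of antioxidant and detoxifying proteins were high, led by *Hp*, which encodes haptoglobin (276 ± 71.4 CPM, SD over 6 mice, 10.0-fold). Of that list, 13 of 26 mRNAs were at least 1.5-fold higher than in the other clusters, compared with 2 at least 1.5-fold lower (median 1.45-fold). Markers of classical monocytes moved with them. Among 8 such markers, 7 were at least 2-fold higher in rebuilt Cl3, among them *Ly6c2* (337 ± 88.7 CPM, 12.0-fold), *Chil3* (10.8-fold) and *Plac8* (9.58-fold). Rebuilt Cl4 (498 cells) had high mRNAs of phagocytosis and MHCI. By the same measure, 17 of 31 mRNAs of phagocytosis and Fc receptors were higher and 9 lower, 7 of 13 MHC class I mRNAs were higher and none lower, and 8 of 8 MHC class II mRNAs were lower. All 11 markers of nonclassical monocytes were at least 2-fold higher in rebuilt Cl4, led by *Pglyrp1* (682 ± 104 CPM, 28.4-fold), *Ace* (22.4-fold) and *Treml4* (20.3-fold). In rebuilt Cl3, 6 of these 11 were.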

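In rebuilt Cl5 (430 cells, median 7677 UMIs), 12 of 18 mRNAs of NF-kB signalling were at least 1.5-fold higher than in the other clusters, compared with 1 at least 1.5-fold lower (median 1.56-fold). Chemokine mRNAs were also more often higher than lower, 12 against 8 of 21, whereas of 16 inflammatory cytokines and alarmins 5 were higher and 7 lower. *Ch25h*, an enzyme that makes a signalling oxysterol, was 13.0-fold and *Cd72* 13.6-fold above the other clusters. The muscle mRNA *Des* was at 42.6 ± 94.3 CPM (SD, n = 6 mice), where the SD exceeds the mean.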

Cl5 expressed mRNAs strongly associated with the inflammatory response. 

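Rebuilt Cl6 (422 cells) was the site of mRNAs of lipid uptake and lysosomes. *Gpnmb*, a glycoprotein of lysosomes (ENSMUSG00000029816, chromosome 6 of mm10 from 49036546 to 49070929), was at 1639 ± 737 CPM (SD, n = 5 mice with at least 10 cells), 89.6-fold above the other clusters. *Spp1*, which encodes the secreted protein osteopontin, was at 4265 ± 2110 CPM (66.1-fold) and *Fabp5*, a fatty acid carrier, at 4649 ± 1950 CPM (32.8-fold). *Ctsd*, a lysosomal protease, was at 5771 ± 1440 CPM (8.58-fold) and *Trem2*, a lipid receptor, at 978 ± 166 CPM (8.35-fold). The cytokine *Gdf15* was at 1247 ± 644 CPM there, 1.92-fold above the other clusters, and at 2014 ± 304 CPM in rebuilt Cl5. *Fabp4* was at 160.0 ± 2.49 CPM in young and 1126 ± 369 CPM in old mice in rebuilt Cl6 (2 young and 3 old mice) and at 948 ± 142 CPM in young and 732 ± 133 CPM in old mice in rebuilt Cl4, so that the order of the 2 clusters turned with age. Of the list for lipid handling and lysosomes, 20 of 22 mRNAs were at least 1.5-fold higher than in the other clusters, compared with 0 at least 1.5-fold lower (median 3.47-fold), and of the list for senescence and ageing 8 of 17 were higher and 3 lower. Both lists hold mRNAs that the study chose on these mice, and they share *Gpnmb*, *Spp1*, *Ctsd* and *Trem2*.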

Cl6 was enriched in mRNAs encoding proteins involved in the response to lipoprotein particles, ATP metabolism, and lipid transport; this cluster also expressed *Gpnmb*, *Spp1*, *Ctsd*, *Trem2*, and *Gdf15* mRNAs, encoding proteins involved in senescence and aging (Henjum et al., 2016; Pazolli et al., 2009; Suda et al., 2021; Suda et al., 2022; Tanaka et al., 2018; Williams et al., 2022), and *Fabp5* and *Fabp4* mRNAs, encoding proteins implicated in atherosclerosis (Babaev et al., 2011; Furuhashi et al., 2007; Makowski et al., 2001; Figure 1E). 

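In rebuilt Cl7 (295 cells), 8 of 9 MHC class II mRNAs were at least 1.5-fold higher than in the other clusters (median 2.64-fold). Of 92 mRNAs that encode ribosomal proteins, 38 were at least 1.5-fold higher and 2 lower (median 1.47-fold). Among 11 markers of conventional dendritic cells, 5 were at least 2-fold higher there, namely *Ccr7* (148 ± 74.4 CPM, SD over 6 mice, 11.5-fold), *Dpp4*, *Flt3*, *Itgax* and *Zbtb46*. In rebuilt Cl8 (277 cells), 11 of 31 mRNAs of phagocytosis and Fc receptors were at least 1.5-fold higher than in the other clusters, compared with 1 at least 1.5-fold lower (median 1.17-fold). There, 8 of 8 MHC class II mRNAs were lower (median 0.462-fold).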

The mRNAs expressed in Cl7 were strongly associated with translation and antigen processing and presentation via MHC class II, while those expressed in Cl8 were associated with cell death and phagocytosis, although M2-type markers and MHCII genes were reduced. Of note, *S100a8* and *S100a9* mRNAs, the most robustly elevated mRNAs in Cl8, encode proinflammatory proteins (Figure 1E, Supplementary file 1). 

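*S100a8* and *S100a9* encode the subunits of calprotectin, an alarmin that neutrophils and monocytes hold in large amounts. In rebuilt Cl8, *S100a9* (ENSMUSG00000056071, chromosome 3 of mm10 from 90692632 to 90695721) was at 13600 ± 7770 CPM (SD, n = 6 mice), 83.8-fold above the other clusters, and *S100a8* at 10940 ± 6080 CPM (75.8-fold). Other neutrophil mRNAs moved with them. *Retnlg* was at 949 ± 664 CPM (156-fold) and *Cxcr2*, the receptor that guides neutrophils along chemokines, at 187 ± 57.9 CPM (102-fold). In this cluster, 10 of 11 nonclassical monocyte markers were also at least 2-fold higher. Of the list of inflammatory cytokines and alarmins, 7 of 16 were at least 1.5-fold higher and 3 lower.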

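In rebuilt Cl9 (226 cells, median 23768 UMIs), all 17 mRNAs of the cell cycle list were at least 1.5-fold higher than in the other clusters (median 43.3-fold). *Top2a*, a topoisomerase of replicating DNA, was at 275 ± 70.3 CPM (SD, n = 6 mice, 63.9-fold), *Mki67*, a marker of dividing cells, at 249 ± 62.1 CPM (26.3-fold) and *Cdk1*, the kinase of mitotic entry, at 87.4 ± 17.0 CPM (59.9-fold). A UMI of *Mki67* was found in 89.8% of these cells and in 4.59% of cells of rebuilt Cl0 (median 8487.5 UMIs). Of 15 neutrophil markers, 11 were detected and 6 were at least 2-fold higher in rebuilt Cl9, namely *Camp*, *Lcn2*, *Ltf*, *Ngp*, *S100a8* and *S100a9*. *Elane* was at 53.0 ± 130 CPM there, where the SD exceeds the mean. In old mouse 2, these cells had a mean of 439 UMIs of *S100a8* plus *S100a9*, compared with 8.15 and 8.21 in old mice 1 and 3.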

Cl9 expressed cell cycle-related mRNAs, with elevated *Top2a*, *Mki67*, and *Cdk1* mRNAs (Supplementary file 1), likely representing a group of reported proliferating macrophages (Wang et al., 2020). The smallest cluster, Cl10 (0.5% of total CD11b+/F4/80+macrophages [Figure 1C]) was associated with a reparative function, and one-half of Cl10 cells expressed *Ly6c1* mRNA (Supplementary file 1).

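Rebuilt Cl10 held 46 cells, 0.486% of macrophages, and 2 mice had at least 10 of them. *Ly6c1* (ENSMUSG00000079018, chromosome 15 of mm10 from 75044018 to 75048830), a surface antigen of endothelial cells, had a UMI in 45.7% (95% confidence interval 30.9% to 61%) of these cells. In the barcodes with endothelial markers the share was 97.7% at a lower median depth, and in all macrophages 1.68%. Of 10 endothelial markers, 9 were at least 2-fold higher in rebuilt Cl10 than in the other clusters, as were 3 of 3 Schwann cell markers and 4 of 8 markers of fibro-adipogenic progenitors. Its leading mRNAs were *Col20a1* (421 ± 154 CPM, SD over 2 mice), *Ptn* (300.1 ± 165 CPM) and *Bche* (198 ± 20.2 CPM), each at or under 0.304 CPM in the other clusters. Of 22 mRNAs of vasculature and wound healing, 7 were at least 1.5-fold higher and 3 lower.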

Overall, unsupervised clustering revealed a wide functional heterogeneity of SKM macrophages. GO annotation identified clusters of macrophages expressing mRNAs that were particularly associated with reparative functions (Cl0, Cl1, and Cl10), the promotion of inflammation (Cl2 and Cl5), antigen processing and presentation via MHC class II (Cl2 and Cl7), cellular detoxification (Cl3), phagocytosis (Cl4 and Cl8), lipid homeostasis and cell senescence (Cl6), protein synthesis (Cl7), and proliferation (Cl9).

### Identification of M2-like macrophages by membrane marker-based classification

Macrophage membrane markers, including MRC1, CD86, LYVE1, and MHCII, have been successfully used to functionally classify macrophage subgroups (Mantovani et al., 2002; Stein et al., 1992; Dick et al., 2022; Chakarov et al., 2019; Lim et al., 2018). To complement the unsupervised clustering and gain a more comprehensive view of the highly heterogeneous group of SKM macrophages, we further carried out supervised classification with membrane markers.

Initially, we attempted to subgroup SKM macrophages by traditional polarization markers: MRC1, CD86, or CD80. MRC1 is a widely used marker of M2 macrophages, whereas CD80 and CD86 are M1 markers (Mantovani et al., 2002; Stein et al., 1992). However, our scRNA-seq data showed that *Mrc1* and *Cd86* mRNAs were broadly expressed in ~80% of macrophages, *Cd80* mRNA was expressed only in a small population, and most macrophages expressed *Mrc1* and *Cd86* mRNAs simultaneously (Figure 2—figure supplement 1A), suggesting they are not ideal to classify SKM macrophages at the transcriptomic level.

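A UMI of *Mrc1* was found in 80.8% ± 8.56 (SD, n = 6 mice) of macrophages, and a UMI of *Cd86*, a co-stimulatory ligand for T cells, in 78.1% ± 3.82 (SD, n = 6 mice). *Cd80*, a second ligand of this kind, was found in 29.3% ± 4.89 (SD, n = 6 mice). Both *Mrc1* and *Cd86* were found in 65.9% ± 8.21 of macrophages, *Mrc1* alone in 14.9% ± 2.66 and *Cd86* alone in 12.2% ± 5.24. These shares depend on depth. With each cell thinned to 5200 UMIs, the pooled shares were 76.3% for *Mrc1*, 61.1% for *Cd86* and 15.0% for *Cd80*, and at full depth 81.3%, 77.9% and 28.7%. Among the barcodes with endothelial markers, at a median of 6030 UMIs compared with 11689 in macrophages, 0.465% had *Cd86* and the same number had *Cd80*.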

We therefore turned to other candidate membrane markers. Recently, LYVE1 and MHCII were successfully used to subgroup several tissue-resident macrophages (Dick et al., 2022; Chakarov et al., 2019; Lim et al., 2018). By unsupervised clustering, *Lyve1* and MHCII mRNAs were differentially expressed in select clusters (Table 1); therefore, we classified SKM macrophages by LYVE1 expression levels first. LYVE1 status divided SKM macrophages into two large, similarly sized groups, LYVE1+ (46.6%) and LYVE1− (53.4%) (Figure 2A). 

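With at least 1 UMI of *Lyve1* as the definition of LYVE1+, 4416 macrophages were LYVE1+ (46.64% of the pooled cells) and 5053 were LYVE1− (53.36%). Over mice, the LYVE1+ share was 46.7% ± 8.24 (SD, n = 6 mice). Of LYVE1+ cells, 10.3% ± 1.53 had a single *Lyve1* UMI, 453 cells in all, and so lie at the limit of this definition. The share of barcodes with a *Lyve1* UMI was 0.930% among those with endothelial markers and 0.159% among those with neutrophil markers. LYVE1+ cells had a median of 13470.5 UMIs and LYVE1− cells of 10612, and thinned to 5200 UMIs the pooled share was 41.6%.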

LYVE1+ macrophages displayed an M2-like transcriptomic program, including mRNAs encoding proteins associated with functions in ‘vasculature development,’ ‘wound repair,’ and ‘endocytosis’ (Figure 2B; Buchacher et al., 2015; Stein et al., 1992). 

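Macrophages with *Lyve1* had higher levels of most mRNAs on the lists of endocytosis receptors, vasculature and M2-like markers than those without it. The steepest differences were in *Vsig4*, a complement receptor, with a log2 fold change of 5.57 (standard error 0.18, adjusted p = 6.56e-10), in *C6*, a complement component (4.92), and in *Enpep*, a peptidase of vessels (5.35). Of the fixed lists, 22 of 23 M2-like markers were higher and 0 lower, 19 of 22 mRNAs of vasculature and wound healing were higher and 3 lower and 14 of 14 endocytosis receptors were higher and 0 lower. Adjusted over each list alone, these counts were the same. These 3 lists hold mRNAs that the study chose on these mice, so their counts are not independent evidence. In all, 3762 mRNAs were higher and 3791 lower of 11377 tested, and 6405 of them went the same way in each of the 6 mice (edgeR's quasi-likelihood test on 12 sums per mouse and group, with the mouse as a block). Differences of at least 2-fold were seen in 1016 mRNAs higher and 598 lower. *Lyve1* defines the groups and is not counted as evidence. Immediate early and heat shock mRNAs were also higher in LYVE1+ cells, 21 of 23 (21 adjusted over the list alone).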

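The mRNAs of a vessel growth factor and a scavenger receptor were among those that differed between the 2 groups in the same 6 mice. *Ang*, which encodes the vessel growth factor angiogenin, had a log2 fold change of 2.03 (standard error 0.08, adjusted p = 1.99e-09) in LYVE1+ over LYVE1− macrophages. *Stab1*, a scavenger receptor, had 2.19 (adjusted p = 4.72e-08) and *Egr1*, an early response transcription factor, 1.82 (adjusted p = 8.76e-09). *Hspb1*, a small heat shock protein, had a log2 fold change of 1.67 (adjusted p = 7.95e-06). *Egr1* and *Hspb1* are also on the list of immediate early and heat shock mRNAs.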

Interestingly, transcripts encoding proangiogenic proteins (*Ang*, *Stab1*, and *Egr1* mRNAs) as well as transcripts encoding antiangiogenic proteins (*Cfh* and *Hspb1* mRNAs) were upregulated in LYVE1+ macrophages. 

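Growth factors and uptake receptors differed in the same direction. *Igf1*, a growth factor for muscle, had a log2 fold change of 1.96 (standard error 0.14, adjusted p = 1.90e-07) in LYVE1+ over LYVE1− macrophages, *Nrp1*, a co-receptor for vessel growth factors, 1.41 (adjusted p = 6.74e-08) and *Gas6*, a ligand that bridges dying cells to their receptors, 3.16 (adjusted p = 1.65e-09). The lectins *Cd209d* and *Cd209b* had log2 fold changes of 2.68 and 3.98. For *Cd36*, a lipid scavenger receptor, the value was 1.05 (adjusted p = 7.92e-07), for *Cd163* 2.64 and for *Mrc1* 1.76. *Mrc1* was at 1210 ± 172 CPM in LYVE1+ and 363 ± 94.1 CPM in LYVE1− cells (SD, n = 6 mice). All 8 passed the test and went the same way in 6 of 6 mice.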

Transcripts encoding proteins implicated in wound healing (*Igf1*, *Nrp1*, and *Gas6* mRNAs) were also elevated in LYVE1+ macrophages (Figure 2B); and mRNAs encoding endocytosis-related members of the CD209 family (including *Cd209d* and *Cd209b* mRNAs) as well as *Cd36*, *Cd163*, and *Mrc1* mRNAs were also highly expressed in LYVE1+ macrophages. Other mRNAs, such as *Timd4* and *Fcna* mRNAs, were almost exclusively expressed in the LYVE1+ macrophages and might be good candidate markers for this population (Figure 2—figure supplement 1B).

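*Timd4* encodes a receptor for dying cells and *Fcna* a ficolin of the complement system. A UMI of *Timd4* was found in 53.7% ± 6.22 (SD, n = 6 mice) of LYVE1+ and 3.61% ± 1.11 (SD, n = 6 mice) of LYVE1− macrophages. For *Fcna* the shares were 74.6% ± 3.03 (SD, n = 6 mice) and 7.41% ± 1.37 (SD, n = 6 mice). Among the barcodes with endothelial markers (median 6030 UMIs), 0 of 215 had *Timd4*, which allows up to 1.40%, and 0.465% had *Fcna*. The pooled shares in LYVE1− macrophages, 3.34% (95% confidence interval 2.87% to 3.88%) and 7.48% (95% confidence interval 6.77% to 8.24%), lie above these values. *Fcna* had a log2 fold change of 4.68 (standard error 0.15, adjusted p = 6.56e-10) and *Timd4* one of 3.45 (adjusted p = 1.59e-09) between the groups, and both were higher in LYVE1+ cells in 6 of 6 mice. The paper proposes, from this near-exclusive expression, that both mRNAs might serve as markers of LYVE1+ macrophages.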

**Figure 2.**
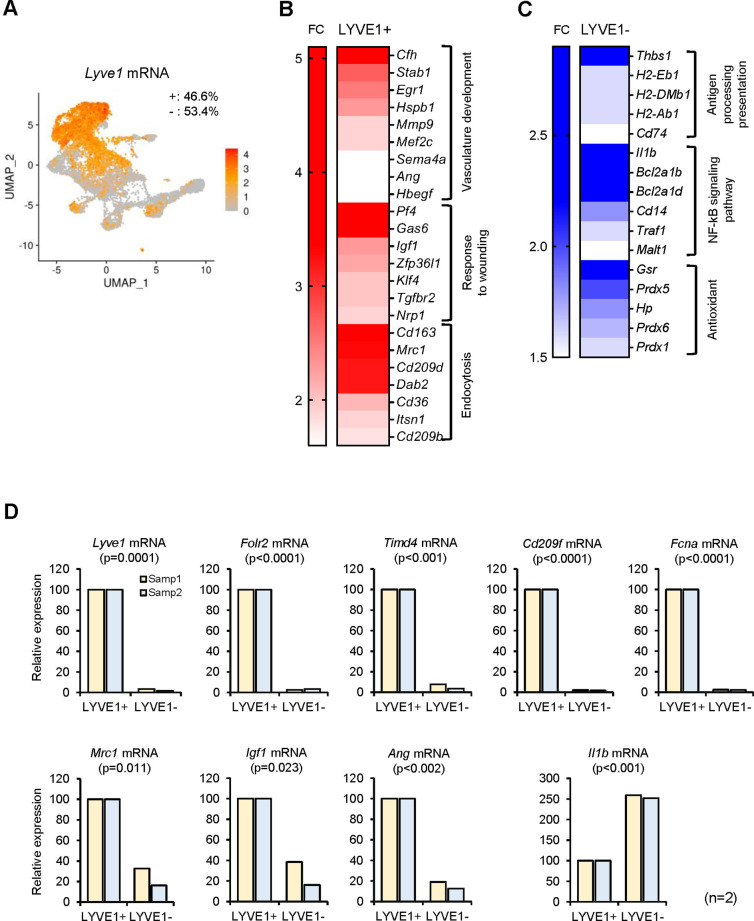
Functional clusters of genes differentially expressed in LYVE1+ and LYVE1− macrophages following single-cell RNA-sequencing (scRNA-seq) analysis. (**A**) *Lyve1* mRNA expression pattern in skeletal muscle (SKM) macrophages. (**B**) mRNAs highly expressed in functional clusters of LYVE1+ macrophages. (**C**) mRNAs highly expressed in LYVE1− macrophages. (**D**) Validation of select mRNAs differentially abundant as identified in panels (**B and C**). LYVE1+ and LYVE1− macrophages were isolated by fluorescence-activated cell sorting (FACS) from three male mice, 3 months old (m.o.), and mRNAs elevated in LYVE1+ macrophages (top and bottom left), and mRNAs predominantly elevated in LYVE1− macrophages (bottom right) were quantified by RT-quantitative PCR (qPCR) analysis. Data were normalized to the levels of *Gapdh* mRNA, also measured by RT-qPCR analysis. Data represent the means and SD from two different sorts for each group.

**Figure 2—figure supplement 1.**
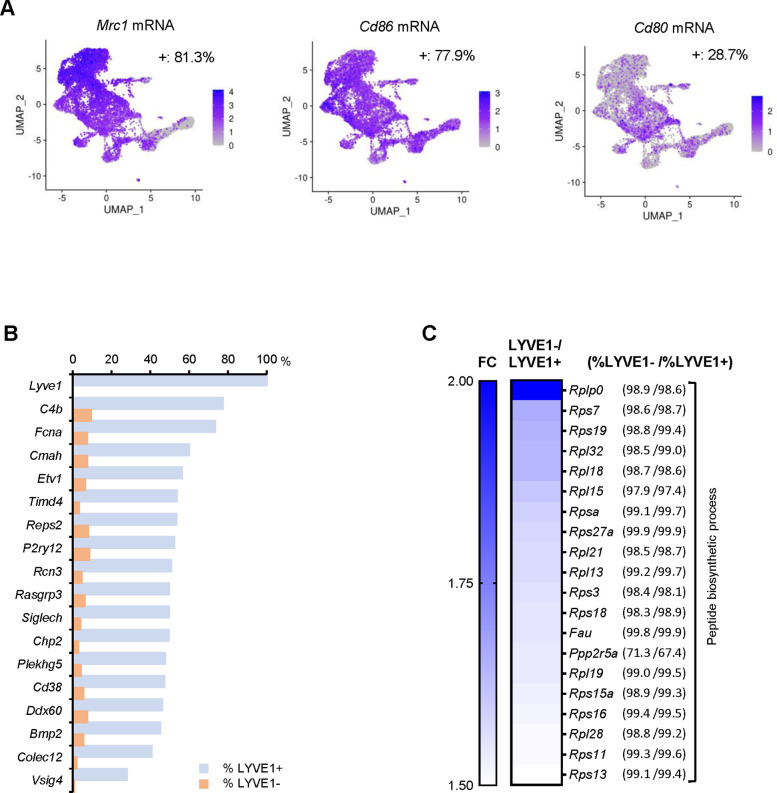
mRNAs highly expressed in LYVE1+ or LYVE1− macrophages. (**A**) *Mrc1* (*Cd206*), *Cd86*, and *Cd80* mRNAs expressed in skeletal muscle (SKM) macrophages. (**B**) mRNAs almost exclusively expressed in LYVE1+ macrophages. (**C**) Cluster of mRNAs encoding ribosomal proteins highly expressed in LYVE1− macrophages. Note, genes listed in this panel were expressed in similar number of macrophages in the LYVE1+ and LYVE1− subpopulations but were highly expressed in the LYVE1− subpopulation.

In contrast, LYVE1− macrophages expressed higher levels of mRNAs encoding antigen-processing and antigen-presenting proteins (*H2-Eb1*, *H2-Ab1*, *H2-DMb1*, and *Cd74* mRNAs), proteins related to the NF-kB signaling pathway and implicated in cell death (*Il1b*, *Bcl2a1b*, *Bcl2a1d*, *Cd14*, *Traf1*, and *Malt1* mRNAs), and proteins with function in antioxidant responses (*Gsr*, *Prdx5*, *Prdx6*, *Prdx1*, and *Hp* mRNAs). In addition, many mRNAs encoding ribosomal proteins were highly expressed in this group (Figure 2—figure supplement 1C). 

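Macrophages without *Lyve1* had higher mRNA levels of the MHCII pathway, of NF-kB signalling and of antioxidant enzymes. *H2-Eb1*, which encodes a chain of the MHCII molecule, had a log2 fold change of −0.78 in LYVE1+ over LYVE1− cells (standard error 0.10, adjusted p = 2.01e-05), where a negative value is higher in LYVE1− cells. On this scale, *H2-Ab1* had −0.78, *H2-DMb1* −1.03 and *Cd74*, the invariant chain, −0.76 (the largest of the 3 adjusted p values was 3.83e-05). Among mRNAs of NF-kB signalling and cell death, *Il1b* had −1.26, *Bcl2a1b* −1.45, *Bcl2a1d* −1.56, *Cd14* −0.93, *Traf1* −1.27 and *Malt1* −1.01 (adjusted p at most 2.71e-07). *Hp*, which binds free haemoglobin, had −2.25, *Gsr* −1.56, *Prdx1* −0.83, *Prdx5* −1.30 and *Prdx6* −1.31 (adjusted p at most 7.32e-06). By list, 0 of 9 MHC class II mRNAs were higher and 8 lower (the same adjusted over the list alone), 2 of 18 mRNAs of NF-kB signalling were higher and 13 lower (3 and 14 adjusted over the list alone) and 3 of 27 antioxidant mRNAs were higher and 21 lower (4 and 21 adjusted over the list alone). Markers of other blood cells moved with them, since all 11 neutrophil, 8 classical monocyte and 11 nonclassical monocyte markers tested were higher in LYVE1− cells. The lists for MHC class II, NF-kB signalling and antioxidants hold mRNAs that the study chose on these mice, so their counts are not independent evidence.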

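Of 94 mRNAs matched as ribosomal proteins by their symbols, 87 were higher in LYVE1− and 3 in LYVE1+ macrophages (88 and 3 adjusted over the list alone), with a median log2 fold change of −0.68 in LYVE1+ over LYVE1− cells. The match by symbol also takes in the S6 kinases, such as *Rps6ka1*, and the relatives *Rpl3l* and *Rps27l* where tested.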

The full list of mRNAs differentially abundant in LYVE1+ and LYVE1− macrophages is in Supplementary file 2.

To validate the differences in gene expression programs, we separated each population (LYVE1+ and LYVE1− macrophages) by FACS. Reverse transcription (RT) followed by real-time quantitative (q)PCR analysis confirmed that *Lyve1*, *Folr2*, *Timd4*, *CD209f*, and *Fcna* mRNAs were almost exclusively expressed in LYVE1 + macrophages (Figure 2D, top, n=2 biological replicates). By contrast, *Mrc1*, *Igf1*, and *Ang* mRNAs were expressed in both LYVE1+ and LYVE1− macrophages, but at much higher levels in LYVE1+, while *Il1b* mRNA levels were significantly higher in the LYVE1− population (Figure 2D, bottom). The RT-qPCR results (Figure 2D) were consistent with the single-cell transcriptomic analysis (Figure 2B and C; Supplementary file 2), indicating that LYVE1 is an effective marker for subgrouping mouse SKM macrophages.

### LYVE1 and MHCII further classify macrophages into four subgroups

By single-cell profiling analysis, the membrane marker MHCII (encoded by *H2-Ab1* and *H2-Eb1* mRNAs) divided SKM macrophages into two groups, MHCII^hi^ and MHCII^lo^ (Figure 3—figure supplement 1A). Considering the relative levels of LYVE1 and MHCII on the membrane allowed the classification of SKM macrophages into four subgroups: LYVE1+/MHCII^hi^, LYVE1+/MHCII^lo^, LYVE1−/MHCII^hi^, and LYVE1−/MHCII^lo^ (Figure 3A). Among them, LYVE1+/MHCII^hi^ and LYVE1−/MHCII^hi^ were the largest subgroups, comprising 36.55 and 39.97% of all macrophages, respectively (Figure 3A), while LYVE1+/MHCII^lo^ and LYVE1−/MHCII^lo^ comprised 10.09 and 13.39%, respectively (biological replicates in Figure 3—figure supplement 1B, C). 

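With the study's definitions, log-normalized *Lyve1* above 0 and *H2-Ab1* at or above 2, the 4 subgroups held 3461 (LYVE1+/MHCII hi, 36.55%), 3785 (LYVE1−/MHCII hi, 39.97%), 955 (LYVE1+/MHCII lo, 10.09%) and 1268 (LYVE1−/MHCII lo, 13.39%) of 9469 macrophages. *H2-Ab1*, which encodes the beta chain of an MHCII molecule, lies at chromosome 17 of mm10 from 34257689 to 34269419. Of all macrophages, 3.68% ± 0.720 (SD, n = 6 mice, 360 cells) lay within 0.25 of the *H2-Ab1* threshold. The median depth was 15865 UMIs in LYVE1+/MHCII hi and 8401 in LYVE1+/MHCII lo cells, and 11724 and 8309 in the LYVE1− subgroups.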

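Over the 6 mice, the share of macrophages ranged from 4.23% to 16.2% for LYVE1+/MHCII lo, from 33.0% to 40.5% for LYVE1+/MHCII hi, from 33.9% to 46.1% for LYVE1−/MHCII hi and from 8.67% to 23.7% for LYVE1−/MHCII lo.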

The overall distribution of cells among the biological replicates was comparable among the subgroups selected based on expression levels of *Lyve1* and *MhcII* mRNAs in supervised analysis (Figure 3—figure supplement 1B, C). 

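Of LYVE1+/MHCII lo macrophages, 88.2% ± 6.23 (SD, n = 6 mice) lay in rebuilt Cl0 or rebuilt Cl1, and of LYVE1+/MHCII hi macrophages 87.3% ± 1.64. The LYVE1+/MHCII lo cells were mostly in rebuilt Cl0 (86.1% ± 6.50), whereas 47.9% ± 5.92 of LYVE1+/MHCII hi cells were in rebuilt Cl0 and 39.5% ± 5.20 in rebuilt Cl1. In turn, 84.5% ± 3.81 of the cells of these clusters were LYVE1+.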

Notably, both LYVE1+ subgroups, LYVE1+/MHCII^lo^ and LYVE1+/MHCII^hi^, largely overlapped with two reparative clusters, Cl0 and Cl1, from the unsupervised clustering (compare Figure 3A with Figure 1C). The LYVE1−/MHCII^hi^ subgroup comprised most macrophages from Cl2, Cl5, Cl6, Cl7, Cl9, and part of Cl3. 

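The share of a rebuilt cluster that was LYVE1−/MHCII hi was 96.3% ± 1.94 (SD, n = 6 mice) in rebuilt Cl7, 92.4% ± 4.21 in rebuilt Cl2, 71% ± 18.7 in rebuilt Cl5, 64.8% ± 13.3 in rebuilt Cl9, 58.5% ± 20.4 (n = 5 mice) in rebuilt Cl6 and 54.5% ± 5.54 in rebuilt Cl3. It was 16.5% ± 8.91 in rebuilt Cl8 and 13.2% ± 3.78 in rebuilt Cl4.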

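In the rebuilt clusters, 84.6% ± 4.48 (SD, n = 6 mice) of rebuilt Cl4, 43.8% ± 14.9 of rebuilt Cl8 and 31.4% ± 8.93 of rebuilt Cl3 were LYVE1−/MHCII lo. Seen from the subgroup, 33.9% ± 7.59 of LYVE1−/MHCII lo cells were in rebuilt Cl4, 31.1% ± 7.76 in rebuilt Cl3, 11.4% ± 12.4 in rebuilt Cl5 and 9.64% ± 6.34 in rebuilt Cl8. The SD of rebuilt Cl5 exceeds its mean.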

LYVE1−/MHCII^lo^ contained Cl4 and part of Cl3 and Cl8. Overall, LYVE1− macrophages showed more heterogeneity than LYVE1+ macrophages (Figures 1C and 3A).

**Figure 3.**
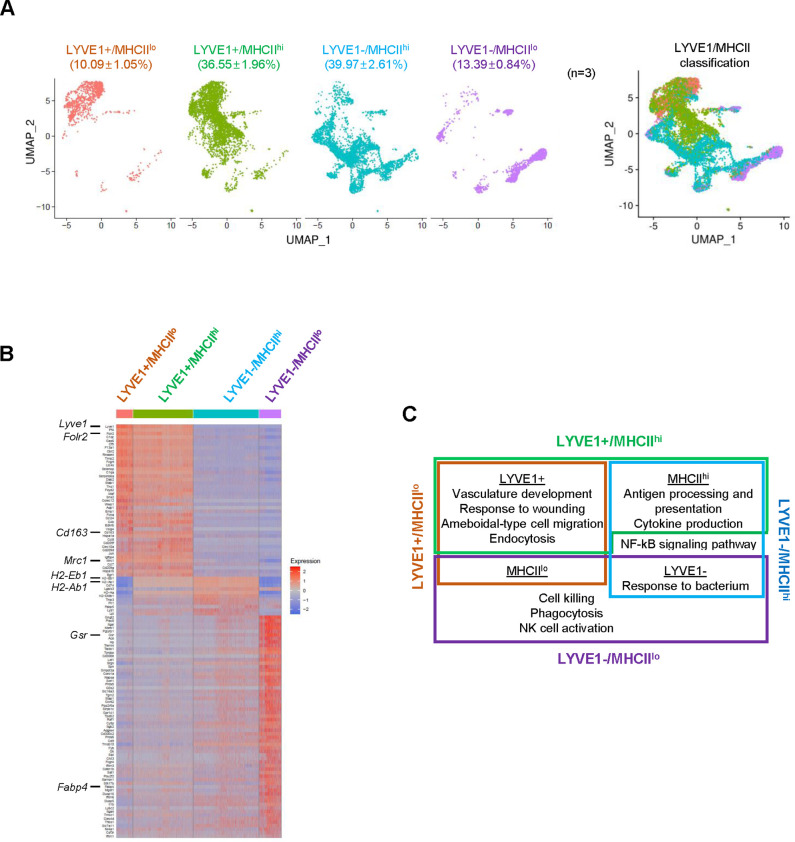
Classification of mouse skeletal muscle (SKM) macrophages into four functional subgroups according to surface markers. (**A**) Subclassification of mouse SKM macrophages based on LYVE1 and MHCII levels: LYVE1+/MHCII^lo^, LYVE1+/MHCII^hi^, LYVE1−/MHCII^hi^, and LYVE1−/MHCII^lo^. Uniform Manifold Approximation and Projection (UMAP) analysis of the distribution and size of each of four subgroups individually (left) and combined (right). (**B**) Heat map analysis of the single-cell RNA-sequencing (scRNA-seq) data depicting distinct gene expression patterns of the four subgroups. (**C**) Gene ontology (GO) annotation of the functions of each subgroup. Brown box, LYVE1+/MHCII^lo^; green box, LYVE1+/MHCII^hi^; blue box, LYVE1−/MHCII^hi^; purple box, LYVE1−/MHCII^lo^.

**Figure 3—figure supplement 1.**
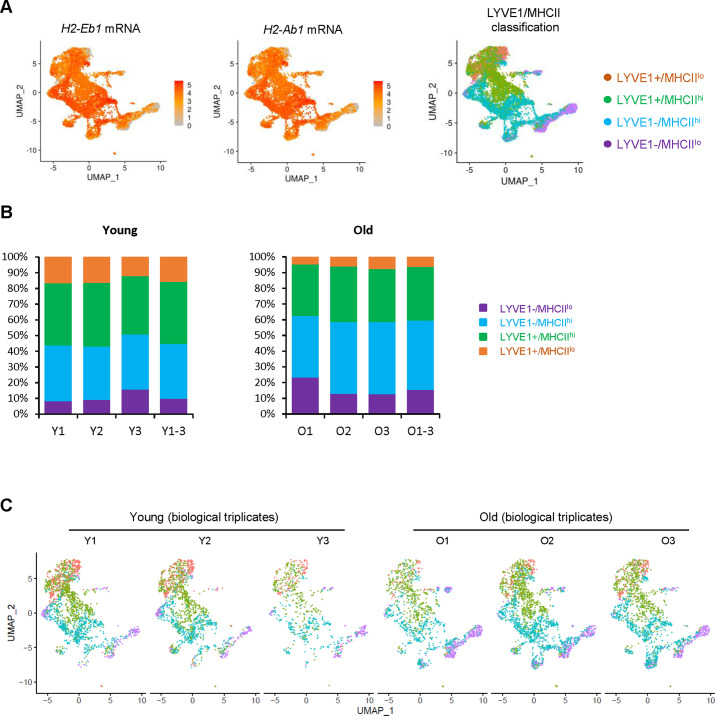
LYVE1 and MHCII are used to classify skeletal muscle (SKM) macrophages into four subgroups. (**A**) Expression patterns of two MHCII genes, *H2-Eb1* and *H2-Ab1* mRNAs. Right, four supervised macrophage subgroups. (**B**) Percentages of macrophages in each subgroup and each biological replicate in young (**Y**) and old (**O**) SKM. (**C**) Biological replicates of macrophage classification in young (**Y**) and old (**O**) SKM.

Single-cell analysis (Figure 3B) revealed distinct gene expression patterns across the four supervised subgroups. Those mRNAs that were expressed >1.5-fold higher in a given subgroup relative to the other three subgroups (p<0.01) and were expressed in >25% of macrophages in that subgroup are shown in Supplementary file 3. 

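Each subgroup was compared with the mean of the other 3 in edgeR, with 24 sums per mouse and subgroup, the mouse as a block and a threshold of 1.5-fold beside the adjusted p. Of 10373 mRNAs tested, 1869 were higher and 1321 lower in LYVE1+/MHCII lo, 1270 and 526 in LYVE1+/MHCII hi, 1020 and 1240 in LYVE1−/MHCII hi, and 1385 and 2071 in LYVE1−/MHCII lo macrophages. *Lyve1* and *H2-Ab1* define the subgroups. The mRNAs that the study lists as higher in a subgroup all had an adjusted p under 0.05 in the same direction. They were 125, 94, 49 and 218 in the same order, counted with no threshold on the fold. Since the study chose them on the same cells, this is no independent evidence. Of those that it lists as lower, 123 of 129, 54 of 60, 111 of 113 and 205 of 210 passed as lower in this way. In each of the first 2 subgroups, 1 passed as higher.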

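LYVE1+/MHCII lo macrophages stood out by mRNAs of uptake receptors and vessels. *Cd209f*, a lectin, had a log2 fold change of 3.44 (standard error 0.18, adjusted p = 2.95e-13) over the other 3 subgroups, and *Igf1* had 1.44 (adjusted p = 5.08e-06). Among the fixed lists, 18 of 22 mRNAs of vasculature and wound healing were higher and 3 lower, 23 of 23 M2-like markers were higher and 0 lower and 13 of 14 endocytosis receptors were higher and 0 lower. These counts were the same when adjusted over each list alone. In the opposite direction, 12 of 18 mRNAs of NF-kB signalling and 8 of 16 inflammatory cytokines and alarmins were lower. Ribosomal protein mRNAs were lower too, 60 of 93. Lists with mRNAs that the study chose on these mice, M2-like markers and vasculature among them, are not independent evidence.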

Functional annotations of the genes showing higher expression in each subgroup revealed that LYVE1+/MHCII^lo^ macrophages (brown box, Figure 3C) expressed higher levels of mRNAs associated with vasculature development and wound healing, similar to the macrophages in Cl0 and Cl1 (Table 1) and M2 macrophages (Krzyszczyk et al., 2018). 

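In LYVE1−/MHCII hi macrophages, mRNAs of antigen presentation and of inflammatory signalling were high. *Il1b*, an inflammatory cytokine, had a log2 fold change of 1.27 (standard error 0.17, adjusted p = 9.65e-07) over the other subgroups, and *Ciita*, the activator of MHCII transcription, had 2.76 (adjusted p = 3.07e-13). Counted by list, 9 of 9 MHC class II mRNAs were higher and 0 lower, of which *H2-Ab1* defines the subgroup, 14 of 18 mRNAs of NF-kB signalling were higher and 0 lower and 8 of 16 inflammatory cytokines and alarmins were higher and 0 lower (8 and 1 adjusted over the list alone). Adjustment over each list alone left these counts as they were, apart from those in brackets. Chemokine mRNAs were divided, with 10 higher and 5 lower of 23. All 7 markers of conventional dendritic cells tested were also higher, as were 13 of 17 cell cycle mRNAs.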

LYVE1−/MHCII^hi^ macrophages (blue box, Figure 3C) were associated with antigen processing and presentation, cytokine production, and responses to bacteria and were overall more M1-like (Mills, 2015). LYVE1+/MHCII^hi^ macrophages (green box, Figure 3C) were a more complex group; GO annotation suggested that they largely shared LYVE1+/MHCII^lo^ (M2-like) functions like vasculature development and wound healing, but also shared LYVE1−/MHCII^hi^ (M1-like) functions such as antigen processing and presentation and cytokine production. 

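LYVE1+/MHCII hi macrophages had mRNAs of both sets above the mean of the other subgroups. Each of the other subgroups lacks *Lyve1*, is MHCII lo or both, so mRNAs that go with either marker tend to come out high by design. *H2-Ab1* defines the subgroup, and the lists for vasculature, endocytosis and MHC class II hold mRNAs that the study chose on these mice. The counts are therefore no independent evidence of a mixed state. There, 19 of 22 mRNAs of vasculature and wound healing were higher and 1 lower and 12 of 14 endocytosis receptors were higher and 0 lower. Adjusted over each list alone, these counts were the same. At the same time, 9 of 9 MHC class II mRNAs were higher and 0 lower, 11 of 23 chemokines were higher and 0 lower and 9 of 22 mRNAs of the interferon response were higher and 0 lower (11 and 0 adjusted over the list alone). These counts were the same when adjusted over each list alone, apart from those in brackets. NF-kB signalling and inflammatory cytokines had fewer such mRNAs, 3 of 18 and 2 of 16 higher and 0 and 5 lower, the same adjusted over each list alone. *Cd209a*, a lectin, had a log2 fold change of 2.34 (standard error 0.15, adjusted p = 2.69e-11). The paper states that this group is more complex, and proposes from its annotation that it shares terms with both neighbours.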

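In LYVE1−/MHCII lo macrophages, 16 of 31 mRNAs of phagocytosis and Fc receptors were higher and 5 lower, and 5 of 13 MHC class I mRNAs were higher and 0 lower. Adjustment over each list alone left these counts as they were. *Fcgr4*, an Fc receptor, had a log2 fold change of 2.82 (standard error 0.14, adjusted p = 5.99e-14) over the other subgroups. Markers of blood cells were higher as well, all 11 tested for nonclassical monocytes, 7 of 8 for classical monocytes and all 11 tested for neutrophils. *Ace*, an enzyme of nonclassical monocytes, was at 305 ± 117 CPM in this subgroup and 27.3 ± 15.4 CPM over the others (SD, n = 6 mice). Antioxidant mRNAs were higher in 13 of 27 cases.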

Finally, LYVE1−/MHCII^lo^ macrophages (purple box, Figure 3C) were associated with cytotoxicity and phagocytosis. Notably, among the four subgroups, LYVE1+/MHCII^hi^ and LYVE1−/MHCII^lo^ were not previously reported in SKM (Wang et al., 2020), and LYVE1−/MHCII^lo^ macrophages were not reported in any other tissue so far (Chakarov et al., 2019; Lim et al., 2018). Thus, in addition to the M2-like (LYVE1+/MHCII^lo^) and M1-like (LYVE1−/MHCII^hi^) subgroups, supervised classification revealed two new subgroups, LYVE1+/MHCII^hi^ and LYVE1−/MHCII^lo^, in resting mouse SKM. The supervised classification thus complemented the unsupervised clustering, offering a more comprehensive understanding of the heterogeneity of SKM macrophages.

### Confirmation of four SKM macrophage subgroups by flow cytometry

We further analyzed if the macrophage subgroups identified from scRNA-seq could be validated by cell-surface protein markers. As anticipated, flow cytometric analysis using antibodies that recognized LYVE1 and MHCII divided CD45+/CD11b+/F4/80+SKM macrophages from 3 m.o. male mice into four subgroups, LYVE1+/MHCII^lo^, LYVE1+/MHCII^hi^, LYVE1−/MHCII^hi^, and LYVE1−/MHCII^lo^ (Figure 4A, n=4). Notably, the LYVE1+/MHCII^lo^, LYVE1−/MHCII^hi^, and LYVE1−/MHCII^lo^ subgroups showed clear clusters of cells, but LYVE1+/MHCII^hi^ macrophages spread across LYVE1+/MHCII^lo^ and LYVE1−/MHCII^hi^ (Figure 4A, bottom). The sizes of each subgroup identified by flow cytometry and those identified by single-cell transcriptomics were comparable (Figures 3A and 4A). While the present study focused on SKM macrophages from male mice, we assessed the overall influence of sex on macrophage polarization in SKM by performing flow cytometric analysis with SKM macrophages from 3 m.o. female mice. As shown, female mice also showed four SKM macrophage subgroups, comparable to male mice (compare Figure 4A with Figure 4—figure supplement 1A; n=4). However, when compared with male SKM macrophages, female SKM LYVE1+/MHCII^hi^ macrophages were ~17% lower, and LYVE1−/MHCII^lo^ macrophages were ~42% higher (Figure 4—figure supplement 1B). It was recently reported that mouse gender affects macrophage polarization, function, and morphology (Han et al., 2021; Jaillon et al., 2019). The biological significance of the sex-related differences in specific macrophage subgroups in SKM warrants further study.

**Figure 4.**
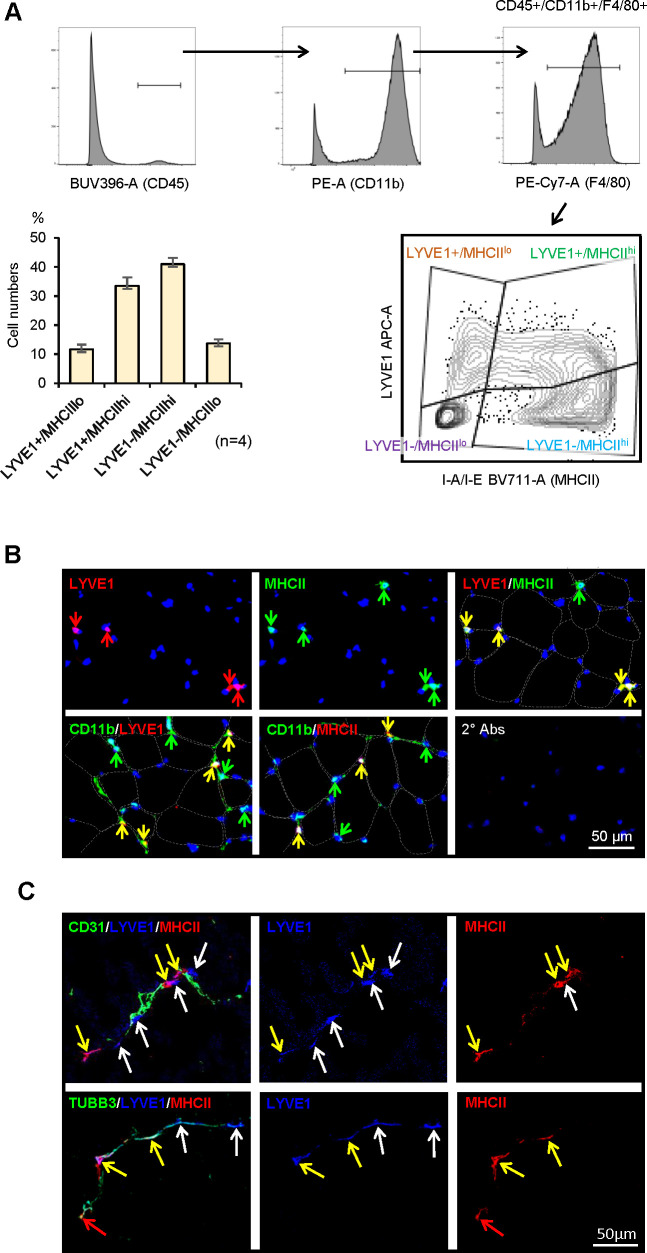
Characterization of macrophage subgroups by flow cytometry and immunofluorescence staining. (**A**) Flow cytometric analysis of the four subgroups in skeletal muscle (SKM). CD45+/CD11b+/F4/80+macrophages (top three panels show gating) were further classified by LYVE1 and MHCII (bottom right). LYVE1+/MHCII^lo^, LYVE1−/MHCII^hi^, and LYVE1−/MHCII^lo^ subgroups formed clear cell clusters, while LYVE1+/MHCII^hi^ spanned LYVE1+/MHCII^lo^ and LYVE1−/MHCII^hi^. Note: the sizes of each subgroup by flow cytometric analysis (bottom left) were similar to those seen with single-cell RNA-seq analysis. Gating was based on FMO (fluorescence minus one) controls for each experiment. (**B**) Immunofluorescence analysis of the presence of LYVE1+/MHCII^hi^ macrophages in mouse SKM. Top, LYVE1+, MHCII+, and LYVE1+/MHCII+ double-positive cells in endomysium and perimysium areas of mouse SKM. Bottom, colocalization of LYVE1 (left) and MHCII (middle) with CD11b, a macrophage marker; secondary antibodies only (right). (**C**) LYVE1+ macrophages LYVE1+/MHCII^lo^ and LYVE1+/MHCII^hi^, colocalizing with CD31+, depicting blood vessels (top). LYVE1+ and LYVE1− macrophages colocalizing with the nerve fiber marker TUBB3+ (bottom).

**Figure 4—figure supplement 1.**
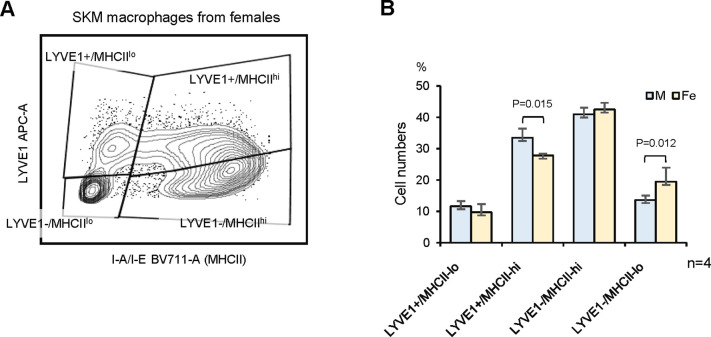
Skeletal muscle (SKM) macrophages from female mice. (**A**) Flow cytometric analysis of the four macrophage subgroups in females and males. (**B**) Quantification of the numbers of each SKM macrophage group in female and male mice.

To validate these macrophage subgroups in intact mouse SKM, we performed immunofluorescence detection analysis (Figure 4B). As anticipated, both LYVE1+ cells (red) and MHCII+ cells (green) were found in intramuscular connective tissues, namely the endomysium and perimysium regions, as visualized with discontinuous lines demarking muscle cell membranes (Figure 4B). Importantly, many LYVE1+ cells were also MHCII+ (LYVE1+/MHCII^hi^) in SKM (Figure 4B, yellow arrows, top), consistent with the flow cytometric and the single-cell transcriptomic analyses. Tyramide signal amplification (TSA) staining of CD11b confirmed that LYVE1+ and MHCII + cells were CD11b+ (Figure 4B, bottom). Thus, immunofluorescence analysis indicated that LYVE1+, MHCII+, and LYVE1+/MHCII^hi^ macrophages were constitutively present in mouse SKM. Further analysis revealed that both LYVE1+/MHCII^lo^ (white arrows) and LYVE1+/MHCII^hi^ (yellow arrows), but not LYVE1−/MHCII^hi^ macrophages, localized near CD31+ blood vessels (Figure 4C, top). However, both LYVE1+ (yellow and white arrows) and LYVE1− (red arrows) macrophages localized near nerve fibers, the latter positive for TUBB3 (Figure 4C).

### Macrophage subgroups show distinct phagocytic capacities

To gain insight into the functional differences among the four subgroups, we assessed their phagocytic capacity, a fundamental function of macrophages, using a flow cytometry-based method that measures the uptake of labeled particles (pHrodo Red *Escherichia coli* Bioparticle assay, Materials and methods). As anticipated, all macrophage subgroups were strongly phagocytic (Figure 5A), with 97.2% of LYVE1+/MHCII^lo^, 98.5% of LYVE1+/MHCII^hi^, 86.4% of LYVE1−/MHCII^hi^, and 49.6% of LYVE1−/MHCII^lo^ macrophages actively phagocytizing *E. coli* particles at 37°C; in control incubations, <17.7% macrophages were active at 4°C (Figure 5A and B, n=3). Significantly, fewer macrophages in the LYVE1−/MHCII^lo^ subgroup were actively phagocytic compared with the other three subgroups (Figure 5B, p<0.01), but those macrophages that were active showed greater phagocytic capacity than the other three subgroups.

**Figure 5.**
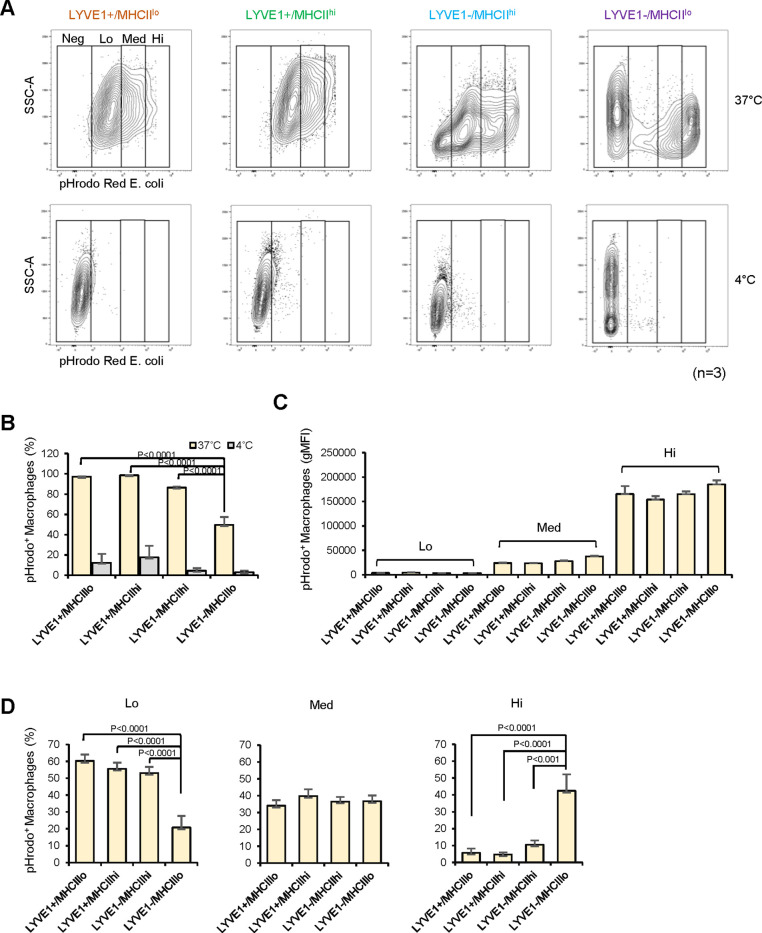
Analysis of the phagocytic capacities of each macrophage subgroup. (**A**) Phagocytic activity was measured for mouse skeletal muscle (SKM) macrophages at 4°C (control, low phagocytosis) and 37°C (active phagocytosis, right boxes). Phagocytic capacity was divided into groups that were negative (Neg; intensity <10^3^), low (Lo; 10^3^–10^4^), medium (Med; 10^4^–10^5^), and high (Hi; >10^5^), depending on signal intensities. Gating was established using fluorescence minus one (FMO) controls for each experiment. (**B**) Quantification of the macrophages showing active phagocytosis (Lo + Med + Hi) in the four subgroups. (**C**) Signal intensities of macrophages in each capacity group (Lo, Med, and Hi). (**D**) Quantification of number of active phagocytic macrophages in each subgroup of the three intensity groups. Data are representative of three independent experiments.

**Figure 5—figure supplement 1.**
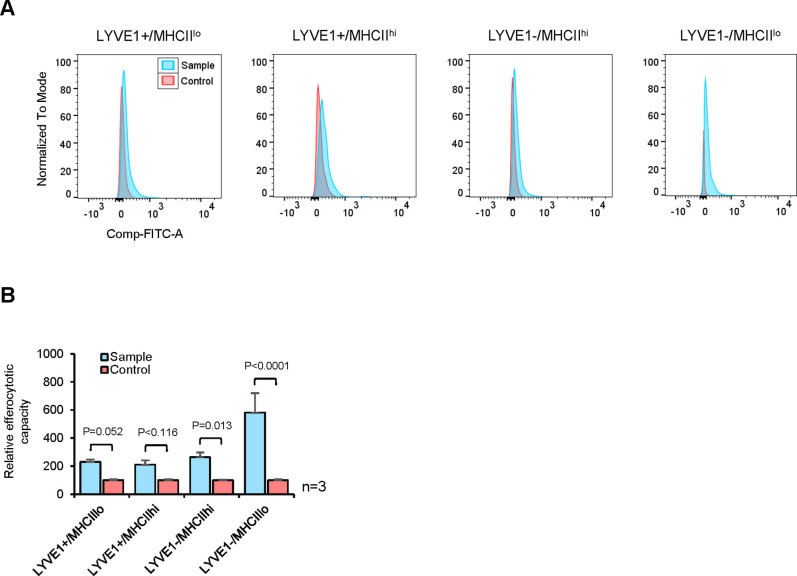
Efferocytotic capacities of four macrophage subgroups. (**A**) Efferocytosis assays to identify macrophages phagocytizing apoptotic cells. (**B**) Quantification of the efferocytosis activity of each macrophage subgroup.

**Figure 5—figure supplement 2.**
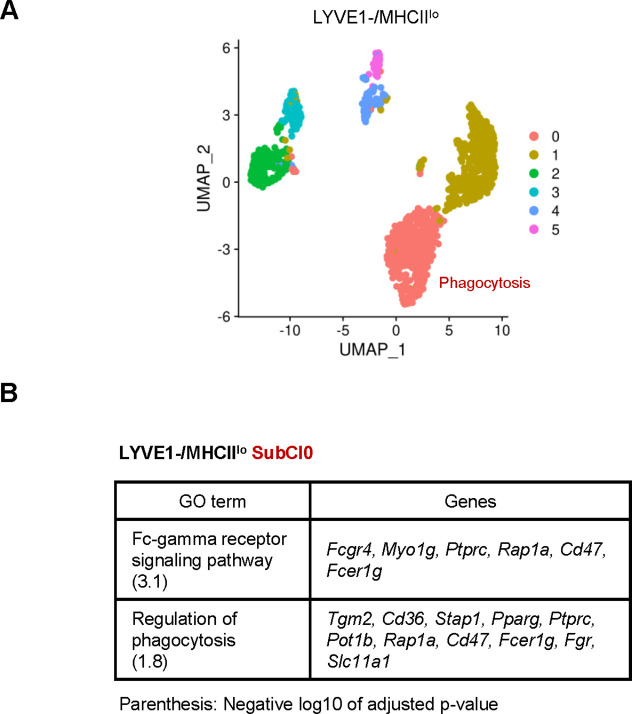
Classification of LYVE1−/MHCII^lo^ subgroup by unsupervised clustering. (**A**) Unsupervised clustering revealed six subclusters (SubCl) in LYVE1−/MHCII^lo^ subgroup. (**B**) Gene ontology (GO) terms and associated genes in SubCl0.

As macrophages showed a range of phagocytic capacities, we divided them into four groups by their geometric mean fluorescence intensity (gMFI): negative (Neg; intensity <10^3^), low (Lo; 10^3^–10^4^), medium (Med; 10^4^–10^5^), and high (Hi;>10^5^; Figure 5A). The phagocytic capacities of the four macrophage subgroups were similar (Figure 5C, n=3), and LYVE1+/MHCII^lo^, LYVE1+/MHCII^hi^, and LYVE1−/MHCII^hi^ subgroups showed similar numbers of active macrophages in each of the low-, medium-, and high-capacity groups (Figure 5D). However, LYVE1−/MHCII^lo^ macrophages showed significantly fewer active macrophages in the Lo group and strikingly more in the Hi capacity group compared to the other three subgroups (Figure 5D). This finding suggested that the LYVE1−/MHCII^lo^ group comprised two macrophage subpopulations with different phagocytic capacity: a silent group and a highly phagocytic group, each with roughly the same number of macrophages (Figure 5A, top). We performed efferocytosis assays to further assess the capacity of the macrophage subgroups in phagocytizing apoptotic cells. All four macrophage subgroups showed lower efferocytosis than phagocytosis, but LYVE1−/MHCII^lo^ macrophages again showed relatively greater capacity (Figure 5—figure supplement 1A, B).

These observations prompted us to further subclassify the LYVE1−/MHCII^lo^ subgroup by unsupervised clustering, which yielded six subclusters (SubCl; Figure 5—figure supplement 2A). 

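Clustering the 1268 LYVE1−/MHCII lo macrophages again, on the values integrated over mice, gave 6 groups at resolutions of 0.2, 0.3 and 0.5. The study instead chose variable genes anew from these cells without integration, so its groups need not be the same. The groups here are numbered by size, and the study's numbers could not be carried over to them. The largest held 430 cells, of which 94.9% were in rebuilt Cl3, and the next 429 cells, 97.0% of them in rebuilt Cl4. A group of 184 cells had 60.9% in rebuilt Cl5, and one of 96 cells 83.3% in rebuilt Cl6. The smallest groups, with 79 and 50 cells, were almost all in rebuilt Cl8.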

GO annotation showed clustering of phagocytosis-related terms only in SubCl0 (Figure 5—figure supplement 2B). 

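Among 31 mRNAs of phagocytosis and Fc receptors, the group that matches rebuilt Cl4 had 17 at least 1.5-fold above the other groups and 9 below (median 1.53-fold). The group that matches rebuilt Cl3 had 1 above and 11 below (median 0.918-fold). In the other 4 groups, the number above lay between 3 and 9 and the number below between 8 and 18. These counts are of single mRNAs and were not tested as an annotation.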

GO annotation suggests that SubCl0 may represent macrophages with higher phagocytic capacity in the LYVE1−/MHCII^lo^ subgroup (Figure 5A, B and D), although further studies are required for clarification.

### Elevated proinflammatory and senescence-related mRNAs in old SKM macrophages

To investigate if there are aging-related changes in SKM macrophages, we further analyzed the genes differentially expressed in macrophages from young and old mouse SKM. The number of live macrophages isolated from SKM was comparable between young and old mice, both in males and females (Figure 6—figure supplement 1A-D, n=5), and the number of differentially abundant mRNAs was rather small, likely reflecting the lower sensitivity of scRNA-seq analysis. Therefore, we used slightly less strict criteria to find differentially expressed mRNAs: those expressed in >10% of total macrophages in young or old, p<0.01, and fold change >1.3. By these criteria, 41 mRNAs were more abundant, and 47 mRNAs were less abundant in macrophages from old SKM (Figure 6A). 

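In macrophages of old mice, 8 of 22 mRNAs of lipid handling and lysosomes were higher, and 8 of 24 M2-like markers were lower. As wholes, neither list passed with an estimated correlation between genes (camera, adjusted p = 0.235 and 0.470). *Gpnmb* rose from 11.5 ± 5.17 CPM in young to 204 ± 116 CPM in old mice (SD, n = 3 mice each), a log2 fold change of 4.13 (standard error 0.45, adjusted p = 0.00656). *Spp1* rose from 49.1 ± 12.6 CPM in young to 587 ± 286 CPM in old mice, a log2 fold change of 3.57 (standard error 0.35, adjusted p = 0.00338). *Dpyd*, an enzyme of pyrimidine breakdown, *Mmp27*, a matrix protease, and *Npy*, a neuropeptide, were among the other leading increases (log2 fold changes 4.26, 3.59 and 3.88). *Plxdc2*, a surface receptor, fell most (−2.61, adjusted p = 3.35e-04), followed by the type I collagens *Col1a1* and *Col1a2* (−2.43, adjusted p = 0.0233 and −1.63, adjusted p = 0.0256). Of the markers of fibro-adipogenic progenitors, 2 of 7 were lower (3 adjusted over the list alone) and none higher. *Bche*, *Kank4* and *Chl1* led the increases by fold but were rare, for *Bche* 0.0488 ± 0.0845 CPM in young and 1.55 ± 0.104 CPM in old mice, and fell below the count filter without the cells of rebuilt Cl10. In all, 122 mRNAs were higher and 98 lower of 12622 tested, and the 3 old mice lay on one side of the 3 young mice in 23.5% of tested mRNAs, where chance gives 10%. Of the mRNAs that the study lists, 41 of 41 higher and 47 of 47 lower had the same direction here. That was largely fixed in advance, since the study chose them by their fold on the same cells. Of these, 11 and 17 passed this test, which takes mice and not cells as replicates. With 1 mouse left out, the numbers of all called mRNAs ranged from 13 to 250 higher and from 2 to 220 lower. With the collection week as a term they were 78 and 42.

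**Figure D1:**
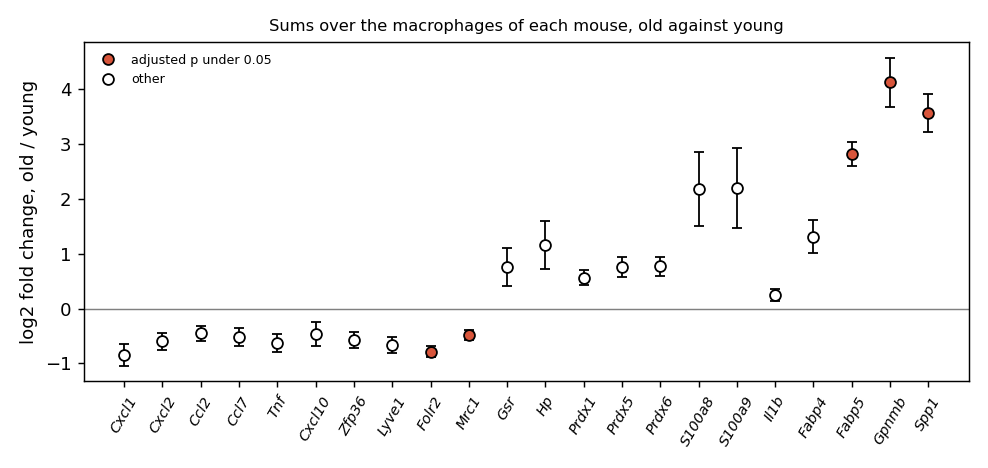
Log2 fold changes of mRNAs that the study names, with standard errors, from edgeR on sums per mouse (n = 3 mice per age). Filled points have an adjusted p under 0.05. Gsr, Hp and Il1b fall below 0 with the collection week as a term.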

GO annotation suggested that mRNAs encoding proteins involved in chemotaxis of granulocytes (e.g. *Cxcl1* and *Cxcl2* mRNAs; Girbl et al., 2018) and monocytes (e.g. *Ccl2* and *Ccl7* mRNAs; Deshmane et al., 2009), and the cellular response to IFN-γ (e.g. *Tnf*, *Cxcl10*, and *Zfp36* mRNAs) were less abundant in old SKM macrophages (Figure 6B and C). 

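Most chemokine mRNAs that the study names had lower means in old macrophages but did not pass the test over mice. The granulocyte attractants *Cxcl1* and *Cxcl2* had log2 fold changes of −0.84 (adjusted p = 0.0744) and −0.60 (adjusted p = 0.0868), and the monocyte attractants *Ccl2* and *Ccl7* of −0.45 (adjusted p = 0.146) and −0.52 (adjusted p = 0.149). *Tnf*, an inflammatory cytokine, had −0.62 (adjusted p = 0.0938), *Cxcl10*, a chemokine induced by interferon, −0.47 (adjusted p = 0.303), and *Zfp36*, which degrades cytokine mRNAs, −0.57 (adjusted p = 0.0874). Of the fixed lists, 1 of 24 chemokines was higher and 0 lower (3 and 6 adjusted over the list alone), and the chemokine that rose was *Cxcl9*, which interferon induces, with a log2 fold change of 2.31 (standard error 0.29, adjusted p = 0.0108). For the interferon response, 1 of 22 was higher and 0 lower, again *Cxcl9*, which is on both lists. As whole lists, neither passed with an estimated correlation between genes (camera, adjusted p = 0.852 and 0.781). The study chose 8 of the chemokines on these mice, so the counts are not independent evidence. *Zfp36* and other immediate early mRNAs, which dissociation can raise, had means in the same direction, with 3 of 23 lower when adjusted over the list alone and none over all genes.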

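Several M2-like markers were lower in macrophages of old mice. *Folr2* fell from 545 ± 16.2 CPM in young to 316 ± 41.5 CPM in old mice (SD, n = 3 mice each), a log2 fold change of −0.78 (standard error 0.10, adjusted p = 0.0134). *Mrc1* fell by a log2 fold change of 0.48 (adjusted p = 0.0436), *Timd4* by 0.69 and *Retnla*, a secreted protein of M2 macrophages, by 0.72 (adjusted p = 0.00885). *Lyve1* had a lower mean, −0.67 (adjusted p = 0.0689), and did not pass the test. With the collection week as a term, *Folr2*, *Mrc1* and *Retnla* stayed negative. The calls of *Folr2* and *Mrc1* were lost in that fit and that of *Retnla* held, so the first are not told apart from an effect of collection week. Of the fixed list, 0 of 24 M2-like markers were higher and 8 lower (1 and 12 adjusted over the list alone), of which the study had chosen 11 on these mice. The list as a whole was lower with a preset correlation of 0.01 (camera, adjusted p = 2.49e-11), and this call was lost with an estimated correlation (adjusted p = 0.470). Within rebuilt Cl0 alone, 3 of 23 were lower and 1 higher (10 and 1 adjusted over the list alone). The sizes of the other clusters do not enter these sums directly. Such an influence is not excluded, since *Lyve1* and its companions took part in the clustering. Leading mRNAs of other clusters, such as *S100a8*, were also found in these cells.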

Some mRNAs encoding M2-like markers (e.g. *Lyve1*, *Folr2*, and *Mrc1* mRNAs) were also significantly lower in old SKM macrophages (Figure 6A and C). By contrast, mRNAs encoding proteins related to cellular detoxification (e.g. *Gsr*, *Hp*, *Prdx1*, *Prdx5*, and *Prdx6* mRNAs), inflammation (e.g. *S100a8*, *S100a9*, *Fabp4*, and *Il1b* mRNAs), senescence (*Gpnmb* and *Spp1* mRNAs), and long-chain fatty acid transporters (*Fabp4* and *Fabp5* mRNAs; Wang et al., 2018; Babaev et al., 2011; Furuhashi et al., 2007; Pazolli et al., 2009; Suda et al., 2021; Suda et al., 2022) were elevated in old SKM macrophages (Figure 6B and C; full list in Supplementary file 4).

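Of the functional lists, lipid handling and senescence had the most members higher in old macrophages when adjusted over all genes. *Fabp5* had a log2 fold change of 2.82 (standard error 0.23, adjusted p = 0.00197), and *Syngr1*, a vesicle protein, one of 3.15 (adjusted p = 0.00148). *Trem2* and *Mmp12*, a macrophage elastase, had 1.04 (adjusted p = 0.0481) and 1.47 (adjusted p = 0.0333). By list, 8 of 22 mRNAs of lipid handling and lysosomes were higher and 0 lower (16 and 0 adjusted over the list alone) and 5 of 20 mRNAs of senescence and ageing were higher and 0 lower (5 and 1 adjusted over the list alone). Both lists hold mRNAs that the study chose on these mice, 9 and 3. They share *Gpnmb*, *Spp1*, *Ctsd* and *Trem2*, so their counts overlap. As whole lists they passed with a preset correlation of 0.01 (camera, adjusted p = 1.09e-28 and 0.00204), and both calls were lost with an estimated one (adjusted p = 0.235 and 0.470).
The detoxification mRNAs that the study names had higher means and did not pass, *Gsr* with 0.76 (adjusted p = 0.287), *Hp* 1.16 (adjusted p = 0.211), *Prdx1* 0.57 (adjusted p = 0.0887), *Prdx5* 0.76 (adjusted p = 0.0742) and *Prdx6* 0.77 (adjusted p = 0.0605), and with the collection week as a term *Gsr* and *Hp* turned negative. Of that list, 2 of 27 mRNAs were higher and 1 lower (7 and 2 adjusted over the list alone), with *Mgst1*, a glutathione transferase, at 1.21 (adjusted p = 0.0409). Its call as a list (adjusted p = 0.00118 with the preset correlation) was lost as well (adjusted p = 0.470 with an estimated correlation). Among the inflammation mRNAs, *S100a8* had 2.18 (adjusted p = 0.143), *S100a9* 2.20 (adjusted p = 0.165), *Fabp4* 1.32 (adjusted p = 0.0626) and *Il1b* 0.25 (adjusted p = 0.293), the last turning negative with the week term. Neutrophil markers had higher means too, with 0 of 12 higher over all genes and 9 when adjusted over the list alone.
Of the other lists of functions, 2 of 22 mRNAs of vasculature and wound healing and 3 of 14 endocytosis receptors were lower and none higher (3 and 5 lower and 1 higher in each when adjusted over the list alone). Of 94 ribosomal protein mRNAs, 1 was higher, *Rpl22l1* (34 higher and 1 lower over the list alone), and 1 of 13 mRNAs encoded in mitochondria, *mt-Nd3*, was lower. No mRNA passed edgeR's test over all genes among 16 inflammatory cytokines and alarmins, 18 mRNAs of NF-kB signalling, 13 of MHC class I, 9 of MHC class II, 31 of phagocytosis and Fc receptors and 17 of the cell cycle, whereas 2247 of all tested mRNAs had an unadjusted p under 0.05 and DESeq2 called 604 of all. Adjusted over the list alone, 5 inflammatory cytokines or alarmins were higher and 1 lower, 1 MHC class II mRNA was lower and 1 mRNA of phagocytosis higher. Markers of other cell types did not pass over all genes either, apart from the fibro-adipogenic progenitors above and 1 of 8 markers of resident macrophages, which was lower. Over the list alone, 2 of 8 markers of classical monocytes, 3 of 4 of B cells and 1 of 2 of Schwann cells were higher, and 1 of 1 of satellite cells and 1 of 3 of mural cells were lower. None was for 2 of eosinophils, 11 of nonclassical monocytes, 10 of conventional dendritic cells, 2 of NK cells, 2 of T cells, 1 of mast cells or basophils, 9 of endothelial cells, 5 of myofibres, 2 of erythroid cells and 1 of platelets.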

**Figure 6.**
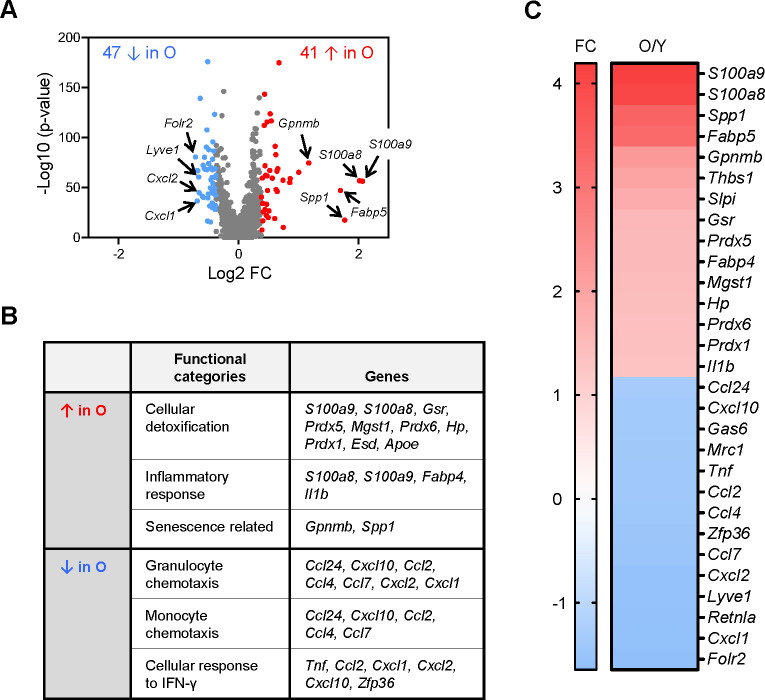
Analysis of gene expression programs in skeletal muscle (SKM) macrophages from young and old mice before clustering. (**A**) In single-cell RNA-sequencing (scRNA-seq) analysis, a total of 88 mRNAs were differentially expressed between old and young SKM. Arrows indicate featured mRNAs upregulated (red) or downregulated (blue) in old SKM macrophages. (**B**) Gene ontology (GO) annotation depicting the functional categories that were upregulated and downregulated in the old SKM macrophages relative to young SKM macrophages. (**C**) Fold changes in the abundance of select mRNAs (O/Y), as determined from the scRNA-seq analysis.

**Figure 6—figure supplement 1.**
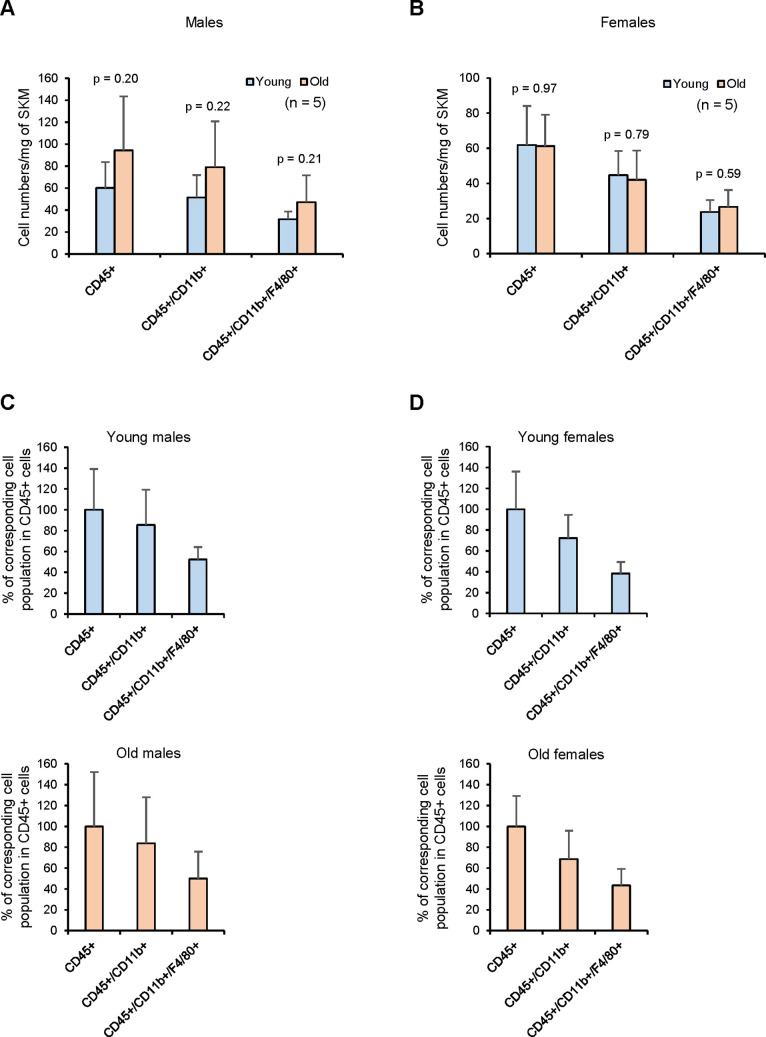
Number of CD45+, CD45+/CD11b+, and CD45+/CD11b+/F4/80+ cells obtained from young and old males and females. (**A**) Number of corresponding cells from skeletal muscle (SKM) tissues. Male mice tend to have more CD45+, CD45+/CD11b+, and CD45+/CD11b+/F4/80+ cells compared to females (not statistically significant). (**B**) Females show very similar numbers between young and old. (**C**) % of corresponding cell populations in CD45+ cells in young and old males. (**D**) % of corresponding cell populations in CD45+ cells in young and old females.

We next analyzed the relative abundance of macrophage subgroups as a function of age. scRNA-seq indicated that LYVE1+ macrophages decreased, while LYVE1− macrophages increased in old SKM (Figure 7A). 

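LYVE1+ cells made up 53.7% ± 4.25 in young and 39.7% ± 2.18 in old mice (SD, n = 3 mice each). Each young mouse, at 48.8% to 56.6%, lay above each old mouse, at 37.2% to 41.0% (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Between the 2 mice of week 3, the share was 7.88 percentage points lower in the old mouse. The LYVE1+/MHCII lo subgroup made up 14.7% ± 2.55 in young and 5.71% ± 1.53 in old mice (exact permutation test, p = 0.1, 4.44 points lower in week 3), and LYVE1+/MHCII hi 39.1% ± 1.75 in young and 34.0% ± 1.25 in old mice (p = 0.1 by the same exact test, 3.44 points lower in week 3). LYVE1−/MHCII hi cells made up 34.8% ± 0.866 in young and 43.6% ± 3.87 in old mice (p = 0.1 by the exact test, 11.0 points higher in week 3). For LYVE1−/MHCII lo, at 11.4% ± 4.07 in young and 16.7% ± 6.04 in old mice, the ages overlapped (exact permutation test, p = 0.3) and the old mouse of week 3 lay 3.13 points below the young one. Without rebuilt Cl3, Cl4 and Cl8, the differences turned in LYVE1+/MHCII hi, with 44.6% ± 1.38 in young and 44.9% ± 4.06 in old mice (exact permutation test, p = 1), and in LYVE1−/MHCII lo, with 4.14% ± 1.03 in young and 3.37% ± 0.712 in old mice (exact permutation test, p = 0.4). In cells thinned to 1 depth the ages met in LYVE1+/MHCII hi, with 34.0% ± 2.28 in young and 29.2% ± 2.27 in old mice (exact permutation test, p = 0.2), and without the *Itgam* and *Adgre1* requirement they overlapped in LYVE1−/MHCII hi, with 37.9% ± 1.01 in young and 42.4% ± 5.32 in old mice (exact permutation test, p = 0.4).

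**Figure D2:**
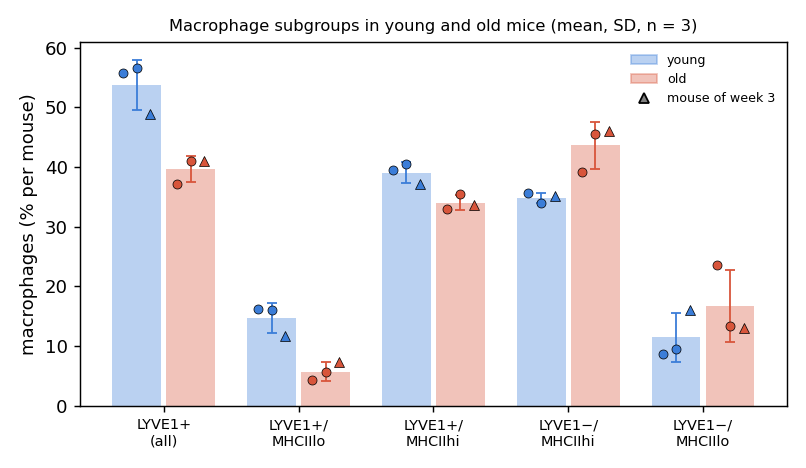
Shares of macrophages per mouse by LYVE1 and MHCII class, with means and SD (n = 3 mice per age). Triangles are the mice of week 3.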

Flow cytometric analysis confirmed this trend, as LYVE1+ macrophages decreased and LYVE1− macrophages increased in old SKM (Figure 7B —supporting Figure 1A and B, n=4). Thus, both scRNA-seq and flow cytometric analysis confirmed the changes in numbers of LYVE1+ and LYVE1− macrophages in old SKM, consistent with the changes in *Lyve1*, *Folr2*, and *Mrc1* mRNAs during aging (Figures 6A, C, 7A and B). All four macrophage subgroups displayed differentially expressed mRNAs. 

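The number of mRNAs that differed between the ages was highest in LYVE1−/MHCII hi macrophages, 205 higher and 206 lower of 10701 tested. It was 125 and 26 of 7897 in LYVE1+/MHCII lo, 75 and 43 of 11618 in LYVE1+/MHCII hi, and 9 and 17 of 7935 in LYVE1−/MHCII lo macrophages (edgeR's quasi-likelihood test on 6 sums per subgroup). The number in LYVE1−/MHCII hi fell to 82 without young mouse 1, 124 without young mouse 2 and 173 without old mouse 1, and was the highest of the 4 subgroups whichever mouse was left out. Without young mouse 1, 2 or 3 and old mouse 1, 2 or 3, in this order, it was 75, 116, 183, 72, 135 and 172 in LYVE1+/MHCII lo, 42, 34, 227, 80, 73 and 114 in LYVE1+/MHCII hi and 0, 0, 260, 6, 0 and 17 in LYVE1−/MHCII lo (for the 3 counts of 0, 631, 663 and 522 mRNAs had an unadjusted p under 0.05 in edgeR, and DESeq2 called 139 on all mice). With the collection week as a term, it was 637 in LYVE1−/MHCII hi, 10 in LYVE1+/MHCII lo, 68 in LYVE1+/MHCII hi and 33 in LYVE1−/MHCII lo. The ages did not overlap in 24.6% of the mRNAs tested in LYVE1−/MHCII hi, 18.2% in LYVE1+/MHCII lo, 19.9% in LYVE1+/MHCII hi and 15.4% in LYVE1−/MHCII lo, where chance gives 10%. In LYVE1−/MHCII hi cells, 14 of 22 mRNAs of lipid handling and lysosomes were higher and 0 lower (20 and 0 adjusted over the list alone), and 5 of 18 of senescence and ageing were higher and 0 lower (the same adjusted over the list alone). This subgroup held 299 of the 422 cells of rebuilt Cl6, where these mRNAs are high, and rebuilt Cl6 made up 0.996% ± 0.421 in young and 7.23% ± 3.57 in old mice. Of the markers of other cells, 2 of 11 (9 adjusted over the list alone) neutrophil, 1 of 8 (2 adjusted over the list alone) classical monocyte and 2 of 3 (3 adjusted over the list alone) B cell markers were higher there. In LYVE1+/MHCII lo cells, 8 of 26 antioxidant mRNAs were higher and 0 lower (8 and 1 adjusted over the list alone) and 6 of 14 inflammatory cytokines and alarmins were higher and 0 lower (the same adjusted over the list alone), and markers of other cells moved with them, 7 of 9 neutrophil and 6 of 8 classical monocyte markers. In LYVE1+/MHCII hi cells 5 of 22 mRNAs of lipid handling and lysosomes were higher and 0 lower (8 and 0 adjusted over the list alone), with 0 of 11 (5 adjusted over the list alone) neutrophil and 0 of 8 (3 adjusted over the list alone) classical monocyte markers higher. For LYVE1−/MHCII lo cells, 1 of 18 (8 adjusted over the list alone) chemokines, 1 of 14 (2 adjusted over the list alone) inflammatory cytokines and alarmins and 1 of 31 (1 adjusted over the list alone) mRNAs of phagocytosis were lower, and 1 of 21 mRNAs of vasculature and wound healing, 2 of 8 (3 adjusted over the list alone) classical monocyte and 0 of 11 (7 adjusted over the list alone) neutrophil markers were higher. Adjusted over the list alone, 3 of 14 inflammatory cytokines and alarmins and 11 of 22 mRNAs of lipid handling and lysosomes were higher as well, and 13 of 18 of NF-kB signalling lower. The make-up of this subgroup differed between the ages. Its group that matches rebuilt Cl5, where NF-kB mRNAs are high, made up 30.1% ± 17.5 in young and 5.77% ± 2.51 in old mice (two-sided exact permutation test, p = 0.1). In young mouse 3 it made up 11.0%. The group that matches rebuilt Cl6 made up 3.01% ± 2.06 and 10.4% ± 5.59 (exact p = 0.2). Whether the counts come from these shares was not tested.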

The top 15 elevated and top 10 reduced mRNAs in each subgroup were shown (Figure 7—figure supplement 1C). *S100a9* mRNA, encoding a proinflammatory marker, was upregulated in all four subgroups, the senescence-related *Gpnmb* and *Spp1* mRNAs and the fatty acid transporter *Fabp5* mRNA were elevated in two MHCII^hi^ subgroups, LYVE1+/MHCII^hi^ and LYVE1−/MHCII^hi^, while *Apoe* and *Fabp4* mRNAs were only abundant in LYVE1−/MHCII^hi^ macrophages, and *Il1b* mRNA was elevated only in LYVE1−/MHCII^lo^ macrophages in old SKM (Figure 7—figure supplement 1C).

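The log2 fold change of *S100a9* between the ages was 3.17 (adjusted p = 0.00365) in LYVE1+/MHCII lo, 1.17 (adjusted p = 0.515) in LYVE1+/MHCII hi, 2.80 (adjusted p = 0.0360) in LYVE1−/MHCII hi and 1.89 (adjusted p = 0.355) in LYVE1−/MHCII lo macrophages. *S100a8* passed the test in the same subgroups as *S100a9*, with 2.79 (adjusted p = 0.00788) and 2.60 (adjusted p = 0.0455). For both mRNAs the value in LYVE1+/MHCII hi cells turned negative with the collection week as a term. *Gpnmb* was higher in 3 subgroups, 4.90 (adjusted p = 6.96e-05) in LYVE1+/MHCII lo, 4.21 (adjusted p = 1.41e-04) in LYVE1+/MHCII hi, 4.75 (adjusted p = 0.00161) in LYVE1−/MHCII hi and 2.25 (adjusted p = 0.287) in LYVE1−/MHCII lo macrophages. *Fabp5* had 3.11 (adjusted p = 1.32e-06) in LYVE1+/MHCII lo, 2.02 (adjusted p = 7.13e-05) in LYVE1+/MHCII hi, 3.00 (adjusted p = 1.27e-04) in LYVE1−/MHCII hi and 1.83 (adjusted p = 0.192) in LYVE1−/MHCII lo macrophages. For *Spp1* the values were 1.78 (adjusted p = 0.1) in LYVE1+/MHCII lo, 2.61 (adjusted p = 8.88e-06) in LYVE1+/MHCII hi, 3.96 (adjusted p = 0.00161) in LYVE1−/MHCII hi and 2.39 (adjusted p = 0.175) in LYVE1−/MHCII lo macrophages. *Apoe*, a lipid carrier, passed in LYVE1−/MHCII hi cells, 1.60 (adjusted p = 0.00271), and had 1.02 (adjusted p = 0.120) in LYVE1−/MHCII lo cells. *Fabp4* passed in LYVE1+/MHCII hi, 1.45 (adjusted p = 0.00685), and LYVE1−/MHCII hi cells, 2.50 (adjusted p = 6.78e-05). *Il1b* had 1.52 (adjusted p = 0.00290) in LYVE1+/MHCII lo, 0.13 (adjusted p = 0.529) in LYVE1+/MHCII hi, −0.13 (adjusted p = 0.58) in LYVE1−/MHCII hi and 0.55 (adjusted p = 0.142) in LYVE1−/MHCII lo macrophages.
Whether an effect of age differs between subgroups was tested by its interaction with the subgroup (edgeR's quasi-likelihood F-test on 24 sums, mouse as a block). It passed for 437 of 10373 mRNAs, among them *Apoe* (adjusted p = 0.00182), *Il1b* (adjusted p = 0.00375) and *Fabp4* (adjusted p = 0.0326), and not for *Gpnmb* (adjusted p = 0.0508), *S100a9* (adjusted p = 0.807), *S100a8* (adjusted p = 0.878), *Spp1* (adjusted p = 0.260) or *Fabp5* (adjusted p = 0.188). For *S100a9*, *Gpnmb*, *Spp1* and *Fabp5*, a pass in some subgroups and not in others is therefore not shown to be a difference between them. Among the fixed lists, 10 of 23 chemokines, 8 of 22 mRNAs of lipid handling and lysosomes and 9 of 31 mRNAs of phagocytosis were among these, as were 7 of 9 MHC class II mRNAs, which are tied to *H2-Ab1*. The number of mRNAs with a passing interaction was 106, 219, 524, 224, 228 and 262 without young mouse 1, 2 or 3 and old mouse 1, 2 or 3, in this order, 667 with DESeq2, 1101 with no low-count filter and 80 without the mouse as a block.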

**Figure 7.**
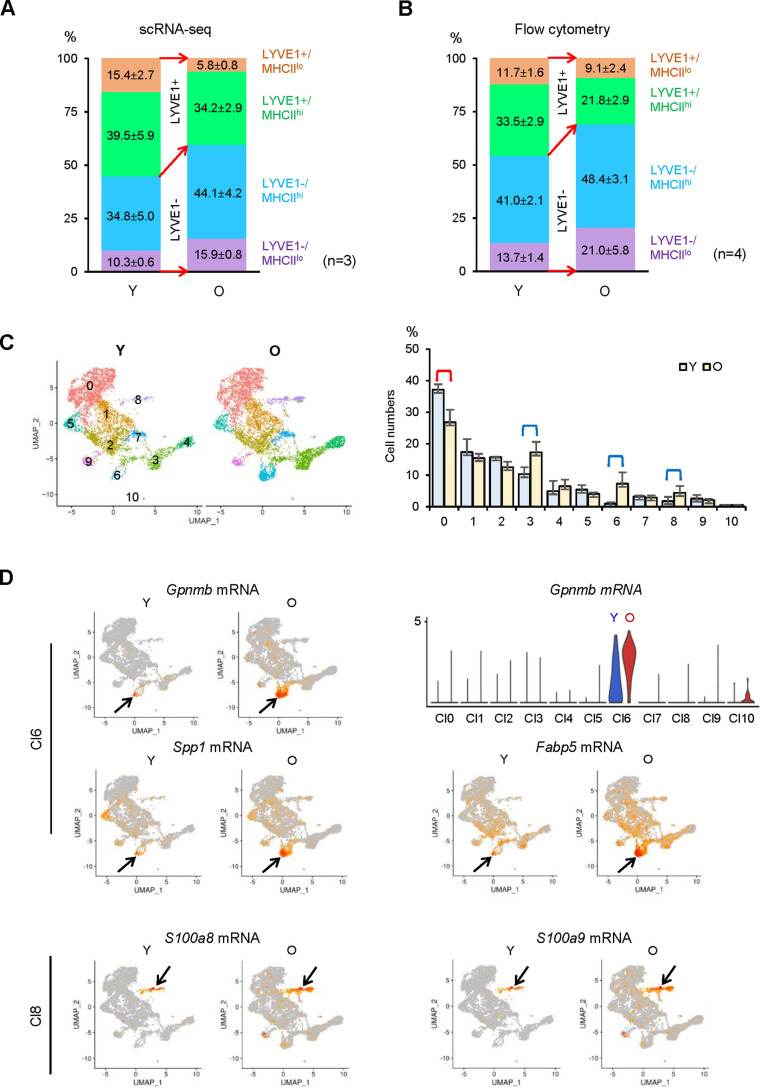
Identification of changes in macrophage subpopulations in old (**O**) relative to young (**Y**) skeletal muscle (SKM). (**A**) Single-cell RNA-sequencing (scRNA-seq) analysis showing altered numbers of LYVE1+ and LYVE1− macrophages in old SKM. (**B**) Flow cytometric analysis showing comparable changes with scRNA-seq in old SKM. (**C**) Changes in macrophage numbers in unsupervised Cl0, 3, 6, and 8. (**D**) Top, UMAP plots showing *Gpnmb*, *Spp1* and *Fabp5* mRNAs in old (O) and young (Y) SKM (arrow, Cl6); violin plot representing *Gpnmb* mRNA (number of macrophages and expression levels) in the different clusters. Bottom, *S100a8* and *S100a9* mRNAs in O and Y SKM (arrow, Cl8).

**Figure 7—figure supplement 1.**
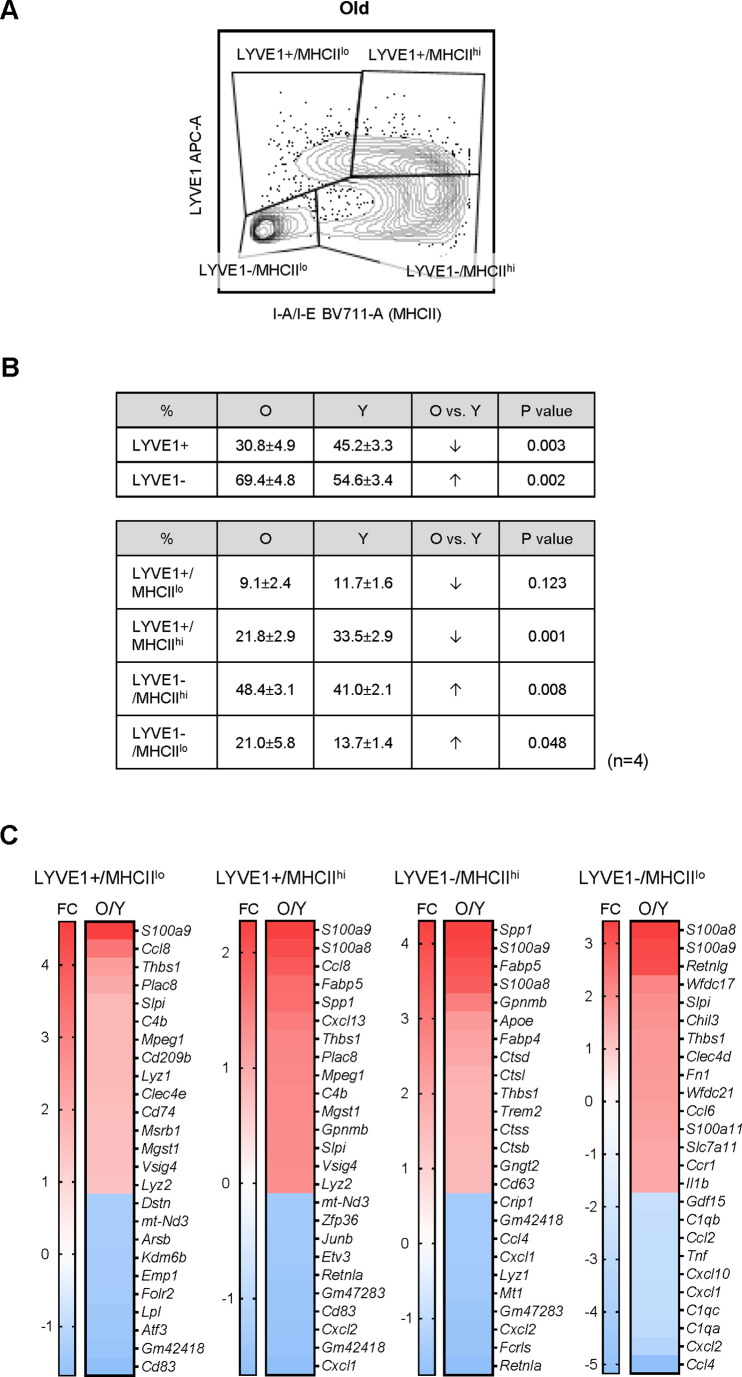
Changes in genes expressed by macrophages from old skeletal muscle (SKM). (**A**) Flow cytometric analysis of macrophages from old SKM showing four subgroups, as in the young (Figure 4A). Gating was based on fluorescence minus one (FMO) controls for each experiment. (**B**) Top, % of LYVE1+ and LYVE1− macrophages in old and young SKM. Bottom, % of each of the four macrophage groups in old and young SKM. (**C**) Select mRNAs differentially expressed in young and old SKM macrophage subgroups.

**Figure 7—figure supplement 2.**
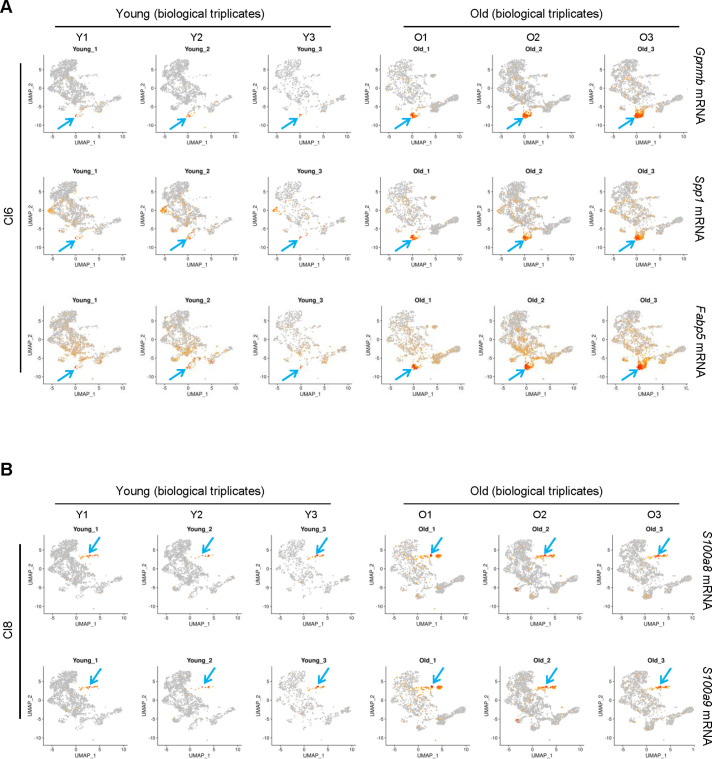
Biological replicates of expression patterns in young and old skeletal muscle (SKM) macrophages. (**A**) Biological replicates of expression patterns of select Cl6 genes. (**B**) Biological replicates of expression patterns of select Cl8 genes.

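Rebuilt Cl0 made up 37.2% ± 1.62 in young and 26.9% ± 4.02 in old mice (SD, n = 3 mice each), with no overlap between the ages (two-sided exact permutation test, p = 0.1, as low as this design goes), and was 6.41 percentage points lower in the old mouse of week 3. Rebuilt Cl3 made up 10.4% ± 2.18 in young and 17.3% ± 3.40 in old mice (exact permutation test, p = 0.1, 1.14 points higher in week 3) and rebuilt Cl6 0.996% ± 0.421 in young and 7.23% ± 3.57 in old mice (exact permutation test, p = 0.1, 10.3 points higher in week 3). Rebuilt Cl8 made up 1.80% ± 1.32 in young and 4.35% ± 2.21 in old mice, and here the ages overlapped (exact permutation test, p = 0.2) and the old mouse of week 3 was 0.714 points below the young one. Genes that change with age can move cells between clusters. With 280 such genes left out of the clustering, the shares were 43.8% ± 2.86 in young and 32.8% ± 3.65 in old mice for rebuilt Cl0, 8.85% ± 2.52 in young and 15.5% ± 3.57 in old mice for rebuilt Cl3, 1.29% ± 0.357 in young and 6.90% ± 3.18 in old mice for rebuilt Cl6 (exact permutation test, p = 0.1 for each) and 1.10% ± 0.823 in young and 3.14% ± 1.84 in old mice for rebuilt Cl8 (exact permutation test, p = 0.2). Of the other clusters, rebuilt Cl2 made up 16.1% ± 0.330 in young and 12.7% ± 1.85 in old mice (exact permutation test, p = 0.1), or 17.8% ± 0.878 in young and 15.6% ± 1.73 in old mice without these genes, where the ages overlapped (exact permutation test, p = 0.2), and the exact p for rebuilt Cl1, Cl4, Cl5, Cl7, Cl9 and Cl10 lay between 0.2 and 0.6. Without integration of the mice, the ages overlapped for rebuilt Cl3, 4.68% ± 2.70 in young and 10.6% ± 3.53 in old mice (exact permutation test, p = 0.2), and not for rebuilt Cl0 and Cl6.

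**Figure D3:**
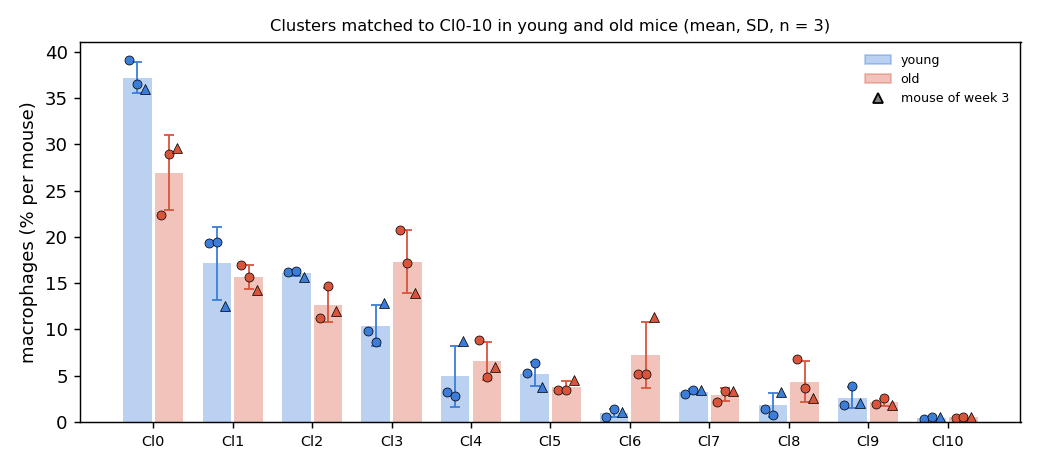
Shares of macrophages per mouse in each rebuilt cluster, with means and SD (n = 3 mice per age). Triangles are the mice of week 3.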

In unsupervised clustering, Cl0 macrophages, mostly *Lyve1+/Folr2+/Mrc1+*, were less abundant in old SKM, while macrophages in Cl3, 6, and 8 increased in old SKM (Figure 7C). *Gpnmb*, *Spp1*, and *Fabp5* mRNAs were largely concentrated in Cl6, a cluster that was strikingly enriched in old SKM (Figure 7D), and *S100a9* and *S100a8* mRNAs were elevated mainly in Cl8 in old SKM (Figure 7D). 

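Of all *Gpnmb* UMIs in macrophages, 71.6% ± 5.72 in young and 86.8% ± 2.29 in old mice (SD, n = 3 mice each) came from rebuilt Cl6. For *Spp1* these shares were 29.5% ± 5.80 and 85.7% ± 6.82, and for *Fabp5* 23.2% ± 3.75 and 74.7% ± 6.35. Rebuilt Cl8 gave 89.2% ± 6.32 in young and 67.6% ± 12.6 in old mice of *S100a8* UMIs and 91.2% ± 4.75 and 70.1% ± 12.8 of *S100a9* UMIs, so that a smaller part came from this cluster in old mice. In each of the 5 cases the ages did not overlap (two-sided exact permutation test, p = 0.1, the lowest that 3 mice against 3 give). The mice of week 3, young then old, had 70.0% and 88.8% for *Gpnmb* in rebuilt Cl6 and 96.0% and 81.6% for *S100a8* in rebuilt Cl8.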

Biological replicates of the expression patterns of these genes in young and old SKM (Cl6 and Cl8) are shown (Figure 7—figure supplement 2A,B, respectively).

Overall, gene expression changes suggest that mRNAs related to chemotaxis and responses to pathogens were reduced, but mRNAs encoding proinflammatory, senescence, and cellular detoxification were elevated in macrophages from old SKM. In old SKM macrophages, senescence-related mRNAs were enriched in Cl6 and proinflammatory mRNAs in Cl8.

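In old mice, *Gpnmb* was at 1872 ± 225 CPM in rebuilt Cl6 (SD, n = 3 mice), 13.3 ± 11.6 CPM in rebuilt Cl0 and 10.2 ± 7.98 CPM in rebuilt Cl8. *Spp1* was at 5503 ± 1170 CPM in rebuilt Cl6 and 51.1 ± 9.21 CPM in rebuilt Cl0. For *S100a9*, rebuilt Cl8 had 19320 ± 6190 CPM, rebuilt Cl9 3271 ± 5340 CPM, rebuilt Cl10 393 ± 546 CPM (2 mice), rebuilt Cl7 275 ± 299 CPM, rebuilt Cl1 242 ± 224 CPM, rebuilt Cl3 186 ± 209 CPM, rebuilt Cl0 116 ± 157 CPM and rebuilt Cl6 79.7 ± 36.9 CPM. The SD exceeds the mean in rebuilt Cl0, Cl3, Cl7, Cl9 and Cl10.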

## Discussion

Heterogeneity and functional versatility are critical characteristics of macrophages. Derived from embryonic and/or adult hematopoietic system (Cox et al., 2021), macrophages adapt their gene expression profiles to the tissues in which they reside and play diverse functions by polarizing to different subgroups. In this study, we identified functional subgroups of mouse SKM macrophages by single-cell transcriptomic analysis. Using unbiased clustering, we found 11 clusters, each comprising macrophages associated with reparative, proinflammatory, phagocytic, proliferative, and lipid homeostasis and senescence/aging functions, revealing the striking heterogeneity of SKM macrophages. An alternative classification based on membrane markers further revealed populations that expressed or lacked LYVE1 on their plasma membrane and could be further divided into four subgroups by the levels of cell-surface MHCII proteins. These four subgroups included the well-known M2-like and M1-like macrophages and two additional new subgroups that were confirmed by flow cytometry and immunohistology. Thus, our study has characterized diverse subpopulations of macrophages in resting mouse SKM.

A recent study comprehensively evaluated mouse SKM (Wang et al., 2020) and identified five clusters that largely overlapped with our findings. For example, the ‘CD209,’ ‘CCR2,’ and ‘proliferating’ clusters were very similar to our Cl0, Cl2, and Cl9, respectively (Figure 1 and Table 1). Moreover, the expression of M2-like markers (e.g. *Lyve1*, *Mrc1*, *Folr2*, *and Cd163* mRNAs) suggested that the macrophages in ‘unspecified cluster 0’ are equivalent to our Cl1 macrophages, which also expressed many M2-like genes, although at lower levels than our Cl0. Excluding Cl0 from the comparison allowed us to identify M2-like features of the Cl1 (Table 1, Supplementary file 1). Furthermore, by analyzing both young and old SKM, we identified important new differences in macrophage clusters, including those associated with senescence and inflammation (Cl6 and Cl8, respectively). Gene expression patterns suggested that clusters ‘CD209’ and ‘CCR2’ resembled our LYVE1+/MHCII^lo^ and LYVE1−/MHCII^hi^ subgroups (Figures 3 and 4; Wang et al., 2020).

Among the supervised four subgroups, the new LYVE1+/MHCII^hi^ subgroup showed both M1- and M2-like gene expression patterns and functional capabilities (Figure 3C and Figure 4A). We hypothesize that this subgroup may have distinct functions or may have the potential to shift to M2-like LYVE1+/MHCII^lo^ or M1-like LYVE1−/MHCII^hi^ subgroups depending on surrounding conditions. The gene expression heat map showed that LYVE1+/MHCII^hi^ macrophages express features of both LYVE1+/MHCII^lo^ and LYVE1−/MHCII^hi^, but these patterns are not prominent (Figure 3B). In flow cytometric analysis, LYVE1+/MHCII^hi^ macrophages spanned two distinct cell clusters, LYVE1+/MHCII^lo^ and LYVE1−/MHCII^hi^ (Figure 4A), possibly suggesting that LYVE1+/MHCII^hi^ macrophages represent an intermediate stage, even if they stand alone as an independent population (Figure 4B). The function of LYVE1+/MHCII^hi^ macrophages relative to LYVE1+/MHCII^lo^ and LYVE1^lo^/MHCII^hi^ macrophages requires further study.

By contrast, the new LYVE1−/MHCII^lo^ subpopulation, which clearly separated from the other three subgroups by flow cytometric analysis (Figure 4A), was predicted to have a more distinct ‘killing’ capacity and may be directly implicated in innate immunity. In phagocytosis assays, the LYVE1−/MHCII^lo^ subgroup showed fewer active macrophages (Figure 5A and B), but those that were active had strikingly greater phagocytic capacity compared to the other three subgroups (Figure 5D). Unbiased further clustering suggested that this specific subgroup consists of strong (SubCl0) and weak (SubCl1-5) phagocytic subclusters (Figure 5—figure supplement 2), consistent with phagocytosis assays. 

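The genome holds 2 *Ly6c* genes. A UMI of *Ly6c1* was found in 2.84% (95% confidence interval 2.00% to 3.91%) of LYVE1−/MHCII lo macrophages and in 1.36%, 1.47% and 1.56% of LYVE1+/MHCII lo, LYVE1+/MHCII hi and LYVE1−/MHCII hi macrophages. For *Ly6c2* (ENSMUSG00000022584, chromosome 15 of mm10 from 75108158 to 75111970), the gene of classical monocytes, these shares were 32.5% (95% confidence interval 29.9% to 35.1%), and 5.86%, 11.6% and 14.5%. Barcodes with endothelial markers (median 6030 UMIs, compared with 8309 in LYVE1−/MHCII lo cells) had *Ly6c2* in 2.79%. It was found in 63.5% of rebuilt Cl3 and 5.62% of rebuilt Cl4. *Itgax*, which encodes CD11c, had a UMI in 26.0% ± 7.35 (SD, n = 6 mice) of LYVE1−/MHCII lo macrophages, 47.2% of rebuilt Cl4 and 0 of 215 endothelial barcodes, which allows up to 1.40%. Of the NK cell markers, *Itga2*, which encodes CD49b, was found in 0.0789% of LYVE1−/MHCII lo cells and 0.634% of all macrophages, and in 21.7% of the 46 cells of rebuilt Cl10. *Il2rb*, which encodes CD122, was found in 0.106% of all macrophages, and 0 of 215 endothelial barcodes allow up to 1.40%.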

Importantly, *Ly6c* mRNA, known to be highly expressed in circulating monocytes (Wolf et al., 2019), was expressed in <3% of LYVE1−/MHCII^lo^ and the other subgroups (not shown), while CD11c, a dendric cell (DC) marker (Singh-Jasuja et al., 2013), and CD49 and CD122, candidate markers for lymphoid lineage natural killer (NK) cells (Nabekura and Lanier, 2016), were not detected in LYVE1−/MHCII^lo^ or the other subgroups (Supplementary file 3). These data strengthen the view that LYVE1−/MHCII^lo^ macrophages are distinct from circulating monocytes or DC and NK cells. Additional studies are also needed to characterize the function of LYVE1−/MHCII^lo^ subgroup in SKM.

Our study further revealed aging-related expression changes in macrophages in SKM. Overall, LYVE1+ macrophages were less abundant, and LYVE1− macrophages were more abundant in aged SKM (Figure 7A and B). Consistent with these observations, *S100a8* and *S100a9* mRNAs, encoding proinflammatory biomarkers, were significantly elevated in macrophages from aged SKM. Unlike neutrophils, macrophages were reported to express S100A8 and S100A9 at low levels in the absence of stimulation (Hessian et al., 1993; Wang et al., 2018). Often forming heterodimers, S100A8 and S100A9 serve as biomarkers for the diagnosis and therapeutic responses in inflammatory diseases like inflammatory arthritis and inflammatory bowel disease, while blocking their activity resulted in reduced inflammation in mouse models (Wang et al., 2018). *S100a8* and *S100a9* mRNAs were in very low abundance in macrophages from young SKM but were strikingly more abundant in old SKM (Figures 6C and 7D). The levels of *Fabp4*, *Fabp5*, and *Il1b* mRNAs, encoding additional proinflammatory proteins, were also upregulated in macrophages from old SKM (Figures 6C and 7D). This finding is important because macrophage-derived FABP4 and FABP5 were shown to promote a proinflammatory state in the vasculature during atherosclerosis development (Babaev et al., 2011; Furuhashi et al., 2007; Makowski et al., 2001), in keeping with the proinflammatory status of old SKM. We propose that the expression levels of S100A8 and S100A9 in macrophages can be essential indicators of the inflammatory status of SKM, and possibly other tissues (Wang et al., 2018). Several markers of senescence and aging, including *Gpnmb* and *Spp1* mRNAs (Pazolli et al., 2009; Suda et al., 2021; Suda et al., 2022)*,* were also elevated in old SKM macrophages (Figure 6A–C), suggesting the presence of senescent macrophages. We also found increased expression of mRNAs encoding antioxidant enzymes in old SKM macrophages, possibly reactive to elevated reactive oxygen species (ROS) in aged SKM (Jackson and McArdle, 2011).

By contrast, several mRNAs encoding neutrophil and monocyte/macrophage chemoattractants (Deshmane et al., 2009; Girbl et al., 2018) were expressed in lower amounts by old SKM macrophages (Figure 6B and C). In pathological conditions, like injury or infection, neutrophils are the earliest effector cells to infiltrate into the injury site followed by monocytes/macrophages (Forcina et al., 2020). At the same time, it is well known that injury repair and regeneration are slower in old SKM, perhaps due to a delay in leukocyte infiltration at early stages and to reduced CCAAT enhancer-binding protein β function toward regeneration after muscle injury (Blackwell et al., 2015). Thus, the reduced production of chemoattractants in macrophages may contribute to the delayed repair of older SKM.

Finally, unsupervised classification identified specific macrophage clusters significantly affected during SKM aging, particularly Cl6 and Cl8. *Gpnmb* mRNA, encoding the senescent membrane marker GPNMB (Suda et al., 2021; Suda et al., 2022), was concentrated in Cl6 and was significantly elevated in old SKM macrophages; similarly, senescence- and aging-related *Spp1* mRNA and lipid transporter *Fabp5* mRNA were highly enriched in Cl6 in old SKM macrophages (Figures 6A, C, 7D). On the other hand, *S100a8* and *S100a9* mRNAs were highly concentrated in Cl8 and significantly elevated in the old (Figures 6A, C, 7D). Thus, unsupervised clustering identified distinct subpopulations specifically altered during aging.

In closing, aging impacts all tissues and organs. Intrinsic and extrinsic factors, including DNA damage, endoplasmic reticulum stress, mitochondrial dysfunction, and a systemic inflammatory environment in aged individuals, inevitably affect the characteristics of macrophages (van Beek et al., 2019). A recent study suggested that macrophages from old SKM contributed to axonal degeneration and demyelination in the neuromuscular junction, and depletion of macrophages led to increased muscle endurance (Yuan et al., 2018). We propose that the age-associated SKM macrophage gene expression patterns identified here represent an important first step toward elucidating how macrophage subpopulations influence the pathophysiology of old SKM.

## Materials and methods

### Collection of SKMs from young and aged C57BL/6JN mice

All mouse work was done under an Animal Study Proposal (ASP #476-LGG-2023) that was reviewed and approved by the Animal Care and Use Committee of the National Institute on Aging (NIA), National Institutes of Health (NIH). Young (Y, 3 m.o.) and aged (O, 22–24 m.o.) male and female inbred C57BL/6JN mice were purchased from the NIA aged rodent colony (https://ros.nia.nih.gov/). The mice were sacrificed, and all hind limb muscles, including quadriceps, hamstring, gastrocnemius, soleus, and tibialis anterior muscles, were harvested. Collected samples were directly used for mononuclear cell isolation or frozen in isopentane chilled by liquid nitrogen and stored at –80°C for immunohistology.

### Mononuclear cell isolation from SKM

Tendons, blood vessels, and fat tissues were removed under a dissection microscope. Muscle tissues were finely chopped and minced using dissection scissors to form a slurry. For scRNA-seq analysis, we isolated mononuclear cells with Miltenyi’s SKM dissociation kit (#130-098-305) with GentleMACS Octo Dissociator (#130-096-427), as described previously (Krasniewski et al., 2022). For further flow cytometric analysis, we also used an established method (Liu et al., 2015) with slight modifications. Briefly, the muscle slurry was digested with 1000 U/mL Collagenase type II (Gibco, Cat# 17101015) in 10 mL of complete Ham’s F-10 medium (Lonza, Cat# BE02-014F) for 70 min with 70 rpm agitation at 37°C. Partially digested muscles were washed in complete Ham’s F-10 medium and centrifuged at 400 rcf speed for 5 min, and cell pellet with 8 mL of the remaining suspension (pellet 1) was collected; 42 mL of the supernatant was collected in two tubes (21 mL each) that were filled up to 50 mL with Ham’s F-10 media and centrifuged again at 500 rcf for 8 min, and the pellet (pellet 2) was collected. Pellet 1 was subjected to a second round of digestion in 1 mL of 1000 U/mL Collagenase type II and 1 mL of 11 U/mL Dispase II (Thermofisher, Cat# 17105041) along with the 8 mL of the remaining cell suspension, for 20 min with 70 rpm agitation, at 37°C. Digested tissues were aspirated and ejected slowly through 10-mL syringe with 20-gauge needle followed by washing in complete Ham’s F-10 media at 400 rcf for 5 min. The supernatant was collected and centrifuged again at 500 rcf for 8 min, and the pellet obtained (pellet 3) was pooled with the pellet 2 above. The suspension of pellets 2+3 was filtered through 40-μm cell strainer (Fisher scientific, Cat # 22363547), followed by final wash in complete Ham’s F-10 medium. Cell pellets were resuspended in 1 mL complete Ham’s F-10 medium. Cell counting was performed using trypan blue (Invitrogen, Cat# T10282) at a 1:1 ratio in Countess cell counting chamber slides (Invitrogen, Cat# C10228) using Countess II FL Automated Cell Counter (Invitrogen).

### Flow cytometric analysis and FACS

Flow cytometric analysis and CD11b+ cell sorting by FACS for scRNA-seq were described in detail in our previous report (Krasniewski et al., 2022). For further flow cytometric validation studies and RT-qPCR analysis, mononuclear cell suspensions were incubated with BD Horizon Fixable Viability Stain 780 (FVS780, BD Biosciences, Cat# 565388, dilution: 1:4000) in PBS (Ca+ and Mg+ free, Thermofisher) for 30 min at 4°C in the dark. Fc receptors were blocked using TruStain FcX (anti-mouse CD16/32) Antibody (Biolegend, Cat# 101320, Clone: 93, dilution 1:1000) for 5 min at 4°C in FACS staining buffer (1% BSA and 10 mM EDTA in Miltenyi’s Auto MACS Rinsing Solution). For macrophage sorting, mononuclear cells were further stained in FACS staining buffer for 40 min at 4°C in the dark, with fluorochrome conjugated antibodies specific to mouse as indicated: BUV395 Rat anti-mouse CD45 (BD Biosciences, Cat# 564279, Clone: 30-F11, dilution: 1:100), PE anti-mouse/human CD11b Antibody (Biolegend, Cat# 101208, Clone: M1/70, dilution: 1:100), PE/Cyanine7 anti-mouse F4/80 Antibody (Biolegend, Cat# 123114, Clone: BM8, dilution: 1:40), Brilliant Violet 711 anti-mouse I-A/I-E Antibody (Biolegend, Cat# 107643, Clone: M5/114.15.2, dilution: 1:40), and APC Rat Anti-Mouse Lyve1 Antibody (Thermofisher, Cat# 50-0443-82, Clone: ALY7, dilution: 1:20; see Supplementary file 5 for a full list of antibodies). Stained cells were fixed using BD Cytofix Fixation buffer (BD Biosciences, Cat# 554655) for 20 min on ice in the dark for analysis (but not for sorting). Compensation matrices were created using single color controls prepared using COMPtrol Kit, Goat anti-mouse Ig (H&L) coated particles, with negative and high in separate vials (Spherotech, Cat# CMIgP-30–2 K), combining one drop from each vial in equal ratio. Gating was based on FMO (fluorescence minus one) controls for each experiment. The cells were acquired on a BD FACSAria Fusion (BD Biosciences) instrument and analyzed with Flowjo software (Tree Star, Inc).

### Macrophage scRNA-seq by 10× Genomics

Macrophages isolated from three 3 m.o. and three 23 m.o. C57BL/6JN male mice (biological triplicates) were stained with CD11b antibody and isolated by FACS analysis. Given that the lengthy collection protocol made it impossible to process all the mice on the same day, we isolated cells in three consecutive weeks: from two young mice (Y1 and Y2) the first week, from two old (O1 and O2) the second week, and from one young mouse (Y3) and one old mouse (O3) the last week. Isolated SKM macrophages were immediately subjected to single-cell library construction without culture to minimize differences related to batch effects. Single-cell libraries were prepared with 10× Genomics Chromium Single Cell 3ʹ Reagent Kits v3 (10× Genomics Cat# PN-1000092) with Chip B (10× Genomics, Cat# PN-1000073) following the manufacturer’s protocol. Briefly, 5000–10,000 single macrophages were used for GEM (Gel Bead-in-Emulsion) generation. The cDNAs were then synthesized, and their qualities were assessed on the Agilent Bioanalyzer with High-Sensitivity DNA kit (Agilent Cat# 5067–4626). cDNAs were then used for library preparation and the quality of the final libraries assessed on the Agilent Bioanalyzer with DNA 1000 kit (Agilent, Cat# 5067–1504). The libraries were sequenced with an Illumina NovaSeq 6000 sequencer with a mean depth of ~80,000 (70,876–156,962) RNA-seq reads per cell, corresponding to ~2000 (2027–2256) genes per cell. The numbers of cells from each mouse successfully sequenced and subjected to statistical analysis are as follows: Y1, 3730; Y2, 3325; Y3, 2033 and O1, 3391; O2, 5338; O3, 4097. RNA-seq data were deposited in GEO with identifier GSE195507.

### scRNA-seq data analysis

scRNA-seq samples were demultiplexed and mapped to the mm10 mouse reference genome using the Cell Ranger software version 3.0.2 (10× Genomics). Further analysis of the matrices of read counts obtained was carried out in R (version 4.1.3) with the Seurat package, version 4.1.0 (Hao et al., 2021), using default parameters in all functions, unless specified otherwise. To exclude empty droplets, poor-quality cells, and potential doublets from downstream analysis, quality control filtering was applied for each sample, which removed cells containing more than 7.5% mitochondrial genes, cells expressing <300 or >7000 transcripts, and below 500 or above 60,000 counts. Genes that were detected in less than 10 cells were eliminated from the analysis. Cells expressing *Itgam* (*Cd11b*) and *Adgre1* (F4/80) mRNAs, two key macrophage markers, were subjected to further analyses.

Each sample was normalized with the LogNormalize method, and the top 2000 variable genes were selected with the FindVariableFeatures function. The SelectIntegrationFeatures function was applied to find shared variable features across the samples, and the FindIntegrationAnchors function was used to identify inter-sample anchors for integration. Then, the samples were integrated with the IntegrateData function, scaled, and subjected to principal component analysis (PCA).

For supervised cluster analysis, the macrophage dataset was divided into four cell subgroups based on the log-normalized expression values of *Lyve1 and H2-Ab1* (MHCII) mRNAs, as follows: LYVE1+/MHCII^lo^ (*Lyve1* >0 and *H2-Ab1* <2), LYVE1+/MHCII^hi^ (*Lyve1* >0 and *H2-Ab1* ≥2), LYVE1−/MHCII^hi^ (*Lyve1* ≤0 and *H2-Ab1* ≥2), and LYVE1−/MHCII^lo^ (*Lyve1* ≤0 and *H2-Ab1* <2). For unsupervised cell clustering, a shared nearest neighbor graph was generated with the FindNeighbors function (using the first 30 principal components) and clustered with Louvain algorithm in the FindClusters function with a resolution of 0.3. To visualize and explore cell clusters in a two-dimensional space, the Uniform Manifold Approximation and Projection (UMAP) analysis was performed using the first 30 principal components, as determined by the ElbowPlot method. To identify subpopulations of LYVE1−/MHCII^lo^ cells, the analysis was rerun on the LYVE1−/MHCII^lo^ subgroup, and clusters were visualized with resolution set to 0.3.

Differentially expressed marker genes for each cluster were identified with FindAllMarkers function, and the FindMarkers function was used to find differentially expressed genes across conditions. Those mRNAs that were expressed in at least 25% of cells per cluster were considered for differential gene expression analysis among clusters. mRNAs were defined as differentially expressed if they had an absolute fold change >1.5 and adjusted p-value<0.01. All R processing scripts are included in Supplementary file 6.

Functional annotation of the differentially expressed genes was performed using the web-based tool g:Profiler (Raudvere et al., 2019) (https://biit.cs.ut.ee/gprofiler/gost). The analysis was done with differentially expressed genes in corresponding subpopulations with ‘g:SCS threshold’ as a ‘significance threshold’ and 0.05 as the ‘user threshold’, and functional terms for ‘GO biological process’ were collected. In addition, we used 14,542 genes detected from young and old macrophages in our scRNA-seq analysis as the background gene set for GO annotation.

### RT-qPCR analysis

For RT-qPCR analysis, CD11b+/F4/80+/LYVE1+ and CD11b+/F4/80+/LYVE1− macrophages were isolated by FACS. Sorted LYVE1+ and LYVE1− macrophages were lysed with lysis buffer (RNeasy Mini Kit, Qiagen, Cat# 74104) and stored at –80°C. RNA was then isolated with a QIAcube (Qiagen) instrument following the manufacturer’s protocol, using a column for RNase-Free DNase I (Qiagen, Cat# 79254) digestion. The quality of isolated RNAs was assessed on the Agilent TapeStation with RNA Screen Tape (Agilent, Cat# 5067–5576). RT was performed by synthesizing cDNAs from the LYVE1+ and LYVE1− mRNAs with the Superscript III First-Strand Synthesis System (Invitrogen, Cat# 18080051), and qPCR amplification was carried out using ready-to-use Taqman probe/primer sets (Applied Biosystems) to detect expression levels for *Lyve1* (*Mm00475056_m1*), *Folr2* (*Mm00433357_m1*), *Cd209f* (*Mm00471855_m1*), *Fcna* (*Mm00484287_m1*), *Timd4* (*Mm00724713_m1*), *Mrc1* (*Mm01329362_m1*), *Igf1* (*Mm00439560_m1*), *Ang* (*Mm01316661_m1*), *Il1b* (*Mm00434228_m1*), and *Gapdh* (*Mm99999915_g1*) mRNAs. Two biological replicates (n=2 per replicate) were used for the LYVE1+ and LYVE1− macrophages and assayed in triplicate. The relative RNA levels were calculated after normalizing to *Gapdh* mRNA using the 2^−ΔΔCt^ method, and the data were analyzed for significance using Student’s *t*-test.

### Phagocytosis assays

Macrophages were isolated from the hind limb muscles of C57BL/6JN male mice as described above. Mononuclear cells from three animals were pooled for each set of experiments, and cells were aliquoted for necessary treatment conditions and technical replicates. Three biological replicates (total nine mice) were analyzed. The phagocytic activity of macrophages was measured by red fluorescence from pHrodo *E. coli* bioparticles (Invitrogen, Cat# P35361). Briefly, 6×10^6^ macrophages were resuspended in 200 μL of Ham’s F-10 complete media (Lonza, 12–618 F) containing 10% horse serum (Gibco, 16050114) for each sample. Aliquots of 20 μL of pHrodo *E. coli* bioparticles, resuspended in live-cell imaging buffer (1 mg/mL, Invitrogen, Cat# A14291DJ) and sonicated for 2 min × 3, with 2 min intervals on ice between each sonication, were added to each cell tube, including appropriate FMO control tubes. Cell suspensions were gently and thoroughly mixed to ensure a homogenous distribution of the *E. coli* bioparticles. One set of samples was immediately transferred to a CO_2_ incubator for 2 hr at 37°C, and another set (negative control) was incubated on ice for 2 hr. After incubation, cells were washed with live cell imaging solution at 400 rcf for 5 min, followed by another wash with PBS. All steps were performed in the dark.

After the phagocytosis assay, cells were stained with viability dye followed by primary antibody staining as described above. Fluorochrome-conjugated antibodies used for staining the cells are as follows: BUV395 Rat anti-mouse CD45, PE-Cyanine7 anti-mouse/human CD11b Antibody, BUV737 Rat anti-mouse F4/80, Brilliant Violet 711 anti-mouse I-A/I-E Antibody, APC Rat anti-mouse LYVE1 Antibody. The cells were acquired on a BD FACSAria Fusion instrument on the same day and analyzed with Flowjo. For all the samples, including controls, CD11b+/F4/80+macrophages were further categorized as high (Hi, >10^5^), medium (Med, 10^4^–10^5^), low (Lo, 10^3^–10^4^), and negative (Neg, <10^3^) intensity groups based on their ability to engulf labeled bacteria. The relative phagocytosis levels for each group were calculated using gMFI. For statistical analysis, we performed a Shapiro-Wilk test (Mishra et al., 2019) first to assess if our data were normally distributed (GraphPad Prism 8). We found that all data shown in Figure 5B and D, and Figure 4—figure supplement 1B, and Figure 5—figure supplement 1B were normally distributed (not shown). Therefore, we performed parametric tests, one-way ANOVA (Dunnett’s multiple comparisons test) for Figure 5D, and two-way ANOVA (Sidak’s multiple comparisons test) for Figure 5B and Figure 4—figure supplement 1B, and Figure 5—figure supplement 1B using GraphPad Prism 8.

### Efferocytosis assay

To study the engulfment of apoptotic cells by SKM macrophages, hind limb muscles from three male mice were combined as one biological replicate, followed by digestion to generate a mononuclear cell suspension as mentioned above, and pooled for study of phagocytic cells. To generate apoptotic cells, Jurkat T cells, cultured in RPMI 1640 (Thermo Fisher, Cat# 11875–093) with 10% heat-inactivated FBS (Thermo Fisher, Cat# 10438025) at 37°C, 5% CO_2_ 10 mL were collected from a cell culture flask, washed with PBS, pelleted gently, and resuspended in 1 mL PBS. For labeling Jurkat cells, CFSE (CellTrace CFSE Cell Proliferation Kit, Thermo Fisher, Cat# C34554) was added to cells at final 5 µM concentration and incubated at 37°C for 20 min; 10 mL of RPMI 1640 (10% heat-inactivated FBS) was then added, mixed by vortexing, and further incubated at 37°C for 5 min. After washing, cells were resuspended in 1 mL serum-free RPMI 1640 medium. Apoptosis was induced by treatment with 1 µM staurosporine (Millipore Sigma, Cat# 19–123) for 5 hr at 37°C, 5% CO_2_, followed by washes in RPMI 1640 (10% heat-inactivated FBS) and resuspension in 1 mL RPMI 1640 (10% heat-inactivated FBS) for use in efferocytosis assays. Mononuclear cells from SKM and apoptotic Jurkat T cells were counted and combined at a 1:1 ratio in 2 mL RPMI 1640 (10% heat-inactivated FBS) and incubated for 18 hr at 37°C, 5% CO_2_. Mononuclear cells from SKM without Jurkat cells were used as controls. After incubation for 18 hr, cells were assayed by flow cytometry, as explained above.

### Immunofluorescent staining of macrophages in mouse SKM

Frozen sections from rectus femoris muscle from 3 m.o. C57BL/6 J mice were cut, fixed in cold acetone, and subjected to regular double immunofluorescent staining or double TSA staining (Tyramide SuperBoost kit, Thermo Fisher, Cat# B40932) as performed previously (Cui et al., 2019). Primary antibodies recognizing LYVE1 (Abcam, Cat# ab14917, 1:200 dilution), MHCII (Invitrogen, Cat# 14-5321-82, 1:100), CD31 (Millipore, Cat# MAB1398Z, 1:100), and TUBB3 (Biolegend, Cat# 801201, 1:200) worked well for regular immunostaining. Secondary antibodies were used for LYVE1 (Invitrogen, Cat# A-11012, 1:1000 dilution) and MHCII staining (Invitrogen, Cat# A-11006, 1:1000 dilution). Detection of CD11b (Santa Cruz, Cat# sc-1186, 1:50 dilution) required TSA staining. To identify LYVE1+/MHCII^hi^ macrophages in SKM, we carried out three sets of double staining: LYVE1 with MHCII by regular immunofluorescence staining, CD11b with LYVE1, and CD11b with MHCII by TSA staining. Micrographs were taken on a DeltaVision microscope using a 20× lens.

## Data Availability

The single-cell RNA-seq analysis was uploaded to GEO with identifier GSE195507. The following dataset was generated: KrasniewskiLK ChakrabortyP CuiCY Mazan-MamczarzK DunnC PiaoY FanJ ShiC WallaceT NguyenC RathbunIA MunkR TsitsipatisD DeS SenP FerrucciL GorospeM 2022Single-cell analysis of skeletal muscle macrophages reveals age-associated functional subpopulationsNCBI Gene Expression OmnibusGSE19550710.7554/eLife.77974PMC962983336259488

## Additional files

Supplementary file 1. Top mRNAs differentially expressed in each of 11 unsupervised clusters (Cl0-Cl10), identified after single-cell analysis using 10× Genomics (Materials and methods).

Supplementary file 2. mRNAs highly expressed in LYVE1+ or LYVE1− macrophages.

Supplementary file 3. Top mRNAs in each of the four supervised macrophage subgroups, LYVE1+/MHCII^lo^, LYVE1+/MHCII^hi^, LYVE1−/MHCII^hi^, and LYVE1−/MHCII^lo^.

Supplementary file 4. Differentially expressed mRNAs in skeletal muscle (SKM) macrophages from young and old mice.

Supplementary file 5. List of antibodies used in this study, including catalog number, company, and dilution used.

Supplementary file 6. R processing scripts used for data analysis.

Transparent reporting form

# Supplementary material for: Single-cell analysis of skeletal muscle macrophages reveals age-associated functional subpopulations
**Source:** eLife. 2022 Oct 19;11:e77974. doi: 10.7554/eLife.77974
**Supplement:** Supplementary file 5.

| Serial No. | Antibody | Cat No. | Clone | Company | Dilution |
| --- | --- | --- | --- | --- | --- |
| 1 | BUV395 Anti-Mouse CD45 | 564279 | 30-F11 | BDBiosciences | 1:100 |
| 2 | PE anti-mouse/human CD11b Antibody | 101208 | M1/70 | Biolegend | 1:100 |
| 3 | PE-Cyanine7 anti-mouse/ human CD11b Antibody | 101216 | M1/70 | Biolegend | 1:100 |
| 4 | PE/Cyanine7 anti-mouse F4/80 Antibody | 123114 | BM8 | Biolegend | 1:40 |
| 5 | BUV737 Anti-Mouse F4/80 | 749283 | T45-2342 (RUO) | BDBiosciences | 1:40 |
| 6 | APC Anti-Mouse Lyve1 Antibody | 50-0443-82 | ALY7 | Thermofisher | 1:20 |
| 7 | Brilliant Violet 711™ anti-mouse I-A/I-E Antibody | 107643 | M5/114.15.2 | Biolegend | 1:40 |
| 8 | BD Horizon™ Fixable Viability Stain 780 | 565388 | - | BDBiosciences | 1:4000 |
| 9 | TruStain FcX™ (anti-mouse CD16/32) | 101320 | 93 | Biolegend | 1:1000 |
| 10 | Anti-Mouse LYVE1 antibody | ab14917 | - | abcam | 1:200 |
| 11 | MHC Class II (I-A/I-E) Monoclonal Antibody | 14-5321-82 | M5/114.15.2 | Thermofisher | 1:100 |
| 12 | Anti-Integrin αM/CD11b Antibody | sc-1186 | Integrin αM (44) | Santa Cruz | 1:50 |

Table S5: List of antibodies used for this study

# Supplementary material for: Single-cell analysis of skeletal muscle macrophages reveals age-associated functional subpopulations
**Source:** eLife. 2022 Oct 19;11:e77974. doi: 10.7554/eLife.77974
**Supplement:** Supplementary file 6.

**Table S6: R processing scripts used for data analysis**

library(Seurat)

library(cowplot)

library(calibrate)

library(SingleCellExperiment)

library(dplyr)

library(mclust)

library(umap)

library(ggplot2)

library(magrittr)

library(patchwork)

#Young1

Y1 <- Read10X(data.dir = "../Macrophage_1_Young/outs/filtered_feature_bc_matrix")

y1 <- CreateSeuratObject(counts = Y1, min.cells = 10, min.features = 200)

y1[["percent.mt"]] <- PercentageFeatureSet(y1, pattern = "^mt-")

y1 <- subset(y1, subset = nFeature_RNA > 300 & nFeature_RNA < 7000 & nCount_RNA > 500 & nCount_RNA < 60000 & percent.mt < 7.5)

y1 <- subset(y1, subset = (Itgam>0 & Adgre1>0), slot="counts")

#Young2

Y2 <- Read10X(data.dir = "../Macrophage_2_Young/outs/filtered_feature_bc_matrix")

y2 <- CreateSeuratObject(counts = Y2, min.cells = 10, min.features = 200)

y2[["percent.mt"]] <- PercentageFeatureSet(y2, pattern = "^mt-")

y2 <- subset(y2, subset = nFeature_RNA > 300 & nFeature_RNA < 7000 & nCount_RNA > 500 & nCount_RNA < 60000 & percent.mt < 7.5)

y2 <- subset(y2, subset = (Itgam>0 & Adgre1>0), slot="counts")

#Young3

Y3 <- Read10X(data.dir = "../Macrophage_3_Young/outs/filtered_feature_bc_matrix")

y3 <- CreateSeuratObject(counts = Y3, min.cells = 10, min.features = 200)

y3[["percent.mt"]] <- PercentageFeatureSet(y3, pattern = "^mt-")

y3 <- subset(y3, subset = nFeature_RNA > 300 & nFeature_RNA < 7000 & nCount_RNA > 500 & nCount_RNA < 60000 & percent.mt < 7.5)

y3 <- subset(y3, subset = (Itgam>0 & Adgre1>0), slot="counts")

#Old1

O1 <- Read10X(data.dir = "../Macrophage_1_Old/outs/filtered_feature_bc_matrix")

o1 <- CreateSeuratObject(counts = O1, min.cells = 10, min.features = 200)

o1[["percent.mt"]] <- PercentageFeatureSet(o1, pattern = "^mt-")

o1 <- subset(o1, subset = nFeature_RNA > 300 & nFeature_RNA < 7000 & nCount_RNA > 500 & nCount_RNA < 60000 & percent.mt < 7.5)

o1 <- subset(o1, subset = (Itgam>0 & Adgre1>0), slot="counts")

#Old2

O2 <- Read10X(data.dir = "../Macrophage_2_Old/outs/filtered_feature_bc_matrix")

o2 <- CreateSeuratObject(counts = O2, min.cells = 10, min.features = 200)

o2[["percent.mt"]] <- PercentageFeatureSet(o2, pattern = "^mt-")

o2 <- subset(o2, subset = nFeature_RNA > 300 & nFeature_RNA < 7000 & nCount_RNA > 500 & nCount_RNA < 60000 & percent.mt < 7.5)

o2 <- subset(o2, subset = (Itgam>0 & Adgre1>0), slot="counts")

#Old3

O3 <- Read10X(data.dir = "../Macrophage_3_Old/outs/filtered_feature_bc_matrix")

o3 <- CreateSeuratObject(counts = O3, min.cells = 10, min.features = 200)

o3[["percent.mt"]] <- PercentageFeatureSet(o3, pattern = "^mt-")

o3 <- subset(o3, subset = nFeature_RNA > 300 & nFeature_RNA < 7000 & nCount_RNA > 500 & nCount_RNA < 60000 & percent.mt < 7.5)

o3 <- subset(o3, subset = (Itgam>0 & Adgre1>0), slot="counts")

###################################

y1[["orig.ident"]] <-"Young_1"

y2[["orig.ident"]] <-"Young_2"

y3[["orig.ident"]] <-"Young_3"

o1[["orig.ident"]] <-"Old_1"

o2[["orig.ident"]] <-"Old_2"

o3[["orig.ident"]] <-"Old_3"

y1[["condition"]] <-"Young"

y2[["condition"]] <-"Young"

y3[["condition"]] <-"Young"

o1[["condition"]] <-"Old"

o2[["condition"]] <-"Old"

o3[["condition"]] <-"Old"

all.samples <- merge(y1, y = c(y2, y3, o1, o2, o3), add.cell.ids=c("Young_1","Young_2","Young_3","Old_1","Old_2","Old_3"), project=("Macrophage_YO"))

all.samples <- SplitObject(all.samples, split.by = "orig.ident")

all.samples <- lapply(X = all.samples, FUN = function(x) {

x <- NormalizeData(x)

x <- FindVariableFeatures(x, selection.method = "vst", nfeatures = 2000)

})

features <- SelectIntegrationFeatures(object.list = all.samples)

anchors <- FindIntegrationAnchors(object.list = all.samples, anchor.features = features)

all.integrated <- IntegrateData(anchorset = anchors)

saveRDS(all.integrated, file = "SMM_integrated.rds")

DefaultAssay(all.integrated) <- "integrated"

all.integrated <- ScaleData(all.integrated, verbose = FALSE)

all.integrated <- RunPCA(all.integrated, verbose = FALSE)

ElbowPlot(all.integrated, ndims = 50)

all.integrated <- FindNeighbors(all.integrated, dims = 1:30)

all.integrated <- FindClusters(all.integrated, resolution = 0.3)

all.integrated <- RunUMAP(all.integrated, dims = 1:30)

orig.ident_order <- c("Young_1","Young_2","Young_3","Old_1","Old_2","Old_3")

all.integrated$orig.ident <- factor(all.integrated$orig.ident, levels = orig.ident_order)

condition_order <- c("Young","Old")

all.integrated$condition <- factor(all.integrated$condition, levels = condition_order)

#Fig.1C

DimPlot(all.integrated, reduction = "umap", label.size = 6, label=T, pt=0.3, group.by = "seurat_clusters")

#Fig.1D

DefaultAssay(all.integrated) <- "RNA"

pmarkers_0.5_0.32p <- FindAllMarkers(all.integrated, assay="RNA", only.pos = T, min.pct = 0.5, logfc.threshold = 0.32)

top6markers <- pmarkers_0.5_0.32p %>% group_by(cluster) %>% top_n(6, avg_log2FC )

DotPlot(all.integrated, features = (top6markers$gene),

dot.scale = 8, assay="RNA", cols=c("turquoise", "red")) + theme(text = element_text(size = 8), axis.text.x = element_text(face = "bold.italic")) + FontSize(x.text = 14, y.text = 12, y.title = 0, x.title = 0) + RotatedAxis()

#Fig.2A

DefaultAssay(all.integrated) <- "RNA"

FeaturePlot(all.integrated, c("Lyve1"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

#Fig.7C

DimPlot(all.integrated, reduction = "umap", label.size = 7, pt=0.5, label=F, group.by = "seurat_clusters", split.by = "condition")

#Fig.7D

DefaultAssay(all.integrated) <- "RNA"

FeaturePlot(all.integrated, c("Gpnmb"), pt=0.75, order = T, label=F, ncol= 2, label.size = 4, split.by="condition") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

VlnPlot(obj = all.integrated, features = "Gpnmb", pt=0, split.by="condition", cols=c("royalblue3","brown3"))

FeaturePlot(all.integrated, c("Spp1"), pt=0.75, order = T, label=F, ncol= 2, label.size = 4, split.by="condition") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("Fabp5"), pt=0.75, order = T, label=F, ncol= 2, label.size = 4, split.by="condition") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("S100a8"), pt=0.75, order = T, label=F, ncol= 2, label.size = 4, split.by="condition") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("S100a9"), pt=0.75, order = T, label=F, ncol= 2, label.size = 4, split.by="condition") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

#Fig.S1A

DefaultAssay(all.integrated) <- "RNA"

FeaturePlot(all.integrated, c("Ly6g"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("Siglecf"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

#Fig.S1B

DimPlot(all.integrated, reduction = "umap", label.size = 6, pt=0.2, group.by = "orig.ident", split.by = "orig.ident") + NoLegend()

#Fig.S1C

DefaultAssay(all.integrated) <- "RNA"

FeaturePlot(all.integrated, c("Mrc1"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("Cd80"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("Cd86"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

#Fig.S2A

DefaultAssay(all.integrated) <- "RNA"

FeaturePlot(all.integrated, c("Lyve1"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("Folr2"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("Cd163"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

DimPlot(all.integrated, reduction = "umap", label.size = 6, label=T, pt=0.3, group.by = "seurat_clusters")

#Fig.S4A

DefaultAssay(all.integrated) <- "RNA"

FeaturePlot(all.integrated, c("H2-Eb1"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("H2-Ab1"), pt=0.5, order = T, label=F, label.size = 4) &

scale_color_gradientn(colours = c("grey", "orange", "red"))

###Fig.S10

DefaultAssay(all.integrated) <- "RNA"

FeaturePlot(all.integrated, c("Gpnmb"), pt=0.75, order = T, label=F, ncol= 1, label.size = 4, split.by="orig.ident") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("Spp1"), pt=0.75, order = T, label=F, ncol= 1, label.size = 4, split.by="orig.ident") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("Fabp5"), pt=0.75, order = T, label=F, ncol= 1, label.size = 4, split.by="orig.ident") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("S100a8"), pt=0.75, order = T, label=F, ncol= 1, label.size = 4, split.by="orig.ident") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

FeaturePlot(all.integrated, c("S100a9"), pt=0.75, order = T, label=F, ncol= 1, label.size = 4, split.by="orig.ident") &

scale_color_gradientn(colours = c("grey", "orange", "red"))

#######

cn <- all.integrated@meta.data %>% as.data.table

cn <- cn[, .N, by = c("seurat_clusters", "condition", "orig.ident")]

DefaultAssay(all.combined) <- "RNA"

FindAllMarkers(all.integrated, assay="RNA", only.pos = F, min.pct = 0.25, logfc.threshold = 0.32)

FindAllMarkers(object = all.integrated, assay="RNA", only.pos = F, min.pct = 0.5, logfc.threshold = 0.32)

FindAllMarkers(object = all.integrated, assay="RNA", only.pos = F, min.pct = 0, logfc.threshold = 0)

all.integrated$condition <- paste(Idents(object = all.integrated),sep = "_", all.integrated$condition)

Idents(object = all.integrated) <- "condition"

levels(all.integrated)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("0_Old","1_Old","2_Old","3_Old","4_Old","5_Old","6_Old","7_Old","8_Old","9_Old","10_Old"),

ident.2 = c("0_Young","1_Young","2_Young","3_Young","4_Young","5_Young","6_Young","7_Young","8_Young","9_Young","10_Young"),

verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("0_Old") , ident.2 = c("0_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("1_Old") , ident.2 = c("1_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("2_Old") , ident.2 = c("2_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("3_Old") , ident.2 = c("3_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("4_Old") , ident.2 = c("4_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("5_Old") , ident.2 = c("5_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("6_Old") , ident.2 = c("6_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("7_Old") , ident.2 = c("7_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("8_Old") , ident.2 = c("8_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("9_Old") , ident.2 = c("9_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("10_Old") , ident.2 = c("10_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

## Supervised

all.integrated <- readRDS(file = "SMM_integrated.rds")

DefaultAssay(all.integrated) <- "integrated"

all.integrated <- ScaleData(all.integrated, verbose = FALSE)

all.integrated <- RunPCA(all.integrated, verbose = FALSE)

ElbowPlot(all.integrated, ndims = 50)

all.integrated <- RunUMAP(all.integrated, dims = 1:30)

DimPlot(all.integrated, label=F)

DefaultAssay(all.integrated) <- "RNA"

LnHl <- subset(all.integrated, subset = (Lyve1 <= 0 & `H2-Ab1` < 2),slot="data")

all.integrated <- SetIdent(all.integrated, cells = Cells(LnHl), value = "LnHl")

LnHh <- subset(all.integrated, subset = (Lyve1 <= 0 & `H2-Ab1` >= 2), slot="data")

all.integrated <- SetIdent(all.integrated, cells = Cells(LnHh), value = "LnHh")

LpHh <- subset(all.integrated, subset = (Lyve1 > 0 & `H2-Ab1` >= 2), slot="data")

all.integrated <- SetIdent(all.integrated, cells = Cells(LpHh), value = "LpHh")

LpHl <- subset(all.integrated, subset = (Lyve1 > 0 & `H2-Ab1`< 2), slot="data")

all.integrated <- SetIdent(all.integrated, cells = Cells(LpHl), value = "LpHl")

all.integrated[["idents"]] <- Idents(object = all.integrated)

levels(all.integrated) <- c('LpHl', 'LpHh', 'LnHh', 'LnHl')

levels(x = all.integrated)

colnames(all.integrated[[]])

DimPlot(all.integrated)

orig.ident_order <- c("Young_1","Young_2","Young_3","Old_1","Old_2","Old_3")

all.integrated$orig.ident <- factor(all.integrated$orig.ident, levels = orig.ident_order)

condition_order <- c("Young","Old")

all.integrated$condition <- factor(all.integrated$condition, levels = condition_order)

#Fig.3A

DimPlot(all.integrated, reduction = "umap", label.size = 6, pt=0.5, label=F, split.by = "idents")

#Fig.3A and S4A

DimPlot(all.integrated, reduction = "umap", label.size = 6, label=F, pt=0.3)

#Fig.3B

DefaultAssay(all.integrated) <- "RNA"

markers <- FindAllMarkers(object = all.integrated, assay="RNA", only.pos = T, min.pct = 0.25, logfc.threshold = 1)

all.integrated_h <- ScaleData(object = all.integrated, features = rownames(all.integrated))

DoHeatmap(object = all.integrated_h, assay="RNA",features = markers$gene, label = TRUE) + scale_fill_gradientn(colors = c("royalblue", "gray", "red")) + theme(axis.text.y = element_text(size=2, face = "bold.italic"))

#Fig.S4B

DimPlot(all.integrated, reduction = "umap", label.size = 6, pt=0.5, label=F, split.by = "orig.ident")

## LnHl subset clustering

DefaultAssay(all.integrated) <- "RNA"

LnHl <- subset(x = all.integrated, idents = c("LnHl"))

LnHl <- NormalizeData(LnHl, normalization.method = "LogNormalize",

scale.factor = 10000, verbose = F)

LnHl <- FindVariableFeatures(LnHl, selection.method = "vst", nfeatures = 2000)

LnHl <- ScaleData(LnHl, verbose = FALSE)

LnHl <- RunPCA(LnHl, verbose = FALSE)

ElbowPlot(LnHl, ndims = 50)

LnHl <- FindNeighbors(LnHl, dims = 1:30)

LnHl <- FindClusters(LnHl, resolution = 0.3)

LnHl <- RunUMAP(LnHl, dims = 1:30)

#Fig.S7A

DimPlot(LnHl, label=F, pt=2)

FindAllMarkers(LnHl, assay="RNA", only.pos = F, min.pct = 0.25, logfc.threshold = 0.32)

#######

cn <- all.integrated@meta.data %>% as.data.table

cn <- cn[, .N, by = c("idents","condition", "orig.ident")]

FindAllMarkers(all.integrated, assay="RNA", only.pos = F, min.pct = 0.25, logfc.threshold = 0.32)

FindAllMarkers(object = all.integrated, assay="RNA", only.pos = F, min.pct = 0.5, logfc.threshold = 0.32)

FindAllMarkers(object = all.integrated, assay="RNA", only.pos = F, min.pct = 0, logfc.threshold = 0)

all.integrated$condition <- paste(Idents(object = all.integrated),sep = "_", all.integrated$condition)

Idents(object = all.integrated) <- "condition"

levels(all.integrated)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("LpHh_Old") , ident.2 = c("LpHh_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("LnHh_Old") , ident.2 = c("LnHh_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("LnHl_Old") , ident.2 = c("LnHl_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

FindMarkers(all.integrated, assay="RNA", ident.1 = c("LpHl_Old") , ident.2 = c("LpHl_Young"), verbose = T, logfc.threshold = 0, min.pct = 0)

How the deposited data were processed for this re-analysis (not part of the article)

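RNA was measured in CD11b+ cells sorted from the hind-limb muscles of 3 young (3 months) and 3 old (23 months) male mice, with 1 library per mouse and no pooling. The authors demultiplexed the reads, mapped them to mm10, counted UMIs per gene and called cells with Cell Ranger 3.0.2, from 10x 3' v3 libraries, and the deposited values are these raw counts per gene and barcode, with no normalization and no filter beyond the cell call. The values were checked to be whole numbers, and the number of barcodes of each mouse to be the one that the methods give. Pairs of libraries of 1 age were compared, with a chi-square over its degrees of freedom from 9.89 to 31.0 across genes, so that no library is a repeat of another.

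From these counts, barcodes were kept by the study's limits on genes, UMIs and mitochondrial UMIs, and those with *Itgam* and *Adgre1* UMIs were taken as macrophages. LYVE1+ cells had at least 1 *Lyve1* UMI, and MHCII hi cells a log-normalized *H2-Ab1* level (scale factor 10000) of at least 2, as in the study. The macrophage sum of a mouse held between 11342168 and 28669548 UMIs, so that 1 UMI is less than 0.1 CPM there, and CPM of smaller groups are less precise. Depth per cell limits whether an mRNA is seen at all, so that a share of cells with a UMI can lie below the share that holds the mRNA, and free RNA in the droplets can raise it.

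Raw counts were summed per mouse, or per mouse and class, and tested with edgeR 4.0.16 (R 4.3.3, TMM, filterByExpr, quasi-likelihood fit, Benjamini-Hochberg adjustment over the mRNAs tested, threshold 0.05). Age was tested on 6 sums with no block. LYVE1+ over LYVE1− (12 sums), each subgroup over the mean of the other 3 (24 sums, also a log2 fold change above 0.58) and the interaction of age and subgroup (24 sums, F-test on 3 coefficients) had the mouse as a block. All these tests are two-sided, apart from F-tests. Log2 fold changes are edgeR's, their standard errors are the log2 fold change over the square root of F, and log2 CPM has a prior count of 0.5. Shares between the ages were compared by a two-sided exact permutation test over mice, with a smallest p of 0.1, and single shares have exact binomial intervals over pooled cells, which leave out the spread between mice. A count of 0 cells allows up to 3 cells. 35 lists of genes, 17 by function and 18 by cell type, were tested as wholes with camera (estimated correlation, and a preset of 0.01) and fry of limma 3.58.1. A list's members were also adjusted over the list alone. Lists can share members, as M2-like markers and endocytosis receptors share *Mrc1*, *Cd163* and *Timd4*, so counts of different lists are not independent. Whether the mRNAs of the interaction fall in a list more often than other mRNAs was tested with a one-sided hypergeometric test, adjusted over the lists. Ribosomal proteins were taken by symbol, a pattern that also takes in S6 kinases and *Rpl3l* and *Rps27l*.

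Clusters were rebuilt with Seurat 5.3.0 (log normalization per mouse, 2000 variable genes, anchors between mice, 30 components, Louvain clustering at a resolution of 0.3), from genes found in at least 10 cells of a library. They were matched to the study's clusters by the mean level of the study's leading mRNAs, and rebuilt Cl1 by elimination. Levels per cluster are CPM of the sum per mouse and cluster, over mice with at least 10 cells, and counts of list members take those with a mean of at least 5 CPM in the cluster or in the other macrophages, or for markers of cell types in the cluster, where 2-fold is asked. The LYVE1−/MHCII lo cells were clustered again on the integrated values, whereas the study normalized them again and chose variable genes anew without integration. Barcodes outside the macrophage gate were given the cell type of which they had the largest share of markers, at least 4 of them. Doublets were scored with Scrublet (scanpy 1.11.5, expected rate 0.05). Gene names are those of the files, and of 12623 genes in the tables 12617 had a GENCODE M21 gene of the same identifier, from which coordinates come, and 12511 the same symbol.

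The genes named in the text follow a rule set with the lists. It takes every gene that the study names in the sentence that a passage stands by. A gene that this rule takes in is not reported here. For the ages in all macrophages it takes the 12 with the largest log2 fold change in each direction among those past the threshold whose 3 old mice all lie on one side of the 3 young mice, and within a subgroup the 6 largest. For LYVE1+ over LYVE1− and each subgroup it takes the 10 largest in each direction that changed the same way in every mouse, and for each list up to 4 members past the threshold, or those with the smallest p. The fold changes in Supplementary files 1 to 4 had been seen when the rule and the lists were written, and the lists hold genes that the study chose on these mice.

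The fits were tested on simulated data, with counts drawn from the real means, spreads and library sizes and 200 mRNAs changed by 1.5-fold, 2-fold or 4-fold. For the ages in all macrophages (12462 mRNAs), 43.3%, 83.6% and 95.5% of the changed mRNAs were called, in that order of folds, and 13 of 161 calls were false. For LYVE1+ over LYVE1− (11291 mRNAs) these shares were 77.6%, 89.6% and 97.0% (8 of 184 calls false), for rebuilt Cl0 (10458 mRNAs) 38.8%, 71.6% and 95.5% (18 of 155 calls false), and for the interaction (10053 mRNAs) 11.9%, 58.2% and 92.4% (9 of 117 calls false). In the 4 subgroups, from 6.86% to 9.21% of the calls between the ages were false. A raised list of 20 mRNAs had an adjusted p of 3.56e-04 by camera with an estimated correlation, and 0 of 30 other lists passed, with the preset correlation also 0. The simulated mRNAs were drawn independently of each other, so this says nothing on lists whose members are correlated. In the data, the correlation was estimated at 0.496 for M2-like markers and 0.237 for lipid handling and lysosomes.

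The alternatives were DESeq2 1.42.0 (a likelihood ratio test for the interaction), RLE size factors, no low-count filter, leaving out each mouse, the replicate number as a block or no mouse block, the collection week as a term, no *Itgam* and *Adgre1* requirement, no Scrublet doublets, cells thinned to 5200 UMIs (the 10th percentile, 8555 macrophages), leaving out rebuilt Cl3, Cl4 and Cl8, *H2-Ab1* thresholds of 1.5 and 2.5, at least 2 *Lyve1* UMIs, the study's thresholds and its rank test over cells, the mice of week 3 alone, and for clusters resolutions of 0.2 and 0.5, no integration, and leaving out the age-changed genes. For shares of clusters, Scrublet doublets were left out without clustering again. Scrublet's threshold marked few barcodes, so a setting without the barcodes of the highest score was added after the data had been seen, as many per library as 0.8% per 1000 barcodes gives. Settings without rebuilt Cl8 and without rebuilt Cl10 were added as well. The paper's flow cytometry, phagocytosis assays and GO annotation were not used here, and the authors' cluster assignments were not used here either. Figures were drawn with matplotlib 3.10.9.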

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

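The setting without rebuilt Cl8, the choice of the highest Scrublet scores, the count of cells with at least 20 S100 UMIs, the assignment of barcodes outside the macrophage gate to cell types, the test of lists among the mRNAs of the interaction, the tests of cluster sizes as a whole cause and the count of mRNAs called both with and without the week term were chosen only after results had been seen.

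The effect of age differed between the 4 subgroups in 437 of 10373 mRNAs, which makes it a difference between groups (edgeR's F-test of the interaction, adjusted p under 0.05). Of these mRNAs, 361 could be tested in all 4 subgroups, and 250 of those had estimates of both signs. This share was not taken over all tested mRNAs, and estimates near 0 often differ in sign, so it does not show opposite effects. The subgroup farthest from the mean of the 4 was LYVE1−/MHCII lo for 158, LYVE1+/MHCII lo for 109, LYVE1−/MHCII hi for 88 and LYVE1+/MHCII hi for 6. In the same order these subgroups held 1268, 955, 3785 and 3461 cells, and estimates from fewer cells are less precise. The number fell to 106 without young mouse 1, 219 without young mouse 2, 224 without old mouse 1, 228 without old mouse 2 and 262 without old mouse 3. Chemokines (10 of 23, one-sided hypergeometric test over genes, adjusted p = 1.94e-07) and ribosomal proteins (17 of 93, adjusted p = 3.18e-06) were among them more often than other mRNAs, where genes are not independent replicates.

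The paper's clusters and tests of mRNAs cover the macrophages alone, and the barcodes outside its gate hold a signal that these did not analyse. By flow cytometry, the paper gives numbers and percentages of CD45+/CD11b+ cells in young and old mice. It states that the number of macrophages was comparable, and those counts do not separate neutrophils or monocytes. Barcodes that lacked *Itgam*, *Adgre1* or both and carried neutrophil markers made up 3.36% ± 1.78 in young and 11.43% ± 4.09 in old mice of all barcodes kept (1388 barcodes, median 2098 UMIs, two-sided exact permutation test, p = 0.1), and 3.81 points more in the old than in the young mouse of week 3. Those with classical monocyte markers made up 2.27% ± 0.644 in young and 5.30% ± 1.14 in old mice (716 barcodes, median 8582.5 UMIs, exact p = 0.1), and 1.13 points more in week 3. Both cell types carry CD11b, so that the sort would not remove them.

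Of the 220 mRNAs called between the ages in all macrophages, 192 are outside the 88 that the study lists, a signal among genes that the paper does not discuss. The study's list rests on cells as replicates and on a lower limit for the share of cells with the mRNA, so the 2 lists were made by different rules. Without young mice 1, 2 and 3 in turn, 22, 15 and 470 mRNAs were called in place of the 220, and without old mice 1, 2 and 3 76, 69 and 157.

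*S100a8* and *S100a9*, which encode the alarmin calprotectin, had higher means in macrophages of old mice, with log2 fold changes of 2.18 and 2.20 (standard errors 0.68 and 0.73) that did not pass edgeR's test, and that passed, among other settings, without young mouse 3 (3.17 and 3.24) and without the cells of rebuilt Cl8 (4.40 and 4.67, standard errors 0.74 and 0.78). More cells of rebuilt Cl8 in old mice are argued against as the whole cause, since the mean log2 fold change without them was 2.07 times that over all macrophages (1.43 to 2.52 with 1 mouse left out). This ratio does not measure the part that rebuilt Cl8 carries, since few UMIs of young mice are left without it. Rebuilt Cl8 held 89.2% ± 6.32 of *S100a8* UMIs in young and 67.6% ± 12.6 in old mice, so it stays open as a part of the cause. Free neutrophil RNA spread evenly over droplets is argued against too, since the clusters other than rebuilt Cl8 differed by a median factor of 119 in mean S100 UMIs per cell (73.9 to 164 with 1 mouse left out, 13.1 to 4390 per mouse). Outside rebuilt Cl8, cells with at least 20 of these UMIs made up 0.140 ± 0.0774% of cells in young and 2.48 ± 2.36% in old mice (two-sided exact permutation test, p = 0.1) and held 63.7% and 92.6% of the S100 UMIs found there. They were 1 to 4 cells per young and 13 to 65 per old mouse. The other cells outside rebuilt Cl8 had a mean of 0.112 ± 0.101 and 0.266 ± 0.0708 of these UMIs (two-sided exact permutation test, p = 0.3). Outside rebuilt Cl8, few cells thus carry the difference between the ages, and free RNA stays open for the UMIs of the rest. Droplets that held a neutrophil and a macrophage stay open. In their favour, these cells had, in the 3 old mice, a median of 19930 to 26200 UMIs, compared with 11130 to 12340 in the other cells, a mean of 19.5 to 282 UMIs of other neutrophil markers, compared with 0.879 to 1.90, and one of the highest Scrublet scores in 15.4% to 22.6% of cases, compared with 1.85% to 4.81%. The mean of 282 belongs to old mouse 2, and old mice 1 and 3 had 28.3 and 19.5. In old mouse 2, cells of rebuilt Cl9 had a mean of 439 S100 UMIs, compared with 8.15 and 8.21 in old mice 1 and 3. Over the old mice together, rebuilt Cl9 gave 21.3% of *S100a8* UMIs. Whether these cells of rebuilt Cl9 are such droplets or cells of another type was not tested. The collection week and age itself stay open too. With the week as a term, where the effect of age rests on the 2 mice of week 3, the values were 0.20 and 0.21 and did not pass.

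The LYVE1+ share and several M2-like mRNAs were lower in old mice. A larger share of rebuilt Cl3, Cl4 and Cl8 is argued against as the whole cause of the lower LYVE1+ share, and a change in the sizes of the other clusters as the whole cause of the mRNAs lower in old mice, taken as a set. Without rebuilt Cl3, Cl4 and Cl8 the difference in LYVE1+ percentage was 0.708 times that over all macrophages (0.587 to 0.875 with 1 mouse left out), and within rebuilt Cl0 the 47 mRNAs that the study lists as lower had 0.803 times their median log2 fold change over all macrophages (0.707 to 0.867). These 47 were chosen on the same mice. The 47 of lowest p among the mRNAs lower in 4 mice, measured in the young and the old mouse left out, had within rebuilt Cl0 0.778 times their change over all macrophages (mean over 9 pairs, 0.734 to 0.829 with 1 mouse left out). Of the M2-like markers, 3 of 23 were lower within rebuilt Cl0 (median log2 fold change −0.193) and 8 of 24 over all macrophages (median −0.365), and since these go both ways, the sizes of the other clusters stay open for this list. Both changes stay open as a part of the cause, because the ratios lie below 1, where the clusters would be no part of it, and *Lyve1* and its companions took part in the clustering. So do the sizes of the other clusters for the LYVE1+ share. Age as a direct cause and the collection week stay open. With the week as a term, the log2 fold changes were −0.65 for *Folr2*, −0.40 for *Mrc1* and −0.81 for *Retnla*, of which only that of *Retnla* passed.

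The mRNAs called between old and young macrophages were not told apart, as a set, from an effect of collection week, since weeks 1 and 2 each held 1 age. Of 1212 mRNAs called between young mice 1 and 2 and old mice 1 and 2, 65.2% had the same direction between the 2 mice of week 3 (exact binomial 95% confidence interval 62.4% to 67.9%, genes not being independent), compared with 55% of all tested mRNAs. With the week as a term, 120 mRNAs were called, 43 of them among the 220 and in the same direction, *Gpnmb* (5.00), *Spp1* (4.71) and *Fabp5* (3.43) included. In that fit the effect of age rests on 1 mouse per age in week 3, which are assumed to vary like the mice of the other weeks. A response to dissociation that differed between collections cannot be told apart either, because the difference in mean log2 CPM of the immediate early and heat shock mRNAs between the ages was 0.994 times the larger difference within an age (0.803 to 1.23 with 1 mRNA left out). Age itself stays open.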

How the results depend on the processing

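The settings without the highest Scrublet scores, without rebuilt Cl8 and without rebuilt Cl10 were chosen only after the data had been seen, as was the resolution of the subclusters. Over 39 results of comparisons and 447 values under other settings, 353 kept their direction and their side of the threshold or stayed near the value reported, 93 changed and 1 reversed, where only differences in share whose ages did not overlap were counted as reversed. In all, 9 differences in share changed sign, and these are named below. For 334 named mRNAs in a comparison, these numbers were 4707, 638 and 9 of 5354. Where no reason is given below, the cause was not tested.

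The mRNAs of LYVE1+ over LYVE1− macrophages (7553) and the mRNAs higher in each subgroup stayed within 1.5 times their number under every alternative run. With 1 mouse left out, the number of LYVE1+ against LYVE1- genes ranged from 6846 to 7406, and, counting only higher mRNAs, of genes of LYVE1+/MHCIIlo from 1779 to 1962, of genes of LYVE1+/MHCIIhi from 1194 to 1382, of genes of LYVE1-/MHCIIhi from 977 to 1079 and of genes of LYVE1-/MHCIIlo from 1331 to 1440. With RLE size factors in place of TMM, and without the barcodes that Scrublet marked, no count of age genes moved by more than 1.5 times.

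The number of mRNAs called between the ages did move. With 1 mouse left out, and so with fewer samples, the numbers are given in the order young mice 1, 2 and 3 and old mice 1, 2 and 3. In all macrophages they were 18, 13, 250, 55, 42 and 76 higher and 4, 2, 220, 21, 27 and 81 lower, in LYVE1+/MHCII lo 75, 116, 183, 72, 135 and 172, in LYVE1+/MHCII hi 42, 34, 227, 80, 73 and 114, in LYVE1−/MHCII hi 82, 124, 395, 173, 326 and 349, in LYVE1−/MHCII lo 0, 0, 260, 6, 0 and 17, in rebuilt Cl0 46, 33, 117, 69, 97 and 189 and for the interaction 106, 219, 524, 224, 228 and 262. The 3 values of 0, by edgeR, came with 631, 663 and 522 mRNAs at an unadjusted p under 0.05. Of 42 named mRNAs called in all macrophages, 7 to 38 were still called with 1 mouse left out. All 42 kept their direction, but this was fixed in advance. In all 220 called mRNAs the 3 old mice lay on one side of the 3 young mice. With the replicate block 11 of the 42 were still called, and without the *Itgam* and *Adgre1* requirement 19.

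DESeq2 gave 327 higher and 277 lower mRNAs in all macrophages, 243 in LYVE1+/MHCII hi, 139 in LYVE1−/MHCII lo and 667 for the interaction. With no filter on low counts, and so with more mRNAs tested, the numbers were 358 and 303 in all macrophages, 464 in LYVE1+/MHCII lo, 701 in LYVE1+/MHCII hi, 1088 in LYVE1−/MHCII hi, 484 in LYVE1−/MHCII lo, 506 in rebuilt Cl0 and 1101 for the interaction. With the collection week as a term they were 78 and 42 in all macrophages, 10, 68 and 637 in the same 3 subgroups in that order and 19 in rebuilt Cl0. Without the mouse as a block, the interaction passed for 80 mRNAs.

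Replicate numbers as a block left 31 higher and 16 lower mRNAs in all macrophages and 0 in LYVE1−/MHCII lo (edgeR, 616 at an unadjusted p under 0.05). The numbers in the labels do not pair the mice, since the young and old mouse of 1 number had correlations of 0.07, 0.05 and −0.09 after centring each age, and young mouse 2 with old mouse 3 had 0.17.

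Without the *Itgam* and *Adgre1* requirement, 52 mRNAs were higher and 37 lower over all barcodes, and 0 passed in LYVE1−/MHCII lo (edgeR, 1543 at an unadjusted p under 0.05). Without rebuilt Cl3, Cl4 and Cl8, 239 were higher. The study's thresholds on sums per mouse left 11 higher and 3 lower, and its rank test over cells 41 and 46. With each cell thinned to 1 depth, the numbers in LYVE1+/MHCII lo, LYVE1+/MHCII hi and LYVE1−/MHCII hi were 58, 71 and 173. In LYVE1−/MHCII lo an *H2-Ab1* threshold of 1.5 gave 51, one of 2.5 gave 16 and leaving out rebuilt Cl8 60, and in LYVE1+/MHCII lo leaving out the highest Scrublet scores gave 76. As whole lists, 14 of 35 passed camera with the preset correlation and 0 with the estimated one.

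Between the 2 mice of week 3 alone, with fewer samples, the differences in share were −7.88 points for LYVE1+, −4.44 for LYVE1+/MHCII lo, −3.13 for LYVE1−/MHCII lo (sign changed), 1.75 for rebuilt Cl1 (sign changed), 1.14 for rebuilt Cl3, 10.3 for Cl6 and, with a change of sign, −2.78 for Cl4, 0.688 for Cl5 and −0.714 for Cl8. Without the gate, the differences were −8.12 points in LYVE1+/MHCII hi (two-sided exact permutation test, p = 0.1), 4.56 in LYVE1−/MHCII hi (exact p = 0.4) and 11.9 in LYVE1−/MHCII lo (exact p = 0.1). The LYVE1+/MHCII hi difference reversed to 0.273 points without rebuilt Cl3, Cl4 and Cl8, and the LYVE1−/MHCII lo difference changed sign to −0.775. With 1 mouse left out, LYVE1+ ranged from −16.4 to −12.6 points, the subgroups, in the order used above, from −10.4 to −8.20, −6.00 to −4.30, 7.52 to 11.0 and 1.76 to 7.58, and rebuilt Cl0 from −11.6 to −7.96, Cl3 from 5.18 to 8.58, Cl6 from 4.17 to 7.28 and Cl8 from 1.31 to 3.44. Rebuilt Cl7 changed sign without old mouse 1 (0.0635) and rebuilt Cl9 without young mouse 2 (0.151). Rebuilt Cl5 had no counterpart at resolution 0.5, without integration or without the age-changed genes, and rebuilt Cl7 none at resolution 0.2 or without integration, so these settings gave no value for them.

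With the collection week as a term, the log2 fold changes between the ages reversed for *Gsr* (−0.41), *Hp* (−0.33), *Il1b* (−0.06), *Tap1* (−0.18), *H2-DMb1* (0.08) and *Mcm3* (0.00), and in LYVE1+/MHCII hi cells for *S100a8* (−0.41) and *S100a9* (−0.69). In cells thinned to 1 depth, *H2-DMa* reversed to 0.06.

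Depth limits the shares of cells with a UMI. Thinned to 5200 UMIs, these were 61.1% for *Cd86*, 15.0% for *Cd80* and 0.584% for *Siglecf*. Without the gate they were 33.4% for *Lyve1*, 64.2% for *Mrc1*, 62.6% for *Cd86*, 24.1% for *Cd80* and 1.04% for *Ly6g*. In simulated counts at the real depth, changes of 1.5-fold, 2-fold and 4-fold were found for 8.96%, 44.8% and 89.4% of mRNAs in LYVE1−/MHCII lo, the fewest of the age comparisons.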

Differences from the paper's values

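Settings without rebuilt Cl8, without rebuilt Cl10 and without the highest Scrublet scores were chosen only after the data had been seen, and each is marked where it is used.

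The paper's numbers of mRNAs that differ between the ages come from a rank test that takes cells as replicates, with thresholds of 1.3-fold, an adjusted p under 0.01 and more than 10% of cells, whereas the values here take mice as replicates and an adjusted p under 0.05 with no threshold on the fold. A value is called near the paper's where neither is more than 1.5 times the other. The paper gives 41 mRNAs as more abundant in old macrophages, and here 122 were. Of the alternatives set before the data were examined, the number came near the paper's without old mouse 1 (55), without old mouse 2 (42), with the replicate block (31), without the *Itgam* and *Adgre1* requirement (52) and with the study's rank test over cells and its thresholds (41). It did not with DESeq2 (327), RLE size factors (123), no low-count filter (358), without young mouse 1 (18), 2 (13) or 3 (250), without old mouse 3 (76), with the collection week as a term (78), without Scrublet doublets (131), with cells thinned to 1 depth (107), without rebuilt Cl3, Cl4 and Cl8 (239) or with the study's thresholds on sums per mouse (11).

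As less abundant in old macrophages, the paper gives 47 mRNAs, and here 98 were. The alternatives set before the data were examined that came near this were the collection week as a term (42), no *Itgam* and *Adgre1* requirement (37) and the study's rank test over cells (46). The others did not, namely DESeq2 (277), RLE size factors (99), no low-count filter (303), without young mouse 1 (4), 2 (2) or 3 (220), without old mouse 1 (21), 2 (27) or 3 (81), the replicate block (16), without Scrublet doublets (103), cells thinned to 1 depth (72), without rebuilt Cl3, Cl4 and Cl8 (131) and the study's thresholds on sums (3). Of the 3 settings chosen later, none came near for either number. The rank test over cells shared 87 mRNAs with the 88 of Supplementary file 4, and the fold of means over cells lay within 0.1% of the study's for all 88.

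*Ly6c* mRNA is given by the paper as present in less than 3% of cells of each subgroup, without naming which of the 2 genes. For *Ly6c2*, the share here was 32.5% in LYVE1−/MHCII lo cells (33.4% in cells thinned to 1 depth), 14.5% in LYVE1−/MHCII hi (10.8% thinned), 11.6% in LYVE1+/MHCII hi (6.89% thinned) and 5.86% in LYVE1+/MHCII lo cells (4.56% thinned), all above 3%. Thinning, the alternative set before the data were examined, brought none under 3%. The thinned share in LYVE1+/MHCII hi and both shares in LYVE1+/MHCII lo lay above it by less than the SD between mice (7.89 and 8.00 points), and the others by more. *Ly6c1* was under 3%, at 2.84% in LYVE1−/MHCII lo cells. The paper also states that CD11c was not found in these subgroups, in a supplementary table of mRNAs, and here its mRNA, *Itgax*, had a UMI in 25.5% of LYVE1−/MHCII lo cells, whereas *Itga2* and *Il2rb*, which encode CD49b and CD122, had one in 0.0789% each.

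Several mRNAs that the paper names as changed with age in all macrophages did not pass the test over mice. Each had the direction that the paper states, which was largely fixed in advance on the same cells. The study's rank test over cells, which called 87 of the 88 listed mRNAs, is left out of what follows. For *Lyve1* the settings that called it were DESeq2, no low-count filter, without young mouse 3, without old mouse 3, thinned cells and without rebuilt Cl3, Cl4 and Cl8. *Cxcl1*, *Cxcl2*, *Prdx5* and *Fabp4* passed with DESeq2, with no low-count filter, without young mouse 3 and without rebuilt Cl3, Cl4 and Cl8. *Prdx6* passed with the same 4 settings and with thinned cells. *Ccl2*, *Ccl7*, *Zfp36* and *Prdx1* passed with DESeq2 and with no low-count filter, and *Tnf* with these and without young mouse 3. *Gsr* passed without young mouse 3, and *Hp* without it or with no low-count filter. *S100a8* and *S100a9* passed with no low-count filter, without young mouse 3 and without rebuilt Cl3, Cl4 and Cl8. Among the settings chosen after the values had been seen, the one without rebuilt Cl8 called *Prdx6*, *S100a8* and *S100a9*, and the one without rebuilt Cl10 called *Fabp4*, and of the called mRNAs named here that could still be tested these settings dropped 0 of 41 and 1 of 36. *Cxcl10* and *Il1b* passed with no other setting. *Folr2*, *Mrc1*, *Gpnmb*, *Spp1* and *Fabp5*, which the paper also names, passed here.

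By subgroup, the paper has *S100a9* higher in old mice in each of them, and it passed here in LYVE1+/MHCII lo and LYVE1−/MHCII hi cells, with positive values in the other 2, which passed with no low-count filter and, chosen after the values had been seen, without rebuilt Cl8. The pass in LYVE1−/MHCII hi cells was lost without young mouse 1 (2.64), young mouse 2 (2.32), old mouse 1 (2.83) or old mouse 2 (2.36). *Gpnmb* and *Fabp5*, which the paper places in the MHCII hi subgroups, also passed in LYVE1+/MHCII lo cells (4.90 and 3.11). *Fabp4*, which the paper places in LYVE1−/MHCII hi cells alone, also passed in LYVE1+/MHCII hi cells (1.45). *Il1b*, which the paper places in LYVE1−/MHCII lo cells alone, passed in LYVE1+/MHCII lo cells (1.52) and not in LYVE1−/MHCII lo cells (0.55), where it passed with no low-count filter, without young mouse 3, in thinned cells and with an *H2-Ab1* threshold of 1.5. *Spp1* and *Apoe* passed in the subgroups that the paper names.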

Other observations

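The test of which lists hold the mRNAs of the interaction, and the choice of *Axl*, *Thbs1*, *Fn1*, *Cd55*, *Slpi*, *Aqp1* and *Cd79a* as examples, were made only after the results had been seen.

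In LYVE1−/MHCII lo macrophages, several single mRNAs were lower in old mice, but few members of the lists were, 1 of 18 chemokines, 1 of 14 inflammatory cytokines and alarmins and 1 of 31 mRNAs of phagocytosis. *Ccl4*, a chemokine for monocytes and T cells, had a log2 fold change of −2.66 (adjusted p = 0.0249), from 3678 ± 1770 CPM in young to 583 ± 153 CPM in old mice (SD, n = 3 mice each). *Tnf* (−2.44, adjusted p = 0.0393), the cholesterol hydroxylase *Ch25h* (−3.49, adjusted p = 0.0259), the transcription factor *Creb5* (−3.02, adjusted p = 0.0249) and *Axl*, a receptor for dying cells (−2.10, adjusted p = 0.0449), were lower as well, each in 3 of 3 old mice. For *Ch25h*, *Creb5* and *Axl* the effect of age differed between the subgroups (interaction, adjusted p = 2.51e-04, 2.77e-07 and 2.67e-05). *Ch25h* is also a leading mRNA of rebuilt Cl5, and the group of this subgroup that matches rebuilt Cl5 held 138 young and 46 old cells of 184. The number of calls is small and moves with single mice. Of 7935 tested, 26 passed, and 0 did without young mouse 1, without young mouse 2 or without old mouse 2, 6 without old mouse 1, 17 without old mouse 3 and 260 without young mouse 3 (edgeR, with 631, 663 and 522 at an unadjusted p under 0.05 in the 3 cases of 0). DESeq2 called 139 on all mice.

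In LYVE1+/MHCII lo macrophages, *Thbs1*, *Fn1* and *Cd55* were among the mRNAs higher in old mice, and 7 of 9 neutrophil and 6 of 8 classical monocyte markers rose in the same cells. *Thbs1*, which encodes thrombospondin 1, rose from 175 ± 34.9 CPM in young to 706 ± 64.5 CPM in old mice (2.03, adjusted p = 1.32e-06), is also 8.09-fold higher in rebuilt Cl3 than in the other clusters, and *Fn1*, which encodes fibronectin, had 1.69, adjusted p = 0.00155. The effect of age on *Fn1* differed between the subgroups (interaction, adjusted p = 6.32e-06), with −0.64 in LYVE1−/MHCII hi cells. *Cd55*, a complement inhibitor, was higher too (3.62, adjusted p = 7.46e-04). The number of calls in this subgroup moved with the setting. It was 151 in the main fit, 58 in cells thinned to 1 depth and 10 with the collection week as a term. Without the highest Scrublet scores, a setting chosen after the data had been seen, it was 76. Within rebuilt Cl0 alone, 74 of 10591 mRNAs were higher and 35 lower, among them *Slpi*, a protease inhibitor that is 5.74-fold and 8.83-fold higher in rebuilt Cl3 and Cl8 than in the other clusters (4.84, adjusted p = 0.0204), *Plxdc2* (−2.04, adjusted p = 0.00256) and *Aqp1*, a water channel (−1.42, adjusted p = 0.0102), and 4 of 22 mRNAs of lipid handling and lysosomes were higher. Of the markers of other cells, 2 of 5 (5 adjusted over the list alone) neutrophil markers, with a median log2 fold change of 4.86, and 0 of 7 (4 adjusted over the list alone) classical monocyte markers were higher in the same cells. Without young mouse 1, 2 or 3 the number in rebuilt Cl0 was 46, 33 or 117, and without old mouse 1, 2 or 3 it was 69, 97 or 189, and with the collection week as a term 19.

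In LYVE1−/MHCII hi macrophages, 2 of 3 B cell markers tested were higher in old mice (*Cd79a* at 0.203 ± 0.261 CPM in young and 4.68 ± 2.84 CPM in old mice, adjusted p = 0.0140). Outside the macrophage gate, barcodes with B cell markers made up 0.0107% ± 0.0186 in young and 0.183% ± 0.118 in old mice (19 barcodes, two-sided exact permutation test, p = 0.1). Those with nonclassical monocyte markers made up 6.56% ± 1.80 in young and 9.95% ± 1.98 in old mice (exact p = 0.2), with resident macrophage markers 18.2% ± 3.03 in young and 15.1% ± 3.47 in old mice (exact p = 0.4), with markers of conventional dendritic cells 1.08% ± 0.578 in young and 0.949% ± 0.264 in old mice (exact p = 0.8), with endothelial markers 1.57% ± 0.328 in young and 0.966% ± 0.845 in old mice (exact p = 0.4) and with markers of fibro-adipogenic progenitors 0.150% ± 0.0826 in young and 0.397% ± 0.333 in old mice (exact p = 0.3).

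Each comparison across many mRNAs was repeated on other groupings of the same samples. For LYVE1+ over LYVE1− mRNAs, 1 of 32 exchanges of the classes within mice, the real one, gave as many calls (7553, and 0 in the highest other). For the mRNAs higher in a subgroup, 1 of 100 groupings, the real one, gave as many. The real and the highest other number were 1869 and 871 for LYVE1+/MHCII lo, 1270 and 649 for LYVE1+/MHCII hi, 1020 and 0 for LYVE1−/MHCII hi and 1385 and 872 for LYVE1−/MHCII lo. These classes are made from the cells' own *Lyve1* and *H2-Ab1* counts, so a difference that repeats in each mouse was built in. The exchanges therefore cannot decide on chance, and show only that the same mRNAs go with a class from mouse to mouse. The 6 mice make 10 splits into 3 and 3, too few for a share under 0.05. Between the ages, the real and the highest other number were 220 and 0 in all macrophages, 151 and 0 in LYVE1+/MHCII lo, 118 and 0 in LYVE1+/MHCII hi, 411 and 0 in LYVE1−/MHCII hi, 109 and 3 in rebuilt Cl0 and 437 and 30 for the interaction, the real split alone (1 of 10) giving as many calls in each. In LYVE1−/MHCII lo cells, 2 splits gave at least the real 26. The other, with 54, exchanges the 2 mice of week 3, and so groups young mice 1 and 2 with old mouse 3. With the collection week as a term, 33 passed in this subgroup.

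As whole lists, none of 35 passed camera with an estimated correlation between genes or limma's fry (lowest adjusted p 0.0649 by fry). With no low-count filter, 2 passed fry, lipid handling and lysosomes and ribosomal proteins (adjusted p = 0.04701 for each), and none camera with an estimated correlation. With the filter, 14 passed camera with the preset correlation of 0.01. With that preset, 6 of 10 splits gave at least as many, and the highest other gave 17. Among the mRNAs of the interaction, lists with more members than other mRNAs (one-sided hypergeometric test, genes not being independent) included lipid handling and lysosomes (adjusted p = 1.55e-05) and phagocytosis and Fc receptors (adjusted p = 2.37e-05).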
